# Leukaemia cell of origin identified by chromatin landscape of bulk tumour cells

**DOI:** 10.1038/ncomms12166

**Published:** 2016-07-11

**Authors:** Joshy George, Asli Uyar, Kira Young, Lauren Kuffler, Kaiden Waldron-Francis, Eladio Marquez, Duygu Ucar, Jennifer J. Trowbridge

## Abstract

The precise identity of a tumour's cell of origin can influence disease prognosis and outcome. Methods to reliably define tumour cell of origin from primary, bulk tumour cell samples has been a challenge. Here we use a well-defined model of *MLL*-rearranged acute myeloid leukaemia (AML) to demonstrate that transforming haematopoietic stem cells (HSCs) and multipotent progenitors results in more aggressive AML than transforming committed progenitor cells. Transcriptome profiling reveals a gene expression signature broadly distinguishing stem cell-derived versus progenitor cell-derived AML, including genes involved in immune escape, extravasation and small GTPase signal transduction. However, whole-genome profiling of open chromatin reveals precise and robust biomarkers reflecting each cell of origin tested, from bulk AML tumour cell sampling. We find that bulk AML tumour cells exhibit distinct open chromatin loci that reflect the transformed cell of origin and suggest that open chromatin patterns may be leveraged as prognostic signatures in human AML.

## Abstract (web summary)

A tumour's cell of origin may influence tumour progression and response to therapy. Here, the authors demonstrate that the cell of origin determines the aggressiveness of AML in a mouse model and identify unique biomarkers of the specific leukaemia cell of origin by profiling open chromatin regions of AML samples.

Accumulating evidence suggests that the cellular context or ‘cell of origin' in which a genetic lesion occurs contributes to the emergence of distinct tumour subtypes^1^. Identifying cell of origin may allow better prediction of tumour behaviour, including tumour progression and response to therapeutics. Current methods to retrospectively identify cell of origin from tumour cell samples are limited. Histology, cytogenetics and cell surface marker staining may be insufficient to accurately predict cell of origin when the initiating cells are phenotypically similar and/or exist within the same tissue. Transcriptional profiling has been used to substantiate the tumour cell of origin model; however, technical variation due to platform differences and batch effects between studies have a significant impact on the ability to consistently apply expression signatures to clinical samples^2^. Recently, accurate determination of tumour cell of origin was achieved based on the distribution of mutations along the genome of tumour cells^3^. This approach is most accurate when putative cells of origin have distinct gene expression profiles, chromatin organization and lineage fate. For tumours arising from cells along a differentiation spectrum within the same tissue, most abundantly characterized in haematological malignancies^4^,^5^,^6^, it remains a challenge to determine cell of origin from bulk circulating tumour cells.

Epigenetic modification is one conduit through which developmental origins of a cell are retained during differentiation, and potentially, transformation. On the basis of striking cell type specificity of chromatin structure^7^,^8^, we hypothesized that assessment of open chromatin in bulk tumour cells with matched cells of origin would reveal novel epigenetic biomarkers of tumour cell of origin. To evaluate this hypothesis, we used a well-established and clinically relevant model of acute myeloid leukaemia (AML) driven by expression of the fusion oncogene *MLL-AF9 (MA9)*^9^,^10^. Chromosomal translocations of the *MLL* (mixed lineage leukaemia) gene on human chromosome 11q23 are found in ∼5% of adult and 50% of paediatric AML cases^11^,^12^. The *MLL* gene encodes a methyltransferase, which modifies histones to control the expression of target genes including the *HOX* gene family^13^. AML with t(9;11)(p22;q23) translocation giving rise to *MA9* is the most common MLL-rearranged AML. Among AML cases with t(9;11) there is great clinical heterogeneity. Studies in mice have demonstrated that MA9 can confer self-renewal activity to committed myeloid progenitors as well as transform HSCs^4^, supporting use of this model to test cell of origin in AML development. Here we test the impact of cell of origin on AML development starting from cells within a differentiation spectrum from stem cells through lineage-committed progenitor cell types. We compare both global transcriptome and epigenome (open chromatin) signatures of the resulting leukaemias to their respective cell of origin, to evaluate global changes in chromatin structure that occur during the process of transformation, and how these changes differ when AML is initiated from distinct cell types.

## Results

### Transformed cell of origin dictates growth of AML cells

To test the impact of cell of origin on leukemogenesis, we isolated enriched populations of haematopoietic stem and progenitor cells, including long-term HSCs (LT-HSCs), short-term HSCs (ST-HSCs), multipotent progenitors (MPPs), common myeloid progenitors (CMPs) and granulocyte macrophage progenitors (GMPs) (Fig. 1a, Supplementary Fig. 1a,b). Transformed cell lines were derived from independent biological replicates (*n*=2) following retroviral transduction with MLL-AF9 (MA9) and GFP reporter (Fig. 1b), and transplanted into sublethally irradiated recipient mice (*n*=5 recipients per cell line). We observed distinct *in vivo* penetrance and rate of AML development in these mice (Fig. 1c). MA9 cell lines derived from LT-HSCs (MA9 (LT)) were the most aggressive, with complete penetrance and a median survival of 70 days (70d) post transplant. In pair-wise comparisons, this was significantly different from overall survival of MA9 (ST) (median 96d, log-rank test *P*=0.002), MA9 (MPP) (median 108d, log-rank test; *P*=0.002), MA9 (CMP) (median 153d, log-rank test; *P*=0.0190), and MA9 (GMP) (median 184d, log-rank test; *P*=0.0116; Supplementary Table 1). To evaluate whether these distinct growth properties were associated with different levels of *MA9* expression, we evaluated mean fluorescence intensity of GFP, which is correlated to the level of *MA9* expression (Supplementary Fig. 1c). GFP intensity did not correlate to median survival time (Fig. 1d), suggesting that differing levels of *MA9* expression do not account for differences in tumour aggressiveness. Altogether, these data suggest that cell of origin impacts the rate of AML development. Specifically, HSC-derived AMLs were the most aggressive and differentiated progenitor cell-derived AMLs were the least aggressive.

To quantitate the frequency of leukaemia-initiating cells in MA9 cell lines derived from distinct cells of origin, we performed limiting dilution transplantation. Using Poisson statistics, the quantitation estimate of leukaemia-initiating cell frequency was significantly higher in MA9 (LT) versus MA9 (CMP) or MA9 (GMP) (Pearson's *χ*^2^-test; *P*=0.000643 and *P*=0.0501, respectively; Fig. 1e, Supplementary Tables 2,3). These results suggest that the cell of origin impacts leukaemia-initiating cell frequency, with a spectrum from HSC-derived AMLs having the highest leukaemia-initiating cell content to the most differentiated progenitor cell-derived AMLs having the lowest leukaemia-initiating cell content, consistent with our observations of the distinct penetrance and rate of AML development based on cell of origin.

### *In vivo* AML development is dependent on cell of origin

To evaluate the impact of cell of origin on *in vivo* leukemogenesis, haematopoietic stem and progenitor cells were transduced with *MA9* and transplanted immediately into sublethally irradiated recipients (Fig. 2a). To distinguish from cell line-derived leukaemias, we have termed these STHSC:MA9, MPP:MA9, CMP:MA9 and GMP:MA9. We observed distinct *in vivo* penetrance and rate of AML development based on the cell of origin (Fig. 2b). STHSC:MA9 and MPP:MA9 were fully penetrant with a median survival time of 74d and 76d post transplant, respectively. CMP:MA9 and GMP:MA9 were partially penetrant (80 and 50%, respectively), with a median survival time of 84d and 239d. In pair-wise comparisons, overall survival of STHSC:MA9, MPP:MA9 and CMP:MA9 were significantly different from overall survival of GMP:MA9 (log-rank test; *P*<0.0001, *P*<0.0001, *P*=0.0086, respectively), and STHSC:MA9 were significantly different from CMP:MA9 (log-rank test; *P*=0.0358; Supplementary Table 4). Thus, the cell of origin impacts *in vivo* transformation rate and progression of disease, with STHSC:MA9 and MPP:MA9 progressing rapidly, and CMP:MA9 and GMP:MA9 progressing at a slower rate. We did not observe a significant difference in leukaemia-bearing mice with respect to leukocyte count (Fig. 2c), frequency of GFP^+^ cells in the bone marrow (Supplementary Fig. 1d), spleen weight (Supplementary Fig. 1e), or frequency of leukaemia stem cells (LSCs) as defined by the cell surface L-GMP phenotype^9^ (Fig. 2d). Of note, the cell surface L-GMP phenotype has previously been shown by secondary transplantation to enrich for LSC activity using the *MA9* retroviral transduction model starting from both HSC and GMP cells of origin^4^. We did observe distinct expression of the *MA9* transcript in bulk leukaemia cells (Fig. 2e) and LSCs (Supplementary Fig. 1f) based on cell of origin. GMP:MA9 bulk leukaemia cells and LSCs had significantly higher *MA9* expression than CMP:MA9 bulk leukaemia cells and LSCs, respectively, consistent with the observation that higher levels of *MA9* are required to transform GMP cells^14^. Altogether, these data suggest that the gross phenotype of MA9-driven AML from distinct cells of origin is highly similar, consistent with previous reports^4^.

### HSC-derived AMLs have distinct gene expression signature

To interrogate global gene expression signatures, we performed RNA sequencing (RNA-seq) on *in vivo*-derived bulk leukaemias, as well as non-transformed haematopoietic stem and progenitor cells including LT-HSC, ST-HSC, MPP, CMP, GMP and MEP (megakaryocyte–erythrocyte progenitors). Principal component analysis (PCA) determined that the top three PCs together accounted for ∼80% of the biological variation between samples (Supplementary Fig. 2A). PCA plots revealed that STHSC:MA9 exhibited a unique molecular signature compared with MPP:MA9, CMP:MA9 and GMP:MA9 (Fig. 3a, Supplementary Fig. 2b). *Evi1*, a previously reported proto-oncogene predicting poor prognosis in human AML^4^,^15^,^16^, was significantly higher in MPP:MA9 compared with CMP:MA9 and GMP:MA9 (Supplementary Fig. 2c).

Focusing on differences between leukaemias based on cell of origin, we identified 133 genes that were differentially expressed between at least two leukaemia subtypes with foldchange >2 and false discovery rate (FDR)<0.05 (Fig. 3b, Supplementary Data 1). Differentially expressed genes clustered into five groups based on their expression patterns across samples. GO analysis of Cluster I (up in STHSC:MA9) revealed greatest enrichment of ‘regulation of epithelial cell migration' (*P*=7.19e^−6^, FDR=9.66e^−2^), angiogenesis and vasculature development terms, suggesting STHSC:MA9 may have a greater ability to establish extramedullary disease^17^. Clusters II and IV (down in STHSC:MA9) were enriched for ‘regulation of small GTPase mediated signal transduction' (*P*=5.93e^−5^, FDR=1.99e^−1^) and ‘antigen processing and presentation of peptide antigen via MHC class II' (*P*=2.90e^−8^, FDR=1.95e^−4^), respectively. These data suggest MPP:MA9, with increased expression of Cluster II, have greater activation of small GTPase signalling and may be sensitive to targeting of these pathways^18^. STHSC:MA9, with the lower expression of Cluster IV, may have greater ability to escape from immune recognition^19^, contributing to their aggressive phenotype. Cluster III (up in CMP:MA9 and GMP:MA9) mainly included predicted *lncRNA* genes, and Cluster V (up in MPP:MA9 and CMP:MA9) included genes associated with negative regulation of cell death. To evaluate whether these gene signatures were retained from normal cell of origin or were a consequence of transformation, we compared the expression of these genes in normal ST-HSC, MPP, CMP and GMP (Supplementary Fig. 2d). Cluster I was not highly expressed in normal ST-HSC, but was highly expressed in normal GMP, consistent with the previously characterized gene expression signature common between normal GMP and LSCs^20^. Clusters II and IV were lowly expressed in normal ST-HSC versus normal MPP, CMP and GMP. Clusters III and V were lowly expressed across all normal cell types. Together, these data demonstrate that transcriptional differences in tumours derived from distinct cells of origin can be either transformation-dependent (Clusters I, III and V) or reflect the maturation stage of the cell of origin (Clusters II, IV). Overall, the greatest differences in expression between leukaemias based on cell of origin were found between STHSC:MA9 and MPP:MA9. These data identify a transcriptional signature that may be used to distinguish ST-HSC-derived from progenitor-derived leukaemias.

To evaluate clinical relevance of this signature, we converted each gene to human gene ID and computed prognostic significance of expression level in 200 *de novo* AML patients spanning the major morphologic and cytogenetic subtypes of AML^21^. We observed a statistically significant enrichment of prognostic genes (19% in signature versus 10% in overall, two-sample test for equality of proportions with continuity correction; *P*=0.00018). For example, *Cbfa2t3* was identified as downregulated in STHSC:MA9 versus progenitor-derived tumours (Fig. 3b), and in human AML, low expression of *CBFA2T3* was associated with poor prognosis (Fig. 3c). Kaplan–Meier survival curves and relationship of prognostic genes to cytogenetic risk category are shown in Supplementary Fig. 3.

Our transcriptional profiling data revealed a limitation in robustly distinguishing and segregating progenitor-derived leukaemias. At the foldchange >2 and FDR<0.05 threshold, no differentially expressed genes were observed between MPP:MA9 and CMP:MA9, and only one gene between CMP:MA9 and GMP:MA9 (Supplementary Data 1). On the basis of our *in vitro* and *in vivo* functional assays, there are significantly different potency and penetrance of leukaemias derived from MPP, CMP and GMP, and thus a reliable strategy to identify distinct biomarkers of these leukaemias would be predicted to have impactful prognostic utility.

### Recurrent mutations not associated with cell of origin

A potential driver of differential AML aggressiveness based on cell of origin, and biomarker of cell of origin, is the acquisition of distinct cooperating mutations. Using RNA-seq data, single-nucleotide variants and small insertions and deletions were identified using FreeBayes, a Bayesian genetic variant detector^22^. Variants detected using this method were filtered based on read depth and mapping quality to reduce false positive rate^23^. Germline single-nucleotide polymorphisms (SNPs) identified in C57BL/6 mice using the Sanger Institute SNP resource^24^ and SNPs identified in any of our matched normal cell RNA-seq data were removed. With respect to somatic mutational burden, only MPP:MA9 were found to consistently contain coding mutations (average three mutations per tumour), and these were not found to be recurrent across multiple biological replicates (Fig. 3d, Supplementary Table 5). These findings are consistent with data from The Cancer Genome Atlas (TCGA) showing that *MLL* fusion-driven AML requires fewer cooperating mutations (on average two mutations per tumour) than other AML-initiating events (on average five mutations per tumour)^21^. Overall, these data suggest that there are no recurrent patterns of MA9-cooperating mutations from distinct cells of origin that would account for the observed differential tumour aggressiveness in our model.

### Global chromatin remodelling during MA9 transformation

Recent studies have demonstrated that chromatin landscape reflects both cellular developmental origin as well as its future potential^25^,^26^. To profile chromatin landscape, we performed the assay for transposase-accessible chromatin (ATAC-seq)^27^ on *in vivo*-derived bulk leukaemias from each cell of origin, and compared this with published ATAC-seq data on normal cell types including LSK (Lin^−^ Sca-1^+^ c-Kit^+^, includes ST-HSC and MPP), CMP and GMP by Lara-Astiaso *et al.*^25^ We found that ATAC-seq peaks are most abundant in intergenic and intronic regions, followed by promoter regions (Fig. 4a), suggesting that ATAC-seq offers distinct regulatory information than what can be gained from transcriptional signatures alone. 

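The ATAC-seq peaks of 8 bulk leukaemias were analysed, with n=2 for each of STHSC:MA9, MPP:MA9, CMP:MA9 and GMP:MA9, and each sample came from 50000 sorted GFP-positive leukaemia cells of an individual mouse. MA9 is the MLL-AF9 fusion, and each name gives the cell that was transduced: short-term haematopoietic stem cells, multipotent progenitors, common myeloid progenitors or granulocyte macrophage progenitors. ATAC-seq uses a transposase that inserts sequencing adapters into accessible DNA. The sample labels give bone marrow as the tissue, whereas the paper gives spleen and/or bone marrow. The authors aligned the reads to the mouse mm9 assembly with bowtie2, kept uniquely mapped reads without duplicates, and called broad peaks with MACS2 in each sample separately, with reads placed around the transposase cut site. The deposited values for each peak are its position, its pileup, its fold enrichment over the background of the same sample, and the −log10 p and q values of the enrichment. Read counts over shared regions are not among these values, so a region without a called peak was given the value 0, which means below the peak threshold and not an absence of reads.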

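The number of reads was estimated from the background pileup that MACS2 expected in each sample. It was 28.4 and 39.8 M reads in STHSC:MA9, 42.0 and 33.0 M in MPP:MA9, 34.6 and 39.8 M in CMP:MA9, and 39.2 and 48.7 M in GMP:MA9 (replicates 1 and 2). The paper's stated depth is between 30 and 50 M reads sequenced and between 20 and 30 M uniquely aligned singleton reads per library; the values below use the estimates. STHSC:MA9 had 49320 and 70023 ATAC-seq peaks, MPP:MA9 had 67492 and 63824, CMP:MA9 had 57188 and 55086, and GMP:MA9 had 90952 and 58375. The share of the estimated reads that lay in peaks ranged from 13.2% in GMP:MA9 replicate 2 to 36.3% in GMP:MA9 replicate 1, with a median of 17.7%. The peak score used below is 10 times the −log10 q value; this scale is an assumption, as the paper names HOMER peak scores. Peaks of both replicates that shared at least 1 bp were intersected to give the consensus peaks of each leukaemia, which numbered 45148 in STHSC:MA9, 48884 in MPP:MA9, 46127 in CMP:MA9 and 48189 in GMP:MA9.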

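Each consensus peak was assigned by its centre to a feature of the GENCODE annotation of mm9, with promoters running from 1 kb upstream to 100 bp downstream of a start site. Intronic peaks numbered 17067 ± 767 per leukaemia (mean ± SD, n=4 leukaemias), intergenic peaks 16746 ± 853, promoter peaks 10159 ± 74.2 and exonic peaks 3115 ± 112. As shares of the peaks these were 36.2 ± 0.426% intronic, 35.5 ± 0.514% intergenic, 21.6 ± 0.684% promoter and 6.62 ± 0.151% exonic. The intronic share was the larger of the first pair in STHSC:MA9, MPP:MA9 and CMP:MA9, and the intergenic share was the larger in GMP:MA9, at 36.0% against 35.9%. Both shares exceeded the promoter share by more than the spread between leukaemias. Of random positions in the genome, 59.1% were intergenic, 35.8% intronic and 2.37% in promoters. The promoter and intronic shares moved most with the promoter definition: with promoters reaching 2 kb to either side of a start site, the promoter share was 32.8%, above the intronic share of 30.4% and below the intergenic share of 34.1%. The intergenic share moved most with stricter peaks, to 31.6%.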

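Peaks of the 8 bulk leukaemias were merged into 123343 regions, of which 32634 held a peak in all 8 samples and 42986 in 1 sample only. Pearson's r of the peak scores across these regions was computed for each of the 28 pairs of samples; regions are not independent replicates, so the samples were permuted. The values ranged from 0.785, between the replicates of GMP:MA9, to 0.935, between the replicates of CMP:MA9. Replicates of STHSC:MA9 had r=0.919 and those of MPP:MA9 r=0.892. The mean r was 0.883 for the 4 pairs of replicates and 0.892 for the 24 pairs of samples from different leukaemias, a difference of -0.00961 against an SD of 0.0676 between the 4 replicate pairs. In an exact permutation test over every way of pairing the 8 samples, replicates were not more alike than other pairs (one-sided p=0.819; the smallest p the design allows is 0.00952). The difference moved most when GMP:MA9 replicate 2 was left out, to 0.0284, above 0; among other measures and peak sets it moved most with log2(score + 1) in place of the score, to -0.0192 (one-sided p=0.895 in the same exact permutation test). Replicate numbers were taken from the sample labels as a pairing of samples across leukaemias, since the paper describes replicate experiments. Restricting the exact permutation test to the 24 pairings that join a replicate 1 with a replicate 2, that is with the replicate number as a block, gave p=0.833, where the smallest p is 0.0417. Samples with the same number did not deviate together: the mean correlation of their deviations from the leukaemia means was -0.0742, and it was positive in 2 of 6 pairs of leukaemias. Normal LSK, CMP and GMP cells were not analysed here.

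**Figure D1:**
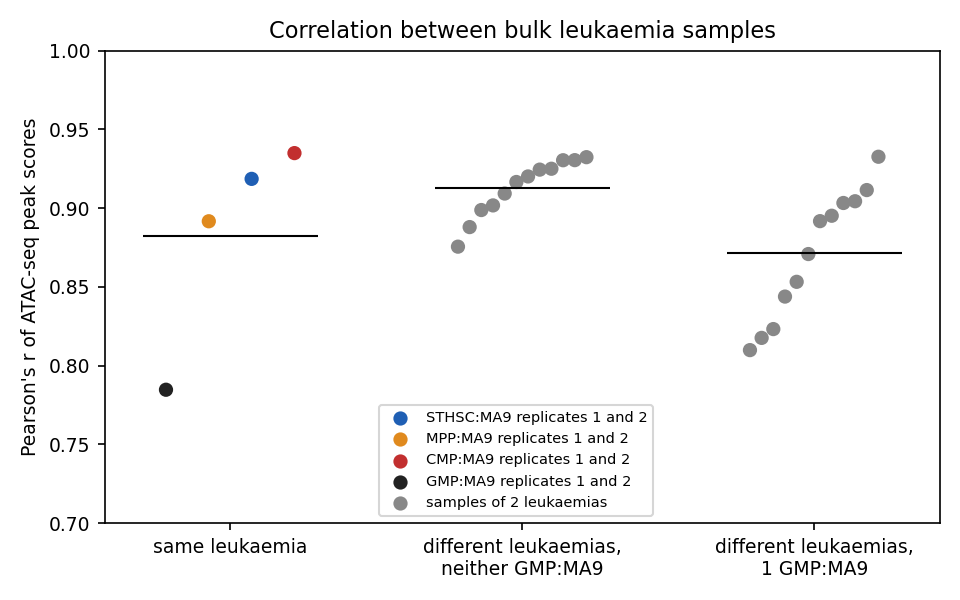
Pearson's r of ATAC-seq peak scores (vertical axis, no unit, starting at 0.7) for the 28 pairs of bulk leukaemia samples, grouped as replicates of the same leukaemia, samples of different leukaemias without GMP:MA9, and samples of different leukaemias of which 1 is GMP:MA9; each point is a pair and each line is the mean of its group. The replicates of GMP:MA9 lie lowest at 0.785 and the replicates of CMP:MA9 highest at 0.935.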

Pearson's correlation values between ATAC-seq samples revealed an overall open chromatin landscape similarity between leukaemia cells regardless of their cell of origin, when compared with their normal cellular counterparts, supporting global changes in chromatin remodelling during MA9 transformation (Fig. 4b). 

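The consensus peaks of the 4 leukaemias were merged into 63270 regions, and each leukaemia was given the mean peak score of its replicates, or 0 where it had no consensus peak. Pearson's r with STHSC:MA9 was 0.931 for MPP:MA9, 0.920 for CMP:MA9 and 0.912 for GMP:MA9. MPP:MA9 with CMP:MA9 had r=0.914, MPP:MA9 with GMP:MA9 r=0.901 and CMP:MA9 with GMP:MA9 r=0.896, the lowest of the 6 values. The 4 pairs of single samples behind each value had an SD of 0.0175 for STHSC:MA9 with MPP:MA9, 0.00642 with CMP:MA9 and 0.0526 with GMP:MA9. The value for GMP:MA9 was thus below the others by less than its own SD, which is the largest of the 3; the value for CMP:MA9 was below that for MPP:MA9 by more than the SD for CMP:MA9 and by less than the SD for MPP:MA9. These SDs are between single samples, whereas the values of r are between means of replicates. With fold enrichment in place of the peak score, r was 0.648 for MPP:MA9, 0.653 for CMP:MA9 and 0.590 for GMP:MA9, so that CMP:MA9 came first. The order MPP:MA9, CMP:MA9, GMP:MA9 was kept in 8 of 17 alternative settings, and GMP:MA9 came last in 11 of them.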

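At the level of single samples, the mean r of the GMP:MA9 samples with those of the other leukaemias was 0.871 (SD 0.0410). Of the 28 choices of 2 samples, this mean was not lower than chance choices gave by an exact permutation test (one-sided p=0.143; the smallest p is 0.0357), and the design with the replicate number as a block, over the 16 choices of a replicate 1 and a replicate 2, cannot reach 0.05 (exact permutation test, p=0.125; the smallest p is 0.0625). GMP:MA9 replicate 1 had a mean r of 0.836 with the samples of the other leukaemias, and GMP:MA9 replicate 2 had 0.906. Over the same kind of pairs, with GMP:MA9 samples left out, the means of the other samples ran from 0.891 to 0.930, and 5 of the 6 were above that of GMP:MA9 replicate 2.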

Within the leukaemias derived from distinct cells of origin, STHSC:MA9 and MPP:MA9 were most similar (*r*=0.914), followed by CMP:MA9 (*r*=0.906), with GMP:MA9 being the most distinct (*r*=0.862), consistent with both the hierarchical relationship between the cells of origin and the rates of *in vivo* leukaemia development. To determine whether open chromatin landscape would be more distinct in LSCs derived from each cell of origin, we performed ATAC-seq analysis on purified cells with the LSC phenotype (L-GMP). Pearson's correlation analysis revealed an overall open chromatin landscape similarity between LSCs regardless of their cell of origin (Supplementary Fig. 4). Furthermore, STHSC:MA9 and MPP:MA9 LSCs were most similar (*r*=0.946), followed by CMP:MA9 LSCs (*r*=0.919), with GMP:MA9 LSCs being the most distinct (*r*=0.884), a pattern recapitulating the relationship observed at the bulk tumour level. As larger differences were observed based on cell of origin at the bulk tumour level, and bulk tumour sampling has greater translational potential, we focused further characterization on differences in open chromatin regions at the bulk tumour level.

Significant chromatin remodelling was found to occur during the process of transformation, independent of cell of origin, demonstrated by a comparison of open chromatin regions between bulk leukaemia cells with normal LSK, CMP and GMP (Supplementary Fig. 5a). Overlapping peaks identified between normal and bulk leukaemia cells were found to have a similar range of peak scores compared with unique peaks (Supplementary Fig. 5b), supporting that this relationship is not due to differential sequencing depth. A number of open chromatin regions were specifically retained from cell of origin; present in STHSC:MA9 and LSK only (2,745), MPP:MA9 and LSK only (3,221), CMP:MA9 and CMP only (4,566) and GMP:MA9 and GMP only (904) (Supplementary Fig. 5A). Interestingly, we observed that GMP:MA9 gained 13,592 peaks corresponding to less-differentiated cells of origin (LSK and CMP), while the CMP:MA9 tumours gained 3,210 peaks corresponding to normal LSK. With respect to peaks gained corresponding to more highly differentiated cells of origin, STHSC:MA9 gained 8,339 peaks, MPP:MA9 gained 8,753 peaks and CMP:MA9 gained 787 peaks. These results suggest that global chromatin alterations occur during MA9-induced transformation, including gain, loss and retention of open chromatin regions.

Distinct open chromatin loci were identified between normal and tumour cells. 

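Around Mina (chromosome 16, 59471601 to 59492287 in mm9, plus strand) and Crybg3 (chromosome 16, 59490601 to 59555578, minus strand), the regions with a peak in all 8 bulk leukaemias were placed by position, since the paper's text gives no coordinates for Regions I to IV. A region from 59458938 to 59460845, 11.7 kb upstream of the Mina start site, had a mean peak score of 65.3 ± 47.7 (SD, n=8). The region at the Mina promoter, from 59470837 to 59472177, had 259 ± 52.1. Within Mina, an intronic region from 59474674 to 59474935 held a peak in 1 sample only, GMP:MA9 replicate 1, with a score of 142. Downstream of Mina and within Crybg3, an intronic region from 59516893 to 59517951 had 61.9 ± 72.7 and an exonic region from 59521687 to 59522328 had 76.3 ± 102, both with their highest score in GMP:MA9 replicate 1. Upstream of Crybg3, the region from 59558921 to 59560416, 4.09 kb from the start site, had 205 ± 69.9, and the region from 59583270 to 59583881, 28.0 kb from the start site, had 416 ± 130.2. The lowest score in the latter region was 287 and the highest 630.0. The normal cells with which the leukaemias are compared were not analysed here, so no loss or gain was computed.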

Both loss of open chromatin upstream of the transcriptional start site (Region I), within an intron (Region II) and downstream of the coding sequence (Region III) of the gene *Mina* on chromosome 16, and gain of open chromatin upstream of the neighbouring gene *Crybg3* (Region IV) were observed (Fig. 4c). Examination of chromatin immunoprecipitation sequencing (ChIP-seq) data for the enhancer-relevant histone modifications H3K4me1 (marking poised and active enhancers) and H3K27ac (marking active enhancers) in normal mouse bone marrow cells^28^ and H3K27ac in a MA9/Nras^G12D^ murine AML cell line (RN2)^29^ revealed that these regions represent putative poised and active enhancer elements. Regions II and III are active enhancers in both normal bone marrow and RN2 cells; however, examination of ATAC-seq signal intensity reveals greater degree of open chromatin in normal cells versus our MA9-transformed cells, consistent with down-regulation of *Mina* in tumour cells. In contrast, Region IV represents a potential poised enhancer in normal bone marrow and active enhancer in RN2 cells, consistent with the upregulation of *Crybg3* in our MA9-transformed cells. While little is known of the function or role for *Crybg3* and *Mina* in development of AML, downregulation of *Mina* and upregulation of *Crybg3* are consistent with a previous dataset examining gene expression alterations on MA9-induced transformation of GMP cells^30^. Our data identify putative enhancer regions for regulation of these and many other transcripts in bulk AML cells that could not have been captured with transcriptome analysis alone, offering new targets for therapeutic manipulation of gene expression levels.

In our analysis of the regulatory elements surrounding *Mina*, we observed a correlation between the degree of open chromatin and the transcript level. To determine whether this relationship applied genome wide, we focused on promoter regions with an ATAC-seq peak and compared the relationship between the level of chromatin accessibility at the promoter and the gene expression of that transcript. Our results demonstrate that, within a given tumour, promoter regions with the lowest chromatin accessibility level (bottom 10 and 25% of ATAC-seq peaks in terms of read counts) correspond to the progressively lowest fraction of transcripts with respect to expression level (Supplementary Fig. 6). On the other hand, promoter regions with the highest chromatin accessibility level (top 10 and 25% of ATAC-seq peaks) correspond to the most highly expressed transcripts; however, we did not observe a difference in the expression comparing the top 10% versus top 25%, suggesting an upper limit of chromatin accessibility whereby additional increases in accessibility no longer relate to increased gene expression. Altogether, these data confirm the expected overall correlations between open chromatin and gene expression patterns, but also demonstrates the qualitative differences in the information captured by these two complementary assays.

### Chromatin landscape identifies leukaemia cell of origin

We hypothesized that unique open chromatin regions in bulk leukaemia cells may be reflective of the cell of origin, either retained during the process of transformation or uniquely gained during the process of transformation associated with differential tumour aggressiveness. Although the greatest numbers of ATAC-seq peaks were found to be common to all leukaemias, we captured many cell of origin–specific peaks (Fig. 5a). 

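The consensus peaks of the 4 leukaemias, each the intersection of n=2 replicates, were merged into 63270 regions. Of these, 32781 regions (51.8%) held a consensus peak in all 4 leukaemias. Regions held by a single leukaemia numbered 2231 in STHSC:MA9, 3956 in MPP:MA9, 2677 in CMP:MA9 and 4773 in GMP:MA9, together 13637 regions (21.6%). The median peak score of these specific regions was 38.0 in STHSC:MA9, 33.5 in MPP:MA9, 37.1 in CMP:MA9 and 42.7 in GMP:MA9, against 127, 106, 106 and 141 for the common regions. A region counts as specific here when no other leukaemia has a peak in both of its replicates. Of the specific regions, 93.5% in STHSC:MA9, 92.6% in MPP:MA9, 96.0% in CMP:MA9 and 82.0% in GMP:MA9 had a peak in at least 1 sample of another leukaemia. Those without a peak in any of the other 6 samples numbered 146, 293, 107 and 858. In the other direction, the union of replicates gave 24519 specific regions in GMP:MA9, and leaving out GMP:MA9 replicate 2, where a single sample has no intersection, gave 36340.0. With an equal number of peaks per sample the order changed, with 3763 in CMP:MA9, 2450.0 in STHSC:MA9, 2178 in MPP:MA9 and 1753 in GMP:MA9. Merging the peaks of all 8 samples instead, 1241 regions were called in both replicates of a leukaemia and in no other sample: 130 in STHSC:MA9, 255 in MPP:MA9, 95 in CMP:MA9 and 761 in GMP:MA9. Of all the ways of pairing the 8 samples, 76 gave a sum at least as large (exact permutation test, one-sided p=0.724), with a median of 1655 and a range of 689 to 2991. With the replicate number as a block, the exact permutation test gave p=0.792.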

The majority of these unique regions were annotated as intergenic or intronic, suggesting that these represent regulatory regions, putative enhancers, of the genome (Supplementary Fig. 7a). 

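Of the specific regions, 46.2 ± 0.680% were intronic (mean ± SD, n=4 leukaemias), 43.0 ± 1.25% intergenic, 5.78 ± 0.752% in promoters and 5.09 ± 0.892% exonic. The regions common to the 4 leukaemias were 33.4% intronic, 32.1% intergenic, 26.8% promoter and 7.70% exonic. The promoter share thus differed between specific and common regions by far more than the spread between leukaemias.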

To eliminate potential biases due to open chromatin coverage, differential analysis of ATAC-seq peaks between leukaemias based on cell of origin was performed after normalization for read depth within the peak regions. This analysis revealed 182 high-confidence differential peaks (Supplementary Data 2; foldchange=2.1±0.059, *P*=4.01 × 10^−5^±3.36x10^−6^, FDR=0.042±0.002). 

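The 182 peaks listed in Supplementary Data 2 comprise 10 for STHSC:MA9, 21 for MPP:MA9, 14 for CMP:MA9 and 137 for GMP:MA9, each against the other 3 leukaemias. Of the listed folds, 141 are positive and 41 negative, and their mean size is 2.10 with an SEM of 0.0592 on a log2 scale. All 182 listed peaks have the exact coordinates of regions obtained by merging the peaks of the 8 samples. The mean peak score had the listed direction at 182 of 182 loci. The loci were selected from the same libraries, so this is no independent test. The count fell to 154 without GMP:MA9 replicate 1, 158 with stricter peaks and 168 with an equal number of peaks. In the other settings it was 181 or 182. At 62 loci a peak was called in both replicates of the named leukaemia and in no other sample: 4 in STHSC:MA9, 12 in MPP:MA9, 3 in CMP:MA9 and 43 in GMP:MA9. Among the 141 loci with a positive fold, both replicates of the named leukaemia had a peak at 114 and only 1 replicate at 27. At 85 of these loci, both replicates of the named leukaemia scored above all other samples.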

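The authors tested reads within peaks, which the peak tables analysed here do not hold, so the fold enrichment of called peaks was tested with limma as log2(fold enrichment + 1), after scaling to the median of the regions called in all 8 samples. Over the 80357 regions called in at least 2 samples, at a false discovery rate of 0.1 (Benjamini-Hochberg, two-sided), STHSC:MA9 had 0 higher and 26 lower regions, MPP:MA9 0 and 23, CMP:MA9 3 and 366, and GMP:MA9 763 and 24. At an unadjusted p under 0.05 the regions numbered 2925 for STHSC:MA9, 2495 for MPP:MA9, 4446 for CMP:MA9 and 3721 for GMP:MA9. Of the 763 higher regions of GMP:MA9, 761 were those called in both of its replicates and in no other sample, so the calls follow the presence of a peak and the value 0 given to uncalled regions. The regions passing included 45 of the listed loci, 43 of them for GMP:MA9 and 2 for CMP:MA9. With the replicate number as a block, the regions passing numbered 0 for STHSC:MA9, 0 for MPP:MA9, 279 for CMP:MA9 and 780 for GMP:MA9; at an unadjusted p under 0.05 there were 2747, 2228, 4116 and 3564. The largest move of a count came with quantile normalization and with the use of all regions. Under each, GMP:MA9 had 0 regions passing, with 4435 and 3580 at an unadjusted p under 0.05. The split into higher and lower regions also changed with the setting. With an equal number of peaks, MPP:MA9 had 222 higher and 79 lower regions and CMP:MA9 had 340 and 156. STHSC:MA9 then had 0 and 60, and GMP:MA9 213 and 168. With quantile normalization, all regions, no scaling, the peak score or the replicate block, STHSC:MA9 and MPP:MA9 kept 0 higher regions.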

Profiling open chromatin in LSCs isolated from each of these leukaemias revealed an additional 1,420 high-confidence differential peaks based on cell of origin (Supplementary Data 3; foldchange=2.4±0.024, *P*=1.73 × 10^−4^±4.76 × 10^−6^, FDR=0.022±0.0004). Overlapping and distinct regions identified in bulk tumours versus LSCs are shown in Supplementary Fig. 7b,c). The relatively low number of overlapping regions suggests that distinct open chromatin regions may be lost and gained as cells progress from LSCs to bulk tumour cells. However, as bulk tumour sampling has greater translational potential and comparable molecular data sets from human AML are profiled at the bulk tumour level, we focused further characterization on open chromatin regions at the bulk tumour level.

To determine whether the 182 high-confidence differential peaks identified in bulk tumours represent enhancer elements, we examined H3K4me1 and/or H3K27ac ChIP-seq data from normal mouse bone marrow cells^28^, normal haematopoietic stem and progenitor cells^25^, and a MA9/Nras^G12D^ murine AML cell line (RN2)^29^. In total, we observed that 107 of these 182 peaks represent putative poised and/or active enhancers (Supplementary Data 2). As the RN2 cell line data includes an Nras^G12D^ mutation in addition to MA9, this comparison may not estimate the complete proportion of enhancers in our leukaemias. 

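The loci were taken from Supplementary Data 2 as the listed locus of the named leukaemia nearest to the gene, in mm9 coordinates, and values are peak scores of replicates 1 and 2. For Alcam (chromosome 16), 3 listed loci lie within 2 Mb and the paper's text does not tell which is shown. The distance printed in Fig. 5b is nearest to that of candidate C below, without equalling it. Candidate A (53728705 to 53730353, intergenic, 1.27 Mb from the start site) scored 43.9 and 56.6 in STHSC:MA9, and candidate B (54041885 to 54042626, intergenic, 1.59 Mb) scored 69.5 and 233; neither had a peak in another leukaemia. Candidate C (54108636 to 54109131, intergenic, 1.65 Mb) scored 88.4 and 157 in STHSC:MA9, and had a peak in 6 samples in all. Hoxa5 (chromosome 6, 52153769 to 52154783, exonic) scored 133 and 131 in STHSC:MA9. Lrrc4c (chromosome 2, 96580576 to 96581297, intronic) scored 76.3 and 38.2 in MPP:MA9, and Armc1 (chromosome 3, 18523852 to 18525711, intergenic, 0.537 Mb from the start site) scored 85.8 and 38.4. Fig. 5b prints a larger distance for Armc1, so the locus shown there may be another. Suv39h2 (chromosome 2, 3404537 to 3405087, intergenic, 12.2 kb from the start site) scored 176 and 39.2 in CMP:MA9, and Rac2 (chromosome 15, 78385250 to 78386221, 17.0 kb from the Rac2 start site and in the promoter of another transcript) scored 34.6 and 14.3. None of the loci of Hoxa5, Lrrc4c, Armc1, Suv39h2 and Rac2 had a peak in a sample of another leukaemia. Bambi (chromosome 18, 3480874 to 3482230, intergenic, 25.7 kb from the start site) scored 225 and 82.1 in GMP:MA9. A peak was called there in all 8 samples, with 58.1 ± 21.7 (SD, n=6) in the other leukaemias. Of these, STHSC:MA9 replicate 2 scored 101, above GMP:MA9 replicate 2, so only GMP:MA9 replicate 1 lay above all samples of the other leukaemias. Tap2 (chromosome 17, 34347376 to 34348090, intronic) scored 301 in GMP:MA9 replicate 1 and had no called peak in replicate 2.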

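In the limma test of log2(fold enrichment + 1), none of the loci of Fig. 5b passed a false discovery rate of 0.1. The loci of Hoxa5, Lrrc4c and Armc1 had a peak in both own replicates and in no other sample. Such regions numbered 130 in STHSC:MA9 and 255 in MPP:MA9, and the test passed none of them as higher. The result therefore does not count against these loci. The log2 difference was 2.47 for Hoxa5 (SE 0.48, adjusted p=0.316), 2.28 for Lrrc4c (SE 0.42, adjusted p=0.125), 2.56 for Suv39h2 (SE 0.50, adjusted p=0.108) and 0.17 for Bambi (SE 0.090, adjusted p=0.901). With the replicate number as a block, the adjusted p was 0.641 for Hoxa5, 0.275 for Lrrc4c, 0.227 for Suv39h2 and 0.916 for Bambi in the limma test. Restricting the limma test to regions called in both replicates of at least 1 leukaemia lowered the adjusted p to 0.0499 for Hoxa5, 0.00492 for Lrrc4c and 0.0265 for Suv39h2. This filter uses the leukaemia labels and drops regions shared only by samples of different leukaemias. Its higher regions, 130 for STHSC:MA9 and 255 for MPP:MA9, equal the regions called in both replicates and in no other sample. The lower adjusted p under this filter is therefore built in and is no evidence for these loci. Of the settings that leave the labels out of the filter, a pseudocount of 0.1 passed Lrrc4c and Armc1 (adjusted p=0.0531 each from limma). It also passed Suv39h2 and Rac2 (0.0508 each). An equal number of peaks passed Lrrc4c and Armc1 (0.0624 each) and Suv39h2 (0.0238). Leaving out GMP:MA9 replicate 1 passed Lrrc4c and Armc1 (0.0545 each). Hoxa5, the Alcam candidates, Bambi and Tap2 passed in no such setting. The locus with the largest positive listed fold for GMP:MA9 (chromosome 12, 19293845 to 19295047, intergenic) scored 227 and 153 in GMP:MA9 and had no peak elsewhere. Its log2 difference was 2.71 (SE 0.42, adjusted p=0.0176 from limma, and 0.0427 with the replicate number as a block). It did not pass with quantile normalization (adjusted p=0.209 from limma) or over all regions (0.306), and it passed in the other settings. The locus with the largest positive listed fold for MPP:MA9 (chromosome 17, 90638235 to 90638646, intronic) scored 151 and 113 in MPP:MA9 and 31.4 in STHSC:MA9 replicate 2. It did not pass, with a log2 difference of 2.34 (SE 0.76, adjusted p=0.933 from limma, and 0.947 with the replicate number as a block). Among the settings it passed only with an equal number of peaks (adjusted p=0.0624 from limma).

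**Figure D2:**
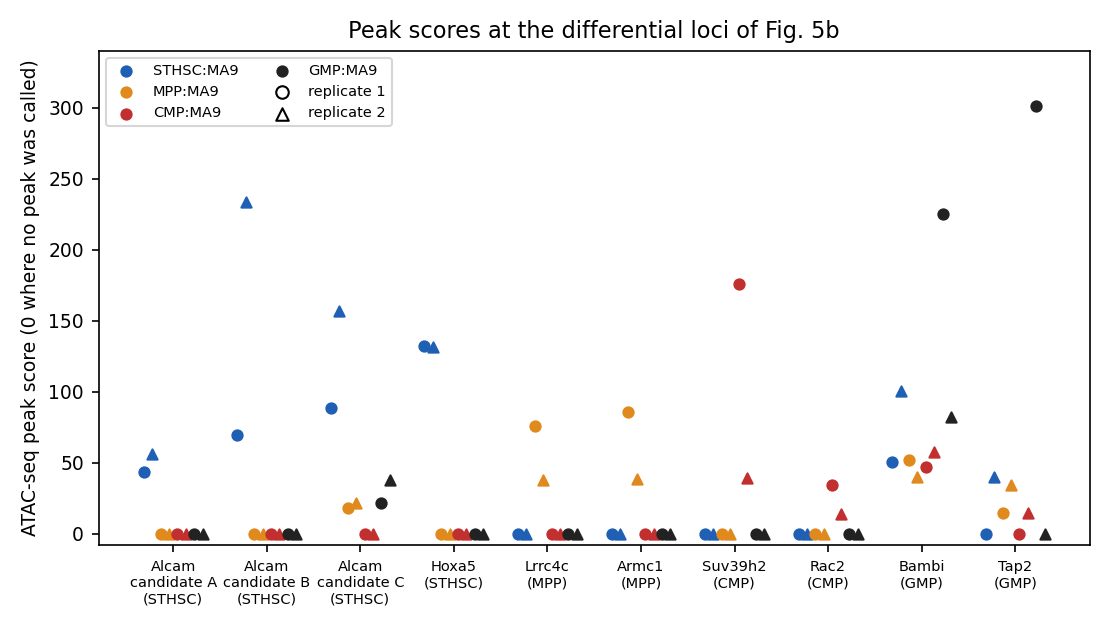
ATAC-seq peak scores (vertical axis, 10 times the −log10 q value, 0 where no peak was called) of the 8 bulk leukaemia samples at the loci of Fig. 5b, with the 3 candidates for Alcam; each point is a sample, coloured by leukaemia, with circles for replicate 1 and triangles for replicate 2. The Bambi locus has a peak in all 8 samples, and the Tap2 locus has its highest score, 301, in GMP:MA9 replicate 1 and no called peak in GMP:MA9 replicate 2.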

Selected examples of high-confidence differential peaks representing enhancer elements are presented with the nearest expressed gene, including *Alcam* and *Hoxa5* in STHSC:MA9, *Lrrc4c* and *Armc1* in MPP:MA9, *Suv39h2* and *Rac2* in CMP:MA9, and *Bambi* and *Tap2* in GMP:MA9 (Fig. 5b). Alterations in chromatin state in these regions were not observed to alter gene expression of the nearest coding genes (Supplementary Fig. 8a), indicating that they may be long-range *cis* enhancers^31^,^32^, or in some cases, poised regulatory elements. By comparing these regions with open chromatin regions defined by ATAC-seq of normal cells, we find that a proportion of these regions are retained from their corresponding normal cell types, including loci nearest *Alcam, Armc1, Suv39h2, Bambi* and *Tap2* (Supplementary Fig. 8b). On a global level, an average of 20.4±4.2% of tumour cell of origin–specific peaks are retained from the corresponding cell of origin (Fig. 5c). Altogether, these data demonstrate that profiling open chromatin regions of bulk tumour samples identifies unique biomarkers of leukaemia cell of origin, associated with differential leukaemia aggressiveness *in vivo*.

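In the 8 bulk leukaemias (n=2 for each cell of origin), 13637 of 63270 regions held a consensus peak in 1 leukaemia only, and 1241 regions were called in both replicates of a leukaemia and in no other sample. Among the 28 choices of 2 of the 8 samples, the GMP:MA9 replicates ranked 5 by the number of such exclusive regions, and the MPP:MA9, STHSC:MA9 and CMP:MA9 replicates ranked 12, 16 and 24. The choices ranked above the GMP:MA9 replicates all held GMP:MA9 replicate 1, which had the most peaks, and the ranks were not corrected for peak number. With an equal number of peaks per sample, the exact permutation test of the summed exclusive regions gave one-sided p=0.781. The number of differential regions in the limma test was reached or exceeded by 22 of the 28 choices for STHSC:MA9, 23 for MPP:MA9, 14 for CMP:MA9 and 7 for GMP:MA9, with the labelled choice included. With the choices restricted to a replicate 1 and a replicate 2 as a block, these were 14, 15, 9 and 5 of 16. At the loci of Supplementary Data 2, a peak was called in both replicates of the named leukaemia and in no other sample at 62 of 182. All 62 were among the 141 loci with a positive fold, as a negative fold marks fewer reads in the named leukaemia. Of the 141, both replicates of the named leukaemia had a peak at 114 and only 1 replicate at 27. These counts rest on called peaks and not on the reads within peaks that the authors tested. The paper counts the peaks found in a single leukaemia, runs a separate differential analysis to remove biases from coverage, and compares the loci with normal cells, which were not analysed here. From these data together, the paper concludes that open chromatin of the bulk leukaemia marks the cell of origin, and it links the marks to differences in aggressiveness.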

To determine the translational relevance of our identified loci, we lifted-over our 182 high-confidence differential peaks to the human genome (hg19) based on sequence similarity. 126 loci in hg19 were identified using this approach. Reflective of the poor sequence conservation of enhancer elements cross-species^33^, only 15 of these 126 regions were identified as enhancer elements examining the FANTOM5 database^34^,^35^ and H3K27ac ChIP-seq data from a MA9 human AML cell line (MOLM14)^36^ (Supplementary Data 2). As a comparable data set to examine our open chromatin regions (that is, genome-wide open chromatin profiling data from a large cohort of human AML patients) is currently not available, we instead utilized available DNA methylation array data from 200 *de novo* AML patients spanning the major morphologic and cytogenetic subtypes of AML^21^. It has been previously demonstrated that ∼20% of open chromatin regions genome wide show a significant inverse correlation with DNA methylation status^8^. Therefore, our rationale was that loci with low DNA methylation level in AML patient samples may correspond to our cell of origin–specific open chromatin regions. From our cell of origin–specific open chromatin peaks, examining a ±10-kb window from the centre of each peak identified overlap with 658 probes on the Infinium 450 K Human Methylation BeadChip array used in the TCGA *de novo* AML study. We found that the methylation status of 7 out of these 658 probes were significantly predictive of overall survival (Supplementary Fig. 9). For example, Chr7: 27182646-27183660 (hg19) was lifted-over from a mouse STHSC:MA9-specific open chromatin region in *Hoxa5*, where open chromatin is associated with poor outcome (Fig. 5b). 

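In the mouse, the listed STHSC:MA9 locus lies on chromosome 6 from 52153769 to 52154783 (mm9), across 1015 bp that overlap an exon and the start site of Hoxa5 (52151753 to 52154586, minus strand). Its peak scores were 133 and 131 in the STHSC:MA9 replicates (132 ± 0.901, SD, n=2), with fold enrichments over background of 5.09 and 4.56. No peak was called there in the other 6 samples, which shows only that any signal lay below the peak threshold. Human methylation data were not analysed here.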

In human TCGA data, low DNA methylation at Chr7: 27188364 is predictive of poor outcome in AML (Fig. 5d). Conversely, Chr6: 32801013-32801086 (hg19) was lifted-over from a mouse GMP:MA9-specific open chromatin region in *Tap2*, where open chromatin is associated with favourable outcome (Fig. 5b). 

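In the mouse, the listed GMP:MA9 locus lies on chromosome 17 from 34347376 to 34348090 (mm9), 715 bp within an intron of Tap2 (34340472 to 34353266, plus strand). The peak score was 301 in GMP:MA9 replicate 1, with a fold enrichment of 5.42, and no peak was called in GMP:MA9 replicate 2. Peaks were also called in STHSC:MA9 replicate 2 (score 39.8), in MPP:MA9 replicates 1 and 2 (15.0 and 34.7) and in CMP:MA9 replicate 2 (14.7). The mean over the GMP:MA9 replicates was 150.5 with an SD of 213, so the difference from the other 6 samples (17.4 ± 16.8, SD) was smaller than the spread between the GMP:MA9 replicates. On the scale of log2(fold enrichment + 1) the difference was 0.019 (SE 0.95, adjusted p=0.9996 from limma), and -0.39 with a pseudocount of 0.1 in place of 1. It was 0.96 with an equal number of peaks per sample, 0.45 with quantile normalization and 0.68 with the peak score as the measure, none of which passed a false discovery rate of 0.1 in limma.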

In human TCGA data, low DNA methylation at Chr6: 32808596 is predictive of favourable outcome in AML (Fig. 5d). Given that only 418 probes out of >485,000 had previously been determined to be significantly associated with overall survival in the TCGA *de novo* AML data set by Cox-regression analysis^37^, our results represent a significant enrichment of predictive probes proximal to our cell of origin-specific open chromatin regions (Pearson's *χ*^2^-test; *P*<0.0001). As enhancer elements are rapidly evolving elements of the genome, we emphasize that our strategy represents a proof of principle. We anticipate experimental interrogation of open chromatin in normal human stem and progenitor cell types as well as AML patient cohorts will identify precise regions with prognostic significance based on cell of origin.

## Discussion

We have found that tumour cell of origin in MA9-driven AML significantly impacts the *in vivo* penetrance and rate of AML development, with a spectrum from HSC-derived AMLs being the most aggressive to the most differentiated progenitor cell-derived AMLs being the least aggressive. This difference in prognosis was associated with modest differences in transcriptional signatures of bulk tumours, where gene expression differences mainly distinguished stem cell-derived from progenitor cell-derived leukaemias. We hypothesized that profiling the chromatin state of regulatory regions of the genome would allow capture of regulatory elements conserved or uniquely gained during the transformation process from distinct cells of origin, reflecting transcriptional potential. Our data demonstrate that open chromatin profiling can be used as a reliable determinant of tumour cell of origin, uniquely and precisely distinguishing each cell of origin tested. This work represents a proof-of-principle to be applied to normal and transformed primary human cell types, and defines a precision medicine strategy to refine AML prognosis from bulk, circulating tumour (non-stem) cells based on the identity of the cell of origin. Furthermore, a recent report demonstrating that cell-free DNA isolated from circulating blood plasma can be used to footprint nucleosome occupancy^38^ suggesting that our proposed strategy may be more widely applicable to solid tumours using this noninvasive monitoring technique.

Work by Krivtsov *et al*.^4^ has demonstrated differential leukaemia aggressiveness initiated from HSC versus GMP, using the same MA9 model described here. Our work confirms and extends their observations, now providing data on experimentally transforming intermediate stages in the normal haematopoietic hierarchy, the MPP and CMP populations. By performing our study from staged cells of origin, our molecular signatures can be precisely and thoroughly compared with matched normal cells. Recent studies focusing on methods of identifying AML cell of origin have utilized gene expression and/or global DNA methylation data derived from the LSC subpopulation^4^,^39^,^40^. Here we also observe distinct regions of open chromatin in the LSC subpopulation that are also reflective of cell of origin, many of which are lost as these LSCs differentiate into bulk tumour cells. While pursuing these regions will have great value in furthering our understanding of LSC biology, and potentially drug resistance mechanisms, limitations in the translational context include the variability in cell surface marker expression on LSCs^41^, making it difficult to consistently sample this cell population across AML patients. Here by focusing on open chromatin regulation in bulk, circulating tumour samples, we have uncovered unique open chromatin signatures that correspond to particular cells of origin, demonstrating the utility of this strategy in determining tumour cell of origin. Moreover, this also enables us to uncover potential enhancers that may be manipulated to regulate transcriptional programs within leukaemias. Importantly, our work demonstrates that many putative enhancer elements (based on H3K4me1 and H3K27ac histone modification marks) do not alter expression of the nearest annotated transcripts, emphasizing that these may represent long-range *cis* enhancers and/or poised regulatory elements. Future work to model three-dimensional architecture within these tumour subtypes will be critical to identify the gene targets of our identified cell of origin-specific open chromatin regions. As previous work has demonstrated that AML cell of origin influences response of tumours to conventional chemotherapeutic agents^4^, we propose that open chromatin profiling may be used to predict therapeutic response in addition to disease aggressiveness.

Why are there differences in tumour aggressiveness when leukaemias are initiated from distinct cell types along a differentiation hierarchy? Gene expression profiling in our study as well as others offers some clues as to the underlying basis of differential tumour aggressiveness based on cell of origin. High expression of the oncogene *Evi1*, found in aggressive/poor prognosis AML in this study and others^4^,^12^,^13^, leads to hyperproliferation of bone marrow cells and downregulation of genes important for terminal differentiation^42^. Our gene expression data point to underlying differences in extravasation/migration, small GTPase signal transduction, and immune recognition of AML based on cell of origin. Furthermore, our data identify putative lncRNAs that may serve as novel targets for AML subtypes based on cell of origin. Altogether, this supports that multiple underlying mechanisms contribute to driving AML prognosis. Future studies mechanistically interrogating these candidate mechanisms for directed therapeutics toward AML groups, defined based on cell of origin are warranted.

Are these findings clinically relevant? Recent interrogation of human AML data from TCGA has demonstrated that cell of origin in human AML is variable^39^. Leukaemic transformation was predicted to predominantly occur at either the lymphoid-primed MPP (LMPP) or GMP stage, supporting a previous study demonstrating that human AML LSCs transcriptionally resemble LMPPs or GMPs^40^. LMPP-like LSCs were found to be the most immature^40^ and patients in this cluster are at high-cytogenetic risk^39^, while GMP-like LSCs are more mature^40^ and patients in this cluster are at low to intermediate cytogenetic risk^39^, consistent with our results demonstrating that MPP-derived AML is more aggressive *in vivo* than GMP-derived AML^40^. Interestingly, the Jung *et al*.^39^ study also identified a novel, small subset of AML patient samples that molecularly clustered with normal CMP, and a few samples clustering with normal HSC, MPP or MEP. This work suggests that a method to reliably interrogate cell of origin from bulk tumour samples, as we have identified here, will have clinical prognostic utility. The development of genome editing technology has now permitted generation of endogenous *MA9* through insertional mutagenesis in primary human haematopoietic stem and progenitor cells (HSPCs)^43^. Genome editing of prospectively isolated, normal human HSPC subpopulations will provide a valuable experimental platform to assess which chromatin loci may be retained or uniquely gained on transformation of distinct cells of origin. We propose that open chromatin profiling of bulk human AML samples, as well as normal human HSCs and progenitors, should be performed to identify the critical biomarkers with the greatest clinical relevance.

In conclusion, we have shown that open chromatin profiling reveals regulatory regions of the genome that could serve as biomarkers of tumour cell of origin, from bulk tumour sampling. Our studies provide proof of principle that the epigenetic state of the cell in which an oncogene is initially expressed contributes to the final epigenetic landscape of the tumour. Furthermore, this work defines putative enhancer regions in the mouse genome that may be manipulated to regulate gene expression within leukaemia cell subsets. Future work to identify clinically relevant enhancer regions in human AML patients based on this proof of principle will be needed to define a precision medicine strategy to determine tumour cell of origin, provide improved predictions of tumour prognosis and therapeutic response, and allow development of targeted therapies based on unique biology and heterogeneity within currently defined tumour types.

## Methods

### Experimental animals

All experiments utilized C57BL/6J female mice, between 6 and 12 weeks of age, from The Jackson Laboratory. The Jackson Laboratory's animal care and use committee (ACUC) approved all experiments.

### MA9 Retroviral Supernatant Production

Retroviral supernatant was generated as described^20^. Briefly, transient transfection of 10cm plates of HEK293T cells with 10 μg pMSCV-IRES-MLL-AF9-GFP^20^ and 10 μg π ecotropic packaging vector was performed using a Calcium Phosphate Transfection Kit (Invitrogen). After 24 h, media was replaced with fresh growth media. Retroviral supernatant was harvested 24 h later, filtered through a 0.45-μm polyvinylidene difluoride syringe filter, and utilized directly for transduction of primary cells.

### Primary cell isolation and retroviral infection

Single-cell suspensions of bone marrow were prepared by filtering crushed, pooled femurs, tibiae and iliac crests from each mouse. Bone marrow mononuclear cells were isolated by Ficoll-Paque (GE Healthcare) density centrifugation and lineage depletion was performed using the Biotin Mouse Lineage Panel (BD Biosciences), including antibodies against CD3ɛ, CD11b, B220, Gr-1 and Ter-119, with streptavidin M-280 dynabeads (Invitrogen). Lineage-depleted bone marrow cells were stained with a combination of fluorochrome-conjugated antibody clones from eBioscience or BD Biosciences: c-Kit (clone 2B8), Sca-1 (clone E13-161.7), CD150 (clone mShad150), CD34 (clone RAM34), FcγR (clone 2.462), mature lineage (Lin) marker mix (B220, CD11b, CD4, CD8, Ter-119, Gr-1) and the viability stain propidium iodide (PI). Stained cells were sorted using a FACSAria with Diva software (BD) based on the following surface marker profiles: LT-HSC (Lin^−^ Sca-1^+^ c-Kit^+^ CD150^+^ CD34^−/lo^), ST-HSC (Lin^−^ Sca-1^+^ c-Kit^+^ CD150^+^ CD34^+^), MPP (Lin^−^ Sca-1^+^ c-Kit^+^ CD150^−^ CD34^+^), CMP (Lin^−^ Sca-1^−^ c-Kit^+^ CD150^−^ CD34^+^ FcγR^lo^) and GMP (Lin^−^ Sca-1^−^ c-Kit^+^ CD150^−^ CD34^+^ FcγR^+^). Purity of sorted cells was found to be ≥95%. For transduction, cells were suspended in fresh retroviral supernatant supplemented with 10% fetal calf serum (Sigma), 100 ng ml^−1^ murine stem cell factor (mSCF), 10 ng ml^−1^ mIL-3, 10 ng ml^−1^ mIL-6 (Peprotech) and 4 μg ml^−1^ polybrene, spun at 2,500 r.p.m. for 1 h at 32 °C, then transferred to an incubator at 37 °C and 5% CO_2_. Cells were collected after 24 h and resuspended in fresh retroviral supernatant for a second spinfection, as above. 24 h after second spinfection, GFP^+^ cells were sorted by FACSAria and plated into *in vitro* culture or directly transplanted *in vivo*.

### *In vitro* culture of MA9-Transformed cells

GFP^+^ cells were plated into methocult GF M3434 (Stem Cell Technologies). After 7 days of culture, colonies were counted and pooled, and then 10^4^ cells were replated in the same medium. For the third round of culture, 5 × 10^3^ cells were plated. At the end of the third round, single colonies were plucked from methylcellulose and transferred to liquid culture containing Iscove's Modified Dulbecco's Media (IMDM) (Invitrogen) with 10% fetal calf serum (Sigma), 50 ng ml^−1^ mSCF, 10ng ml^−1^ mIL-3 and 10 ng ml^−1^ mIL-6 (Peprotech). Cultures were maintained at a density ≤1 × 10^6^ cells per ml at 37 °C and 5% CO_2_.

### *In vivo* transplantation

Recipient mice were sublethally irradiated (600 rads, ^137^Cs) and intravenously injected with 10^3^, 10^4^, or 10^5^ cells from primary leukaemia cell lines, or 500 GFP^+^ transduced primary cells.

### Analysis of leukaemic mice

Transplanted recipient mice were monitored every 4 weeks by peripheral blood sampling and differential blood count using a KX21-N Automated Hematology Analyser (Sysmex). Mice demonstrating elevated white blood cell counts and declining health status were sacrificed, and peripheral blood, spleen and bone marrow were harvested. Single-cell suspensions of peripheral blood, spleen and bone marrow were analysed by flow cytometry for GFP expression (BD FACS Calibur), and bone marrow was stained with fluorochrome-conjugated antibodies against c-Kit (clone 2B8), Sca-1 (clone E13-161.7), CD150 (clone mShad150), CD34 (clone RAM34), FcγR (clone 2.462), and mature lineage (Lin) marker mix (B220, CD11b, CD4, CD8, Ter-119 and Gr-1) to assess frequency of LSCs (L-GMP; GFP^+^ Lin^−^ Sca-1^−^ c-Kit^+^ CD150^−^ CD34^+^ FcγR^+^) using a LSRII (BD). Flow cytometry data was analysed using FlowJo software (TreeStar).

### RNA-seq library construction and analysis

50,000 bulk leukaemia (GFP^+^) cells from the spleen of recipient mice were sorted directly into 350 μl of RLT buffer (Qiagen) and flash-frozen. In addition, primary mouse ST-HSC (3,000–10,000), MPP (10,000–100,000), CMP (8,000–50,000) and GMP (10,000–50,000) were isolated as described above, sorted directly into 350 μl of RLT buffer and flash-frozen. Three to six independent biological replicates of bulk leukaemia cells and normal cells were sampled. Total RNA was isolated according to manufacturer's protocols (Qiagen) including DNase treatment, and quality was assessed using an Agilent 2100 Bioanalyzer and RNA 6000 Nano kit. RNA samples were processed using the NuGen Ovation RNA-Seq V2 kit. Amplified complementary DNA was sheared to approximately∼300 bp using a Covaris E220 Focused Ultrasonicator. RNA-seq library preparation used the TruSeq DNA sample prep kit v2 (Illumina). Sheared DNA was end repaired to generate blunt ended fragments. Magnetic bead purification was used to enrich end repaired DNA that was >100 bp. Purified fragments were ‘A' tailed and ligated to Illumina Y-adaptors containing a ‘T' overhang and unique indices for multiplexing. Ligated fragments were purified on magnetic beads followed by PCR amplification to provide Illumina flow cell compatible sequences on the ends. PCR products were purified using magnetic beads followed by QC size distribution analysis using the Agilent 2100 Bioanalyzer and the DNA 1000 chip assay. Average library size was 350 bp with insert sizes being ∼230 bp. Quantitative PCR using the Library Quantitation kit (Kapa Biosystems) was used to estimate library concentrations. Libraries were sequenced on the Illumina HiSeq 2000 platform at a sequencing depth of >35 million reads per sample. Transcript abundances were estimated for each RNA-seq sample using RSEM^44^. PCA plot to visualize similarity in transcriptome profiles was computed after log-transforming trimmed mean of M-values (TMM) normalized count data^45^. Unrooted RNA-seq dendrograms were generated from Pearson correlation coefficients derived from normalized read counts (log2 transformed) and visualized with APE as.phylo(). Resultant edge lengths were normalized for legibility. Read counts estimated for each gene by RSEM were given as input to the R package edgeR for differential expression analysis^46^. Differentially expressed genes were clustered using partition k-medioids algorithm available in the R package cluster^47^. The value of k was chosen based on the number of comparisons that resulted in clustering differentially expressed genes at a false discovery rate<5%. Clustered gene expression profiles were visualized using heatmap.2 function in R package gplots. In populations with more than 2 replicates, we chose to display the pair with the greatest correlation. Single-nucleotide variants and small insertions and deletions were identified using FreeBayes, a Bayesian genetic variant detector^22^. Variants detected using this method were filtered based on read depth and mapping quality to reduce false positive rate^23^. Germline SNPs identified in C57BL/6 mice using the Sanger Institute SNP resource^24^ and SNPs identified in any of our matched normal cell RNA-seq data were removed. To test the clinical significance of our ST-HSC-derived versus progenitor-derived gene expression signature in human AML patient data, we used TCGA gene expression signatures of 200 adult *de novo* AML patients^21^. Prognostic significance of each gene was computed by classifying TCGA samples into two groups based on expression profile of the gene. A sample with expression level higher than a threshold (median+0.5 × mad) was considered high and expression below the threshold (median−0.5 × mad) was considered low. Cox proportional hazard model was used to test the association between the expression level of the gene and clinical outcome.

### Real-time PCR

Semi-quantitative real-time PCR was performed using RT2 SYBR Green mix (Qiagen) on an ABI Biosystems 7500 and Ct values were normalized to GAPDH levels. The primers used were: *Gapdh*: 5′-CGTCCCGTAGACAAAATGGT-3′ and 5′-CTCCTGAAAGATGGTGATGG-3′, *MA9*: 5′-TGTGAAGCAGAAATGTGTGG-3′ and 5′-TGCCTTGTCACATTCACCAT-3′.

### ATAC-seq library construction and analysis

Cryopreserved leukaemic spleen and/or bone marrow samples were thawed, and FACSAria (BD) sorted 50 K bulk leukaemia (GFP+) cells or LSCs (L-GMP; GFP+ Lin- Sca-1- c-Kit+ CD34+ FcγR+). Samples were placed at 37 °C and 5% CO_2_ in IMDM plus 10% fetal calf serum for 30 min, then harvested, washed with 1 × PBS, and ATAC-seq libraries were prepared as previously described^27^. Quantitative PCR using the Library Quantitation kit (Kapa Biosystems) was used to estimate library concentrations. Libraries were sequenced on the Illumina HiSeq 2000 platform generating 2 × 150 bp paired end reads at a sequencing depth of ∼30–50 million reads per sample. Reads were aligned to the mouse mm9 assembly using bowtie2. Only reads that uniquely mapped to the genome were used in subsequent analysis. Duplicate reads were eliminated to avoid potential PCR amplification artifacts and to eliminate mitochondrial DNA duplicates. Post-alignment filtering resulted in ∼20–30 million uniquely aligned singleton reads per library. Samples with <10 million uniquely aligned reads were considered noisy and were excluded from the analysis. ATAC-seq peaks in each sample were identified using MACS2 48 with the following settings: MACS2-2.1.0.20140616/bin/macs2 callpeak -t <input tag file> -f BED -n <output peak file> -g 'mm' --nomodel --shift -100 --extsize 200 -B –broad. Peak annotation was performed via HOMER v4.6 annotatePeaks.pl for the mm9 assembly. Previously published ATAC-seq libraries from LSK, CMP and GMP populations were downloaded from GEO (GEO: GSE59992)^25^ and processed as described above. Heatmap presentation of cell type correlation was computed via Pearson correlation matrix of HOMER peak scores, following bedtools intersect replicate merging and visualized with gplots heatmap.2(). ATAC-seq data were visualized on the UCSC genome browser^49^ (http://genome.ucsc.edu/) with mouse mm9 assembly, along with bed files from ChIP-seq analysis of H3K4me1 and H3K27ac in mouse C57BL/6 bone marrow (ENCODE)^28^ and H3K27ac in a MA9/Nras^G12D^ murine AML cell line (RN2) (GEO GSM1262348)^29^. RNA-seq data subset on promoter ATAC-seq peak score utilized log2(FPKM+1) and was generated by edcf() function.

### Analysis of human AML enhancers and DNA methylation

Lift-over of cell of origin–specific open chromatin peaks from the mouse (mm9) to the human (hg19) genome was performed using UCSC liftOver tool. These loci were assessed for enhancer potential by comparison with the FANTOM5 enhancer database^34^,^35^ and H3K27ac ChIP-seq data of the human MA9 cell line MOLM14 (GEO GSM1587893)^36^ using Bedtools. To assess prognostic significance of DNA methylation status surrounding these loci, regions of ±10 kb from the centre of each open chromatin peak were examined. All CpG probes on the Infinium 450 K Human Methylation BeadChip array that fell within these regions were tested individually for prognostic significance in human AML TCGA data^21^. Methylation status of each sample, for each probe, was classified as high (*β*>0.8), partial (0.2<*β*<0.8) or low (*β*<0.2). Cox proportional hazard model was used to test association of methylation status and clinical outcome.

### Statistical analyses

For overall survival, log-rank (Mantel-Cox) test was performed on Kaplan–Meier survival curves. A minimum of five mice per sample type and cell dose was chosen to detect a hazards ratio of >3 with 80% power at an error rate of 5%. On the basis of pre-established criteria, animals were excluded from the analysis if they did not demonstrate >1% detectable GFP^+^ cells in the peripheral blood by 1 month post-transplant. Recipient mice were randomized for which cell line or primary AML cell type they were transplanted with. Analysis of mice was not blinded during the experiment. Limiting dilution analysis was performed with ELDA software^50^. Statistical analysis of non-survival data was performed by non-parametric one-way analysis of variance (Kruskal–Wallis test) followed by Dunn's multiple comparisons test, or two-way analysis of variance followed by Tukey's multiple comparisons test. For these experiments, a minimum of 3 samples per condition was chosen to detect statistical differences with >80% power at an error rate of 5%. Variance was similar between the groups that were statistically compared. Pearson's correlation coefficient calculation was used to calculate overall similarity between RNA-seq transcriptomes or ATAC-seq global open chromatin signatures. Pearson's *χ*^2^-tests were used for determining significance of the enrichment of prognostic data from published TCGA human *de novo* AML data.

### Data availability

RNA-seq and ATAC-seq data can be found in GEO under accession number GSE74691. All other relevant code is available from the authors on request.

## Additional information

**How to cite this article**: George, J. *et al.* Leukaemia cell of origin identified by chromatin landscape of bulk tumour cells. *Nat. Commun.* 7:12166 doi: 10.1038/ncomms12166 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9 and Supplementary Tables 1-5.

Supplementary Data 1 Normalized counts of differentially expressed genes between at least two leukemia subtypes based on cell-of-origin (fold change > 2, FDR < 0.05)

Supplementary Data 2 Differential ATAC-seq peaks in bulk leukemia cells based on leukemia cell-of-origin Presence of ChIP-seq peak (H3K4me1 and/or H3K27ac) in mouse and human normal and leukemia cells are shown as shaded boxes. 

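Supplementary Data 2 has a sheet for each leukaemia against the other 3, with 10 loci for STHSC:MA9, 21 for MPP:MA9, 14 for CMP:MA9 and 137 for GMP:MA9. For each locus it lists the mm9 position, the nearest gene, the mean concentration of reads in either group on a log2 scale, the fold, the p value and the false discovery rate. The listed fold equals the difference between the group concentrations at every locus, so it is a log2 difference, and a negative fold marks a locus with fewer reads in the named leukaemia. Folds ran from 1.13 to 7.46 in size, and the largest false discovery rate was 0.0984. Counting each position once leaves 181 of the 182 loci. The 41 loci with a negative fold comprise 4 for STHSC:MA9, 2 for MPP:MA9, 10 for CMP:MA9 and 25 for GMP:MA9; at 32 loci neither replicate of the named leukaemia had a called peak.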

Human (hg19) genomic coordinates corresponding to differential peaks are shown.

Supplementary Data 3 Differential ATAC-seq peaks in leukemia stem cells based on leukemia cell-of-origin Overlapping regions also identified in bulk leukemia cells are shown in bold font. Presence of ChIP-seq peak (H3K27ac) in mouse leukemia cells is shown as shaded box.

## Figures and Tables

**Figure 1:**
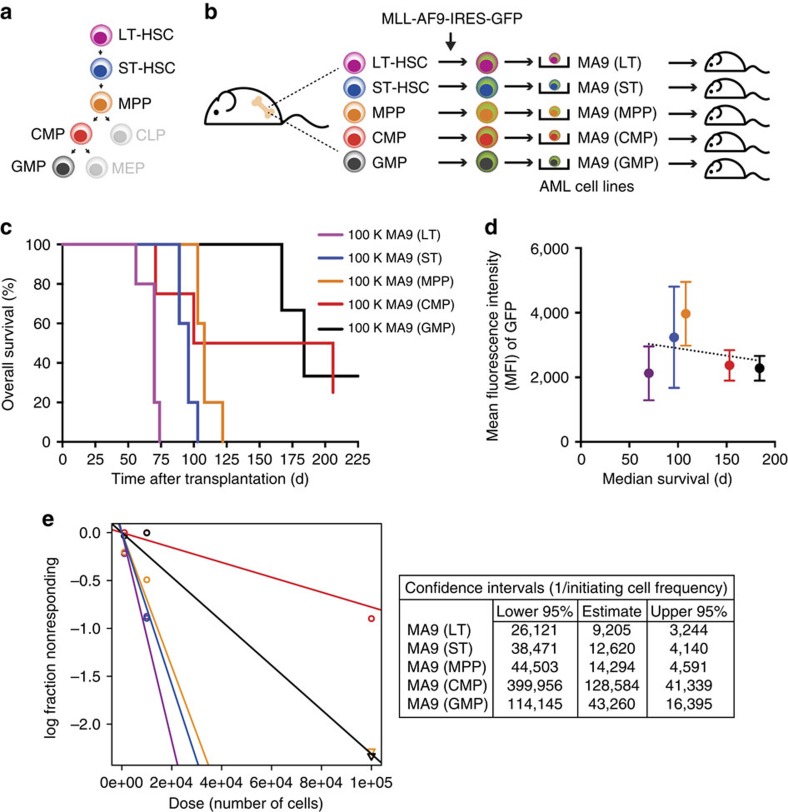
Cell of origin determines potency of *in vitro-*derived MA9-driven AML. (**a**) Schematic diagram of the primitive haematopoietic hierarchy. Colour code: purple for long-term HSCs (LT-HSC), blue for short-term (ST)-HSC, orange for multipotent progenitors (MPP), red for common myeloid progenitors (CMP), black for granulocyte macrophage progenitors (GMP). (**b**) Schematic diagram of experimental design to test *in vitro* transformation of distinct cells of origin by MA9. (**c**) Overall survival of mice transplanted with 100 K MA9-transformed cells from distinct cells of origin (*n*=5 per group). Technical replicates of 5 mice were each transplanted with 100 K cells from one set of cell lines. Trend and significance were replicated once using a set of independently derived cell lines. Log-rank test; *P*<0.0001. (**d**) Correlation between mean fluorescence intensity (MFI) of GFP in leukaemia cell lines and median survival (days) of mice transplanted with these lines (*n*=5 per group). Centre values indicate mean. Error bars indicate s.e.m. Pearson's *r*=−0.2653, not significant. (**e**) Limiting dilution analysis of leukaemia cell lines from distinct cells of origin (*n*=5 per group, per cell dose). Technical replicates of five mice were each transplanted with 100 K, 10 K or 1 K cells from one set of cell lines. Trend and significance were replicated once using a set of independently derived cell lines. Confidence intervals (1 per initiating cell frequency) were calculated with ELDA software^50^. Pearson's *χ*^2^-test; *P*=0.00145.

**Figure 2:**
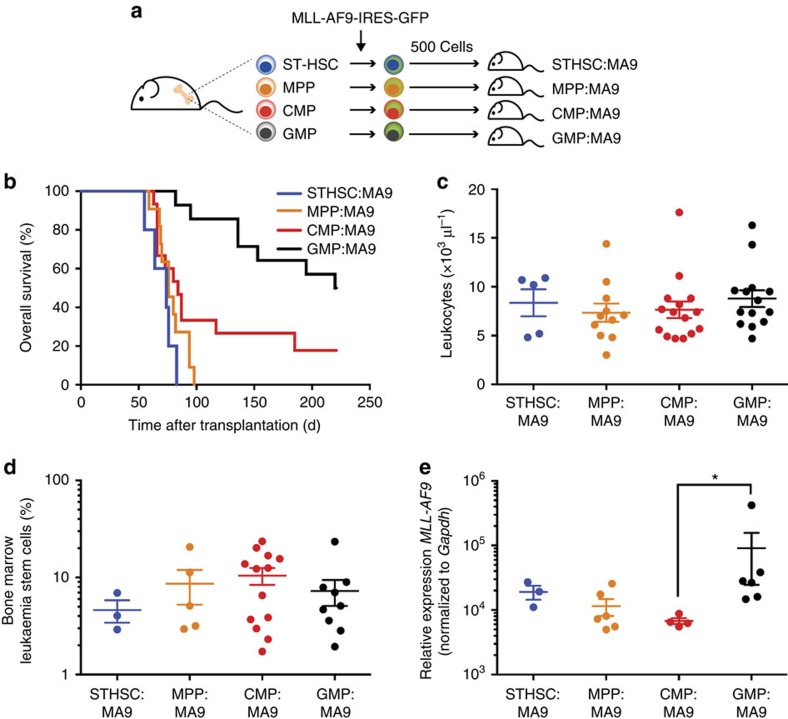
Cell of origin alters tumour aggressiveness of *in vivo*-derived AML. (**a**) Schematic diagram of experimental design to test *in vivo* transformation of distinct cells of origin by MA9. (**b**) Overall survival of mice transplanted with 500 *MA9*-transduced cells from distinct cells of origin (STHSC:MA9; *n*=5, MPP:MA9; *n*=11, CMP:MA9; *n*=15, GMP:MA9; *n*=14). Data were collected over three biological replicate experiments. Log-rank test; *P*=0.0004. (**c**) Peripheral blood leukocyte count in terminal mice transplanted with *MA9*-transduced cells (STHSC:MA9; *n*=5, MPP:MA9; *n*=11, CMP:MA9; *n*=15, GMP:MA9; *n*=14). Data were collected over three biological replicate experiments. Centre bars indicate mean. Error bars indicate s.e.m. Kruskal-Wallis test; *P*=0.5622. (**d**) Average frequency of LSCs (L-GMP^20^) in the bone marrow of terminal mice (STHSC:MA9; *n*=3, MPP:MA9; *n*=6, CMP:MA9; *n*=13, GMP:MA9; *n*=9). Data were collected over three biological replicate experiments. Centre bars indicate mean. Error bars indicate s.e.m. Kruskal–Wallis test; *P*=0.7031. (**e**) Relative expression of *MA9* assessed by real-time PCR in splenic leukaemia cells in terminal mice (STHSC:MA9; *n*=3, MPP:MA9; *n*=6, CMP:MA9; *n*=4, GMP:MA9; *n*=6). Data were collected over three biological replicate experiments. Centre bars indicate mean. Error bars indicate s.e.m. Kruskal–Wallis test; *P*=0.0055. Dunn's multiple comparisons test; *P<0.05.

**Figure 3:**
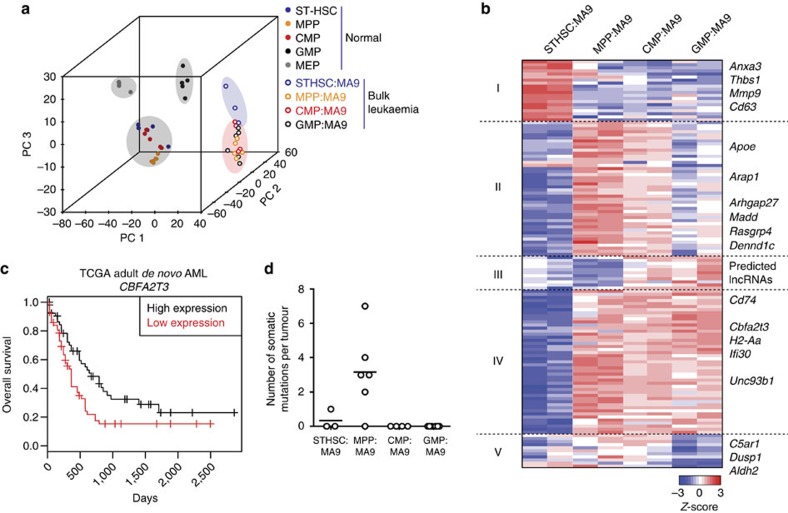
ST-HSC-derived AML has a unique and prognostically relevant gene expression signature. (**a**) Principal component analysis of normal and MA9-transformed haematopoietic stem and progenitor cells (STHSC; *n*=5, MPP; *n*=6, CMP; *n*=5, GMP; *n=*5, MEP; *n*=4, STHSC:MA9; *n*=3, MPP:MA9; *n*=6, CMP:MA9; *n*=4, GMP:MA9; *n*=6). Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments. Clustering segregates STHSC:MA9 leukemias (blue cloud) from other leukaemias (red cloud). (**b**) K-medioids clustering (*K*=5) of 133 differentially expressed genes in leukaemias based on cell of origin (foldchange >2, FDR<0.05) (STHSC:MA9; *n*=3, MPP:MA9; *n*=6, CMP:MA9; *n*=4, GMP:MA9; *n*=6). Representative biological replicates are shown. (**c**) Overall survival of human AML patients based on expression of *CBFA2T3* (*n*=200). Log-rank test; *P*=0.0113. (**d**) Number of somatic nucleotide variants (SNVs) per tumour derived from distinct cells of origin (STHSC:MA9; *n*=3, MPP:MA9; *n*=6, CMP:MA9; *n*=4, GMP:MA9; *n*=6). Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments. Kruskal–Wallis test; *P*=0.0019.

**Figure 4:**
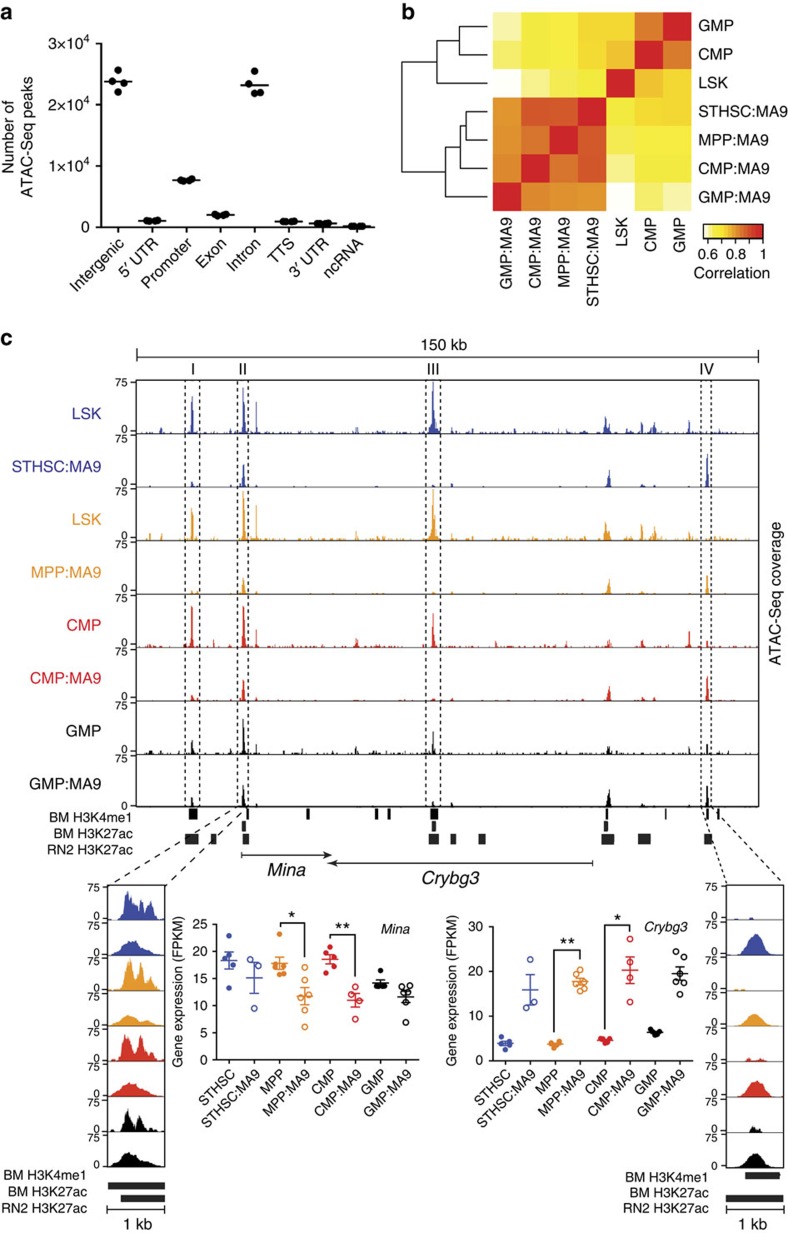
Global chromatin remodelling during MA9 transformation. (**a**) Number of ATAC-seq peaks distributed across annotated features of the genome (*n=*4 biological replicates from individual mice). Centre bars indicate mean. (**b**) Heatmap of Pearson correlation analysis of open chromatin regions in *in vivo*-derived primary bulk leukaemias from distinct cells of origin and their normal cellular counterparts (LSK; *n=*3, CMP; *n*=3, GMP; *n*=2, STHSC:MA9; *n=*2, MPP:MA9; *n*=2, CMP:MA9; *n*=2, GMP:MA9; *n*=2). LSK; Lin^−^ Sca-1^+^ c-Kit^+^, includes ST-HSC and MPP cells. Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments. (**c**) Normalized ATAC-seq profiles of *in vivo*-derived primary bulk leukaemias from distinct cells of origin and their normal cellular counterparts, showing gain and loss of enhancer elements (dotted lines) around *Mina* and *Crybg3* in a 150-kb region. Single samples are shown. Trends were replicated once with independent biological replicates. Shown at bottom are H3K4me1 and H3K27ac ChIP-seq peak regions in normal murine bone marrow (BM) and H3K27ac peak regions in a MA9/Nras^G12D^ murine AML cell line (RN2). RNA-seq FPKM of *Mina* and *Crybg3* are shown (STHSC; *n*=5, MPP; *n*=6, CMP; *n*=5, GMP; *n*=5, STHSC:MA9; *n*=3, MPP:MA9; *n*=6, CMP:MA9; *n*=4, GMP:MA9; *n*=6). Centre bars indicate mean. Error bars indicate s.e.m. Kruskal–Wallis test; *P*=0.0012 and *P<*0.0001, respectively. Dunn's multiple comparisons test; *P<0.05, **P<0.01.

**Figure 5:**
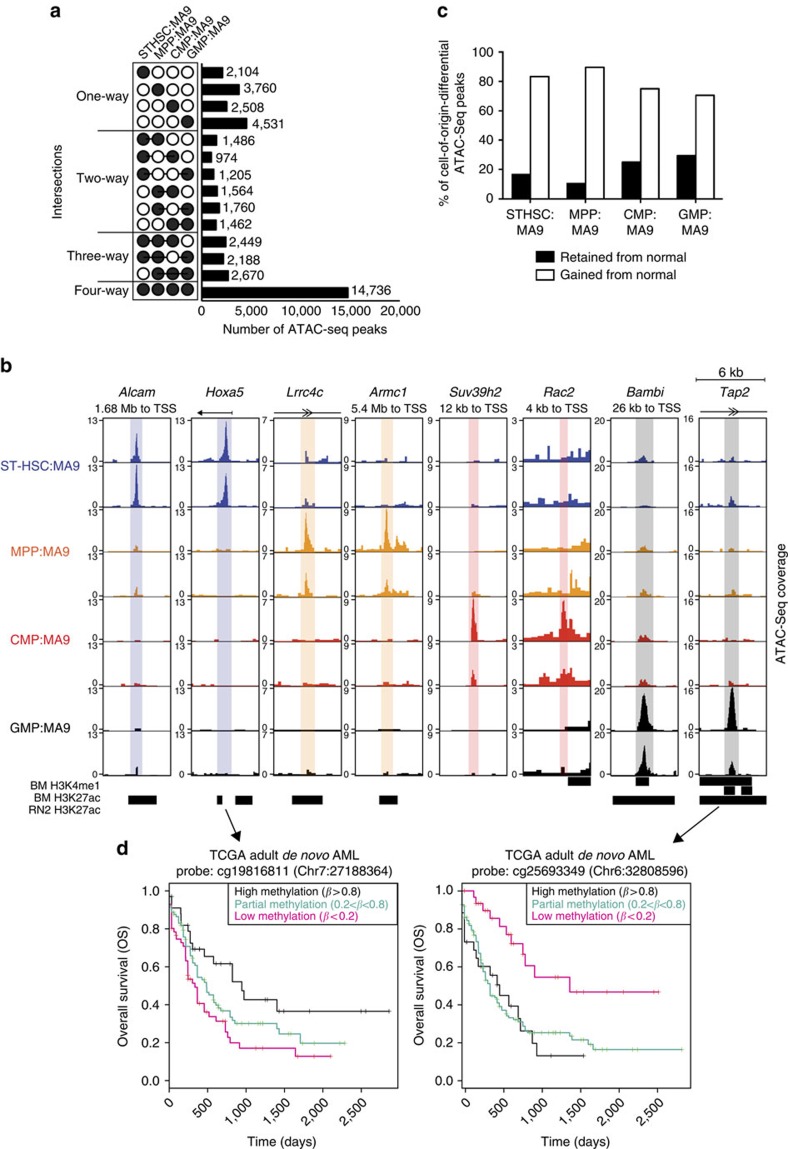
Unique open chromatin regions in bulk leukaemia cells identify AML cell of origin. (**a**) Number of intersecting ATAC-seq peaks based on leukaemia cell of origin (STHSC:MA9; *n=*2, MPP:MA9; *n*=2, CMP:MA9; *n*=2, GMP:MA9; *n*=2). Calculated numbers exclude peaks found in non-selected leukaemia subtypes. Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments. (**b**) Normalized ATAC-seq profiles of *in vivo*-derived primary bulk leukaemias from distinct cells of origin (biological replicates are shown), highlighting unique open chromatin regions around *Alcam, Hoxa5, Lrrc4c, Armc1, Suv39h2, Rac2, Bambi* and *Tap2* in 6 kb regions. Shown at bottom are H3K4me1 and H3K27ac ChIP-seq peak regions in normal murine bone marrow (BM) and H3K27ac peak regions in a MA9/Nras^G12D^ murine AML cell line (RN2). (**c**) Percentage of unique ATAC-seq peaks in each primary bulk leukaemia retained or gained from their respective normal cell of origin (STHSC:MA9; *n=*2, MPP:MA9; *n*=2, CMP:MA9; *n*=2, GMP:MA9; *n*=2). Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments. (**d**) Overall survival of human AML patients based on DNA methylation status of the CpG probe shown (*n*=200). Log-rank test; *P*=0.0170 and *P*=0.00137, respectively.

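Among the 63270 merged regions of the consensus peaks (n=2 per leukaemia), regions of exactly 2 leukaemias numbered 1500 for STHSC:MA9 with MPP:MA9, 995 for STHSC:MA9 with CMP:MA9 and 1218 for STHSC:MA9 with GMP:MA9. For MPP:MA9 with CMP:MA9 there were 1584, for MPP:MA9 with GMP:MA9 1724, and for CMP:MA9 with GMP:MA9 1342. Regions of exactly 3 leukaemias numbered 2446 without GMP:MA9, 2129 without CMP:MA9, 1486 without MPP:MA9 and 2428 without STHSC:MA9. When a region had also to lack a peak in every single sample of the leukaemias left out, these counts fell to between 8 and 84 for 2 leukaemias and to between 28 and 450.0 for 3.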

# Supplementary material for: Leukaemia cell of origin identified by chromatin landscape of bulk tumour cells
**Source:** Nat Commun. 2016 Jul 11;7:12166. doi: 10.1038/ncomms12166
**Supplement:** Supplementary Information — Supplementary Figures 1-9 and Supplementary Tables 1-5.

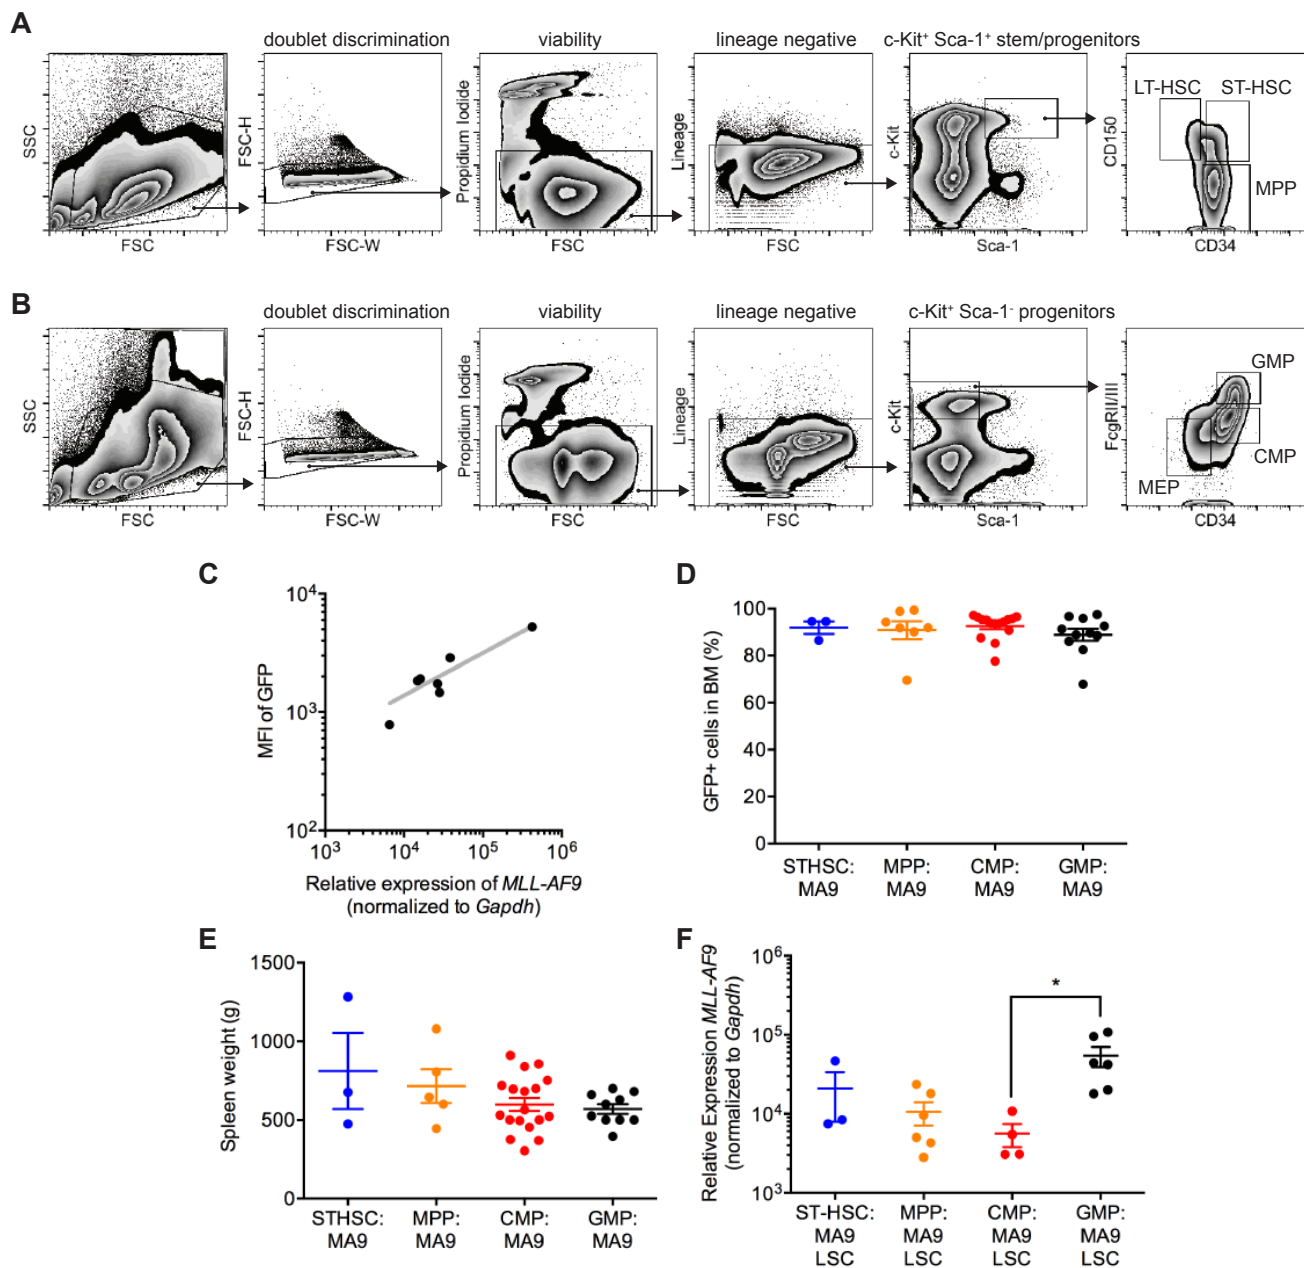

**Supplementary Figure 1. Similar phenotypes of *in vivo*-derived MLL-AF9 AML from distinct cells-of-origin** (A) Flow cytometry (FACS) gating strategy for isolation of LT-HSC, ST-HSC and MPP. (B) FACS gating strategy for isolation of CMP, GMP and MEP. (C) Correlation between MFI of GFP in bulk tumor cells with *MLL-AF9* relative expression measured by real-time PCR ( $n = 7$  biological replicates obtained from individual mice). Pearson  $r = 0.9256$ ,  $P = 0.0028$ . (D) Frequency of GFP<sup>+</sup> cells in BM of mice with *in vivo*-derived AML from distinct cells-of-origin (STHSC:MA9;  $n = 3$ , MPP:MA9;  $n = 7$ , CMP:MA9;  $n = 15$ , GMP:MA9;  $n = 11$ ). Data were collected over two biological replicate experiments. Center bars indicate mean. Error bars indicate s.e.m. Kruskal-Wallis test;  $P = 0.6304$ . (E) Average spleen weights of terminal mice with AML from distinct cells-of-origin (STHSC:MA9;  $n = 3$ , MPP:MA9;  $n = 5$ , CMP:MA9;  $n = 18$ , GMP:MA9;  $n = 10$ ). Data were collected over two biological replicate experiments. Center bars indicate mean. Error bars indicate s.e.m. Kruskal-Wallis test;  $P = 0.7260$ . (F) Relative expression of *MLL-AF9* assessed by real-time PCR in LSCs (STHSC:MA9;  $n = 3$ , MPP:MA9;  $n = 6$ , CMP:MA9;  $n = 4$ , GMP:MA9;  $n = 6$ ). Data were collected over two biological replicate experiments. Center bars indicate mean. Error bars indicate s.e.m. Kruskal-Wallis test;  $P = 0.0106$ . Dunn's multiple comparisons test; \*  $P < 0.05$ .

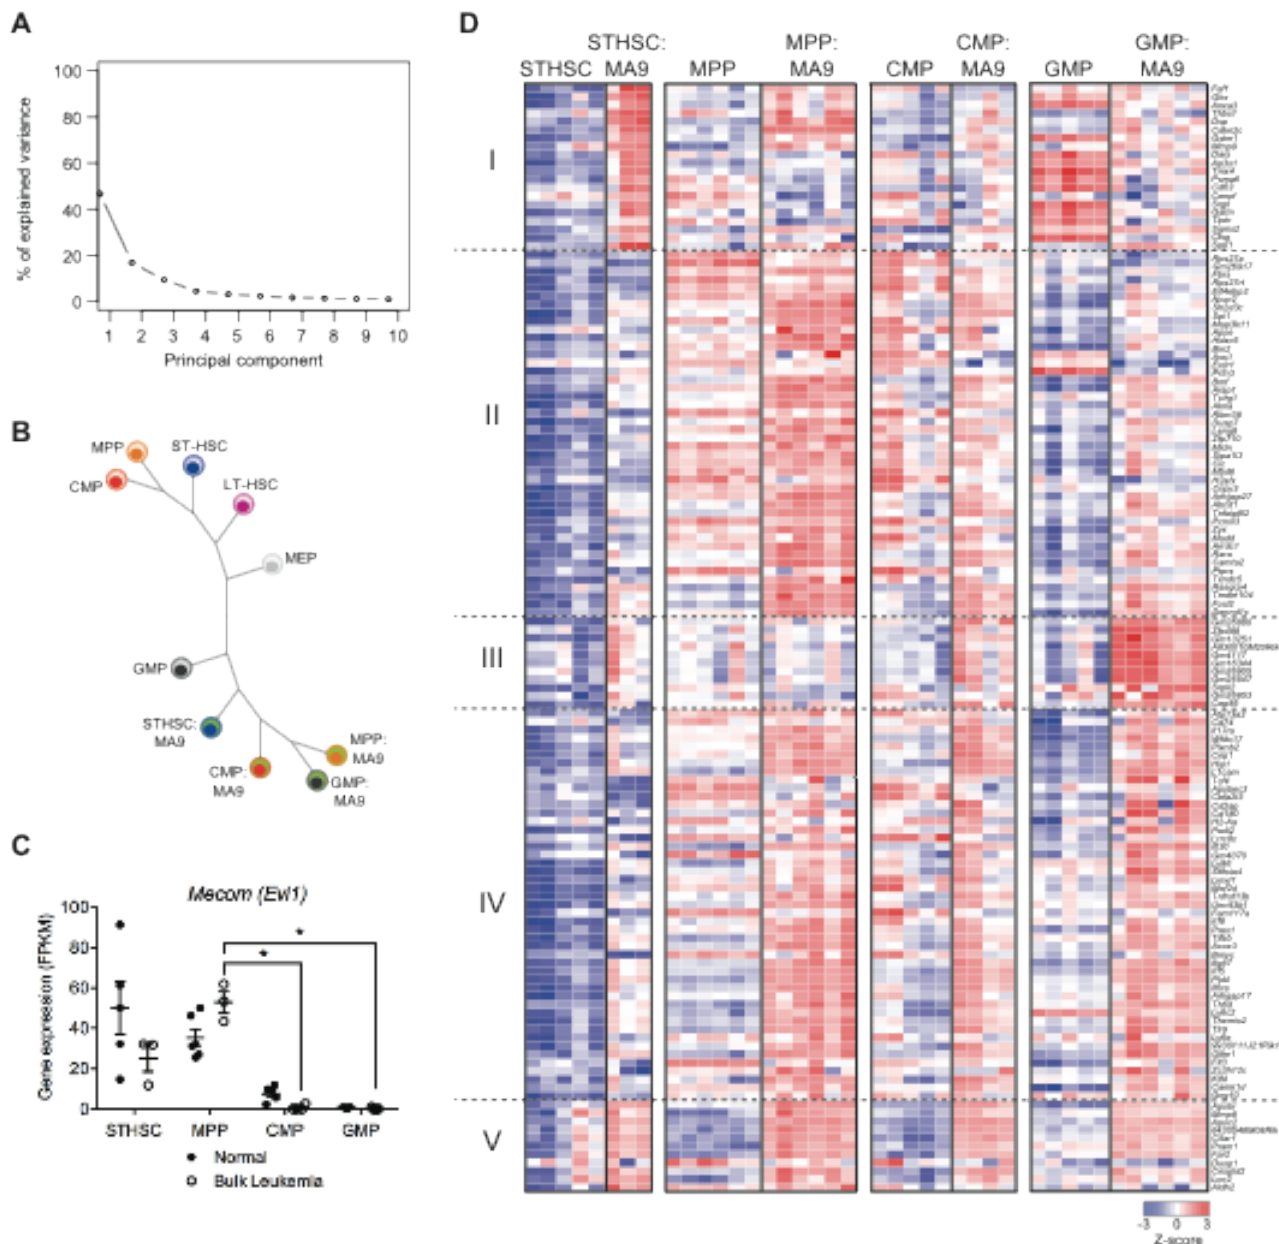

**Supplementary Figure 2. RNA-seq analysis of MLL-AF9-driven leukemias based on cell-of-origin**

(A) Scree plot of eigenvalues from RNA-seq principal component analysis. (B) Hierarchical clustering of leukemias derived from distinct cells-of-origin and normal cellular counterparts based on RNA-seq transcriptomes (LT-HSC;  $n = 5$ , ST-HSC;  $n = 5$ , MPP;  $n = 6$ , CMP;  $n = 5$ , GMP;  $n = 5$ , MEP;  $n = 4$ , STHSC:MA9;  $n = 3$ , MPP:MA9;  $n = 6$ , CMP:MA9,  $n = 4$ , GMP:MA9,  $n = 6$ ). Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments. (C) RNA-seq FPKM of *Evi1* in leukemias from distinct cells-of-origin and normal cellular counterparts (ST-HSC;  $n = 5$ , MPP;  $n = 6$ , CMP;  $n = 5$ , GMP;  $n = 5$ , STHSC:MA9;  $n = 3$ , MPP:MA9;  $n = 3$ , CMP:MA9,  $n = 4$ , GMP:MA9,  $n = 5$ ). Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments. Center bars indicate mean. Error bars indicate s.e.m. Kruskal-Wallis test;  $P < 0.0001$ . Dunn's multiple comparisons test; \*  $P < 0.05$ . (D) K-medoids clustering ( $K=5$ ) of 133 differentially expressed genes (fold change  $> 2$ ,  $FDR < 0.05$ ) in leukemias based on cell-of-origin as well as matched normal cellular counterparts (ST-HSC;  $n = 5$ , STHSC:MA9;  $n = 3$ , MPP;  $n = 6$ , MPP:MA9;  $n = 6$ , CMP;  $n = 5$ , CMP:MA9,  $n = 4$ , GMP;  $n = 5$ , GMP:MA9,  $n = 6$ ). Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments.

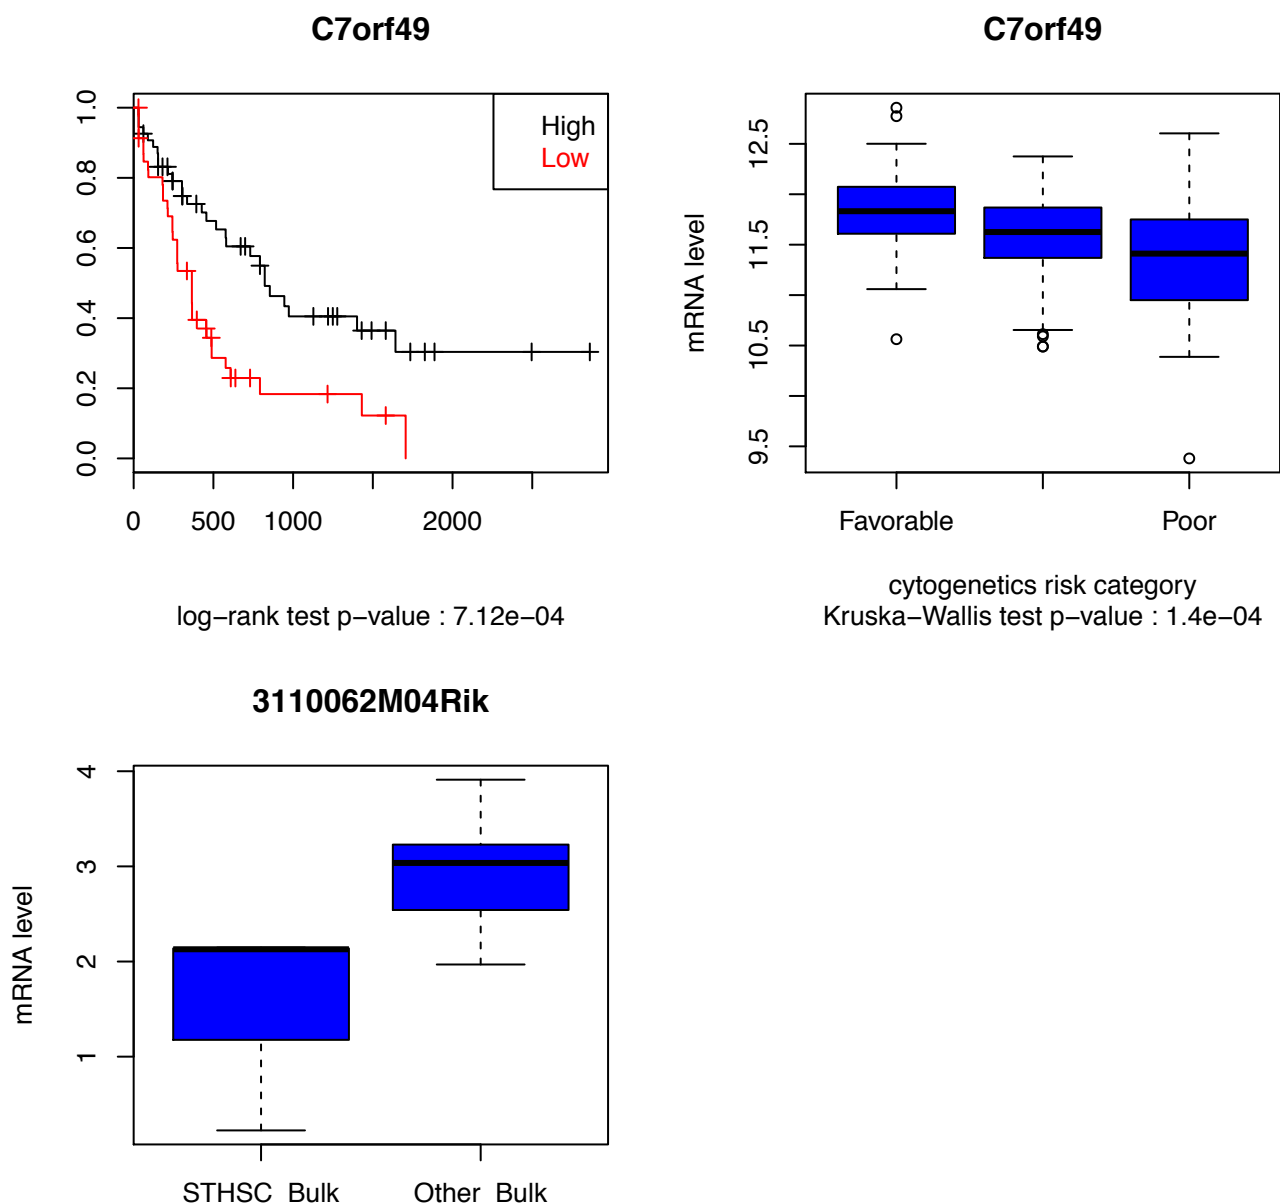

**Supplementary Figure 3. Differentially expressed genes in HSC-derived AML versus progenitor-derived AML are predictive of outcome in human AML** (top left panel) Kaplan-Meier analysis of overall survival of human AML patients with high and low expression of the annotated gene. P-values were calculated using log-rank test. (top right panel) Boxplot of mRNA expression level of annotated gene in AML patients with favorable, intermediate and poor cytogenetic-risk. P-values were calculated using the Kruskal-Wallis test. (lower left panel) Boxplot of mRNA expression level in STHSC:MA9 bulk leukemias versus other MA9 bulk tumors (MPP:MA9, CMP:MA9, GMP:MA9).

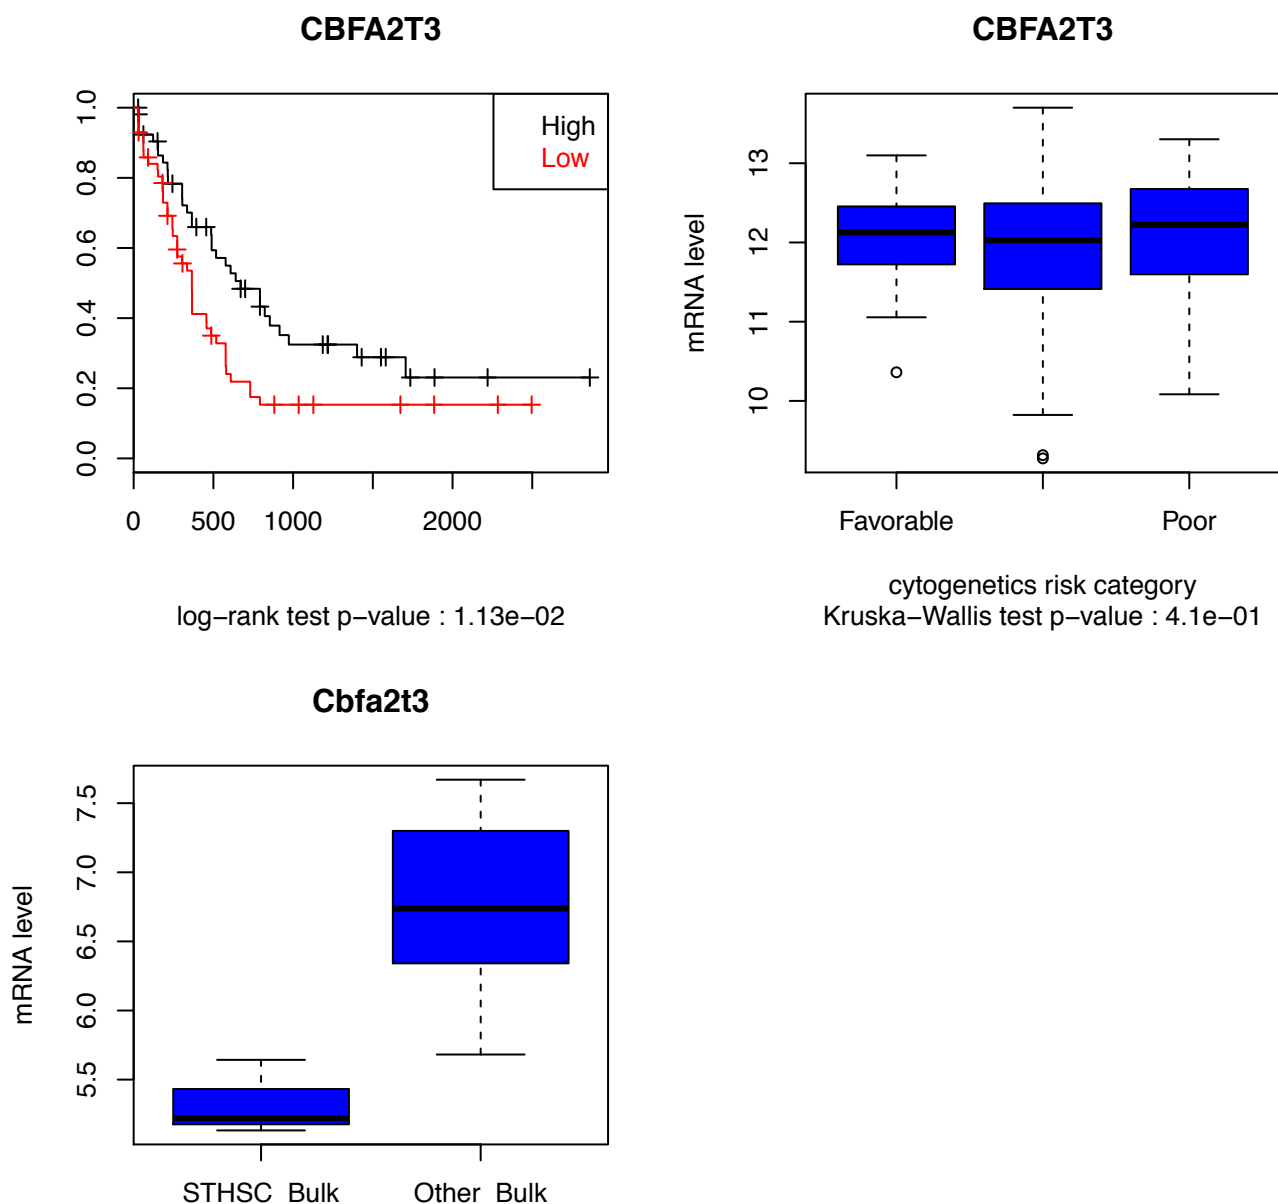

**Supplementary Figure 3 (cont'd). Differentially expressed genes in HSC-derived AML versus progenitor-derived AML are predictive of outcome in human AML** (top left panel) Kaplan-Meier analysis of overall survival of human AML patients with high and low expression of the annotated gene. P-values were calculated using log-rank test. (top right panel) Boxplot of mRNA expression level of annotated gene in AML patients with favorable, intermediate and poor cytogenetic-risk. P-values were calculated using the Kruskal-Wallis test. (lower left panel) Boxplot of mRNA expression level in STHSC:MA9 bulk leukemias versus other MA9 bulk tumors (MPP:MA9, CMP:MA9, GMP:MA9).

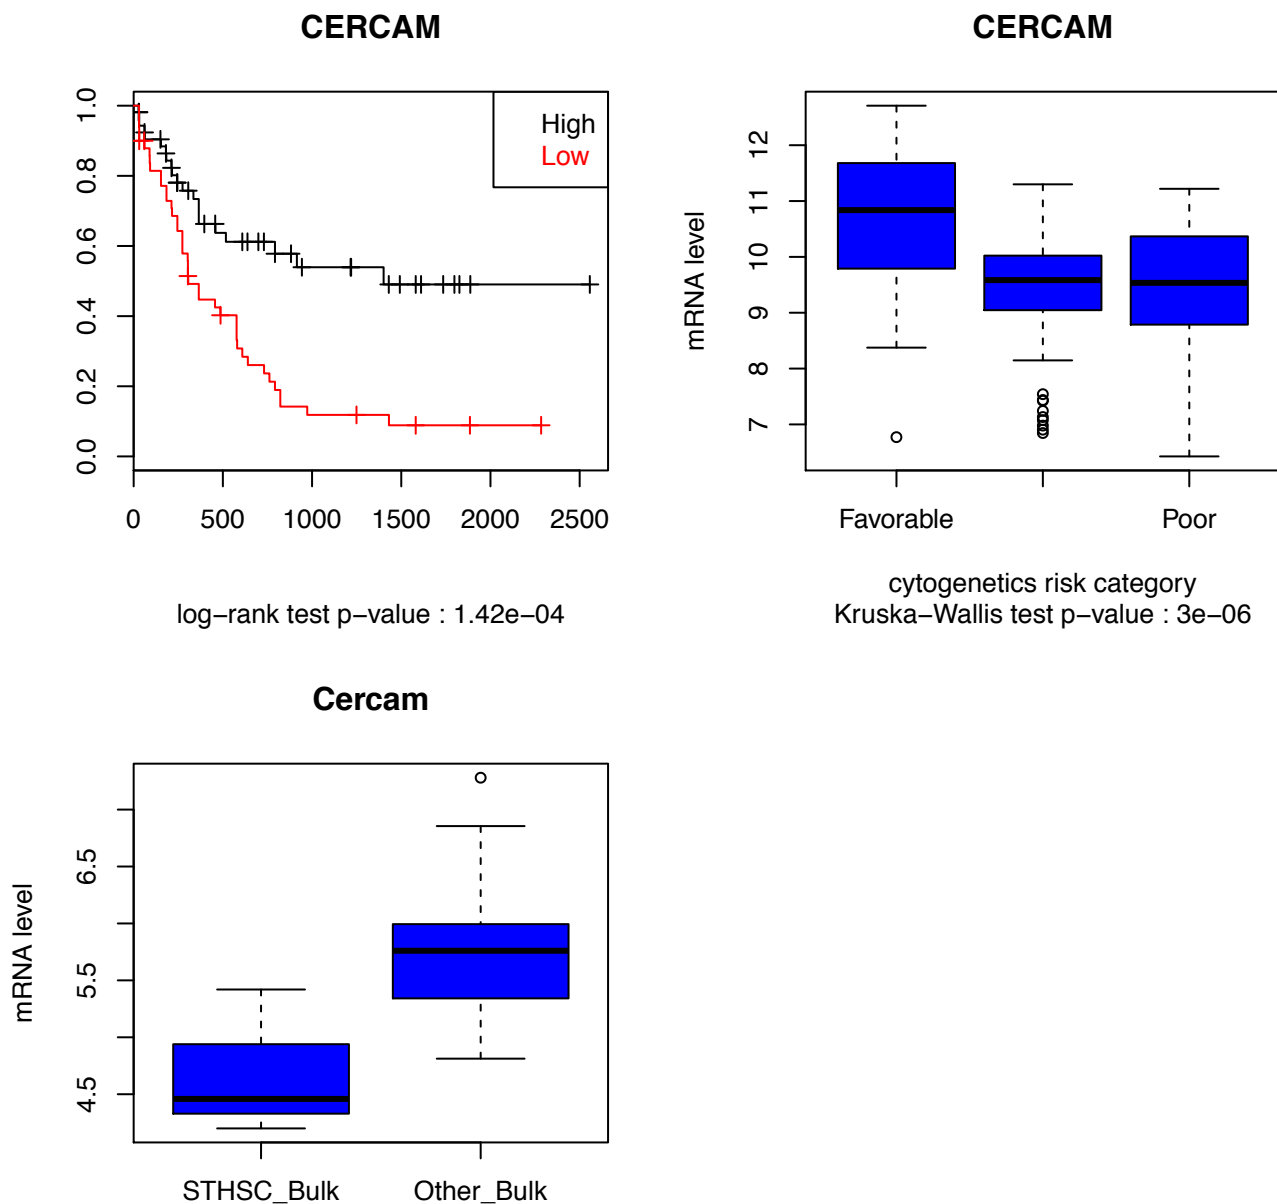

**Supplementary Figure 3 (cont'd). Differentially expressed genes in HSC-derived AML versus progenitor-derived AML are predictive of outcome in human AML** (top left panel) Kaplan-Meier analysis of overall survival of human AML patients with high and low expression of the annotated gene. P-values were calculated using log-rank test. (top right panel) Boxplot of mRNA expression level of annotated gene in AML patients with favorable, intermediate and poor cytogenetic-risk. P-values were calculated using the Kruskal-Wallis test. (lower left panel) Boxplot of mRNA expression level in STHSC:MA9 bulk leukemias versus other MA9 bulk tumors (MPP:MA9, CMP:MA9, GMP:MA9).

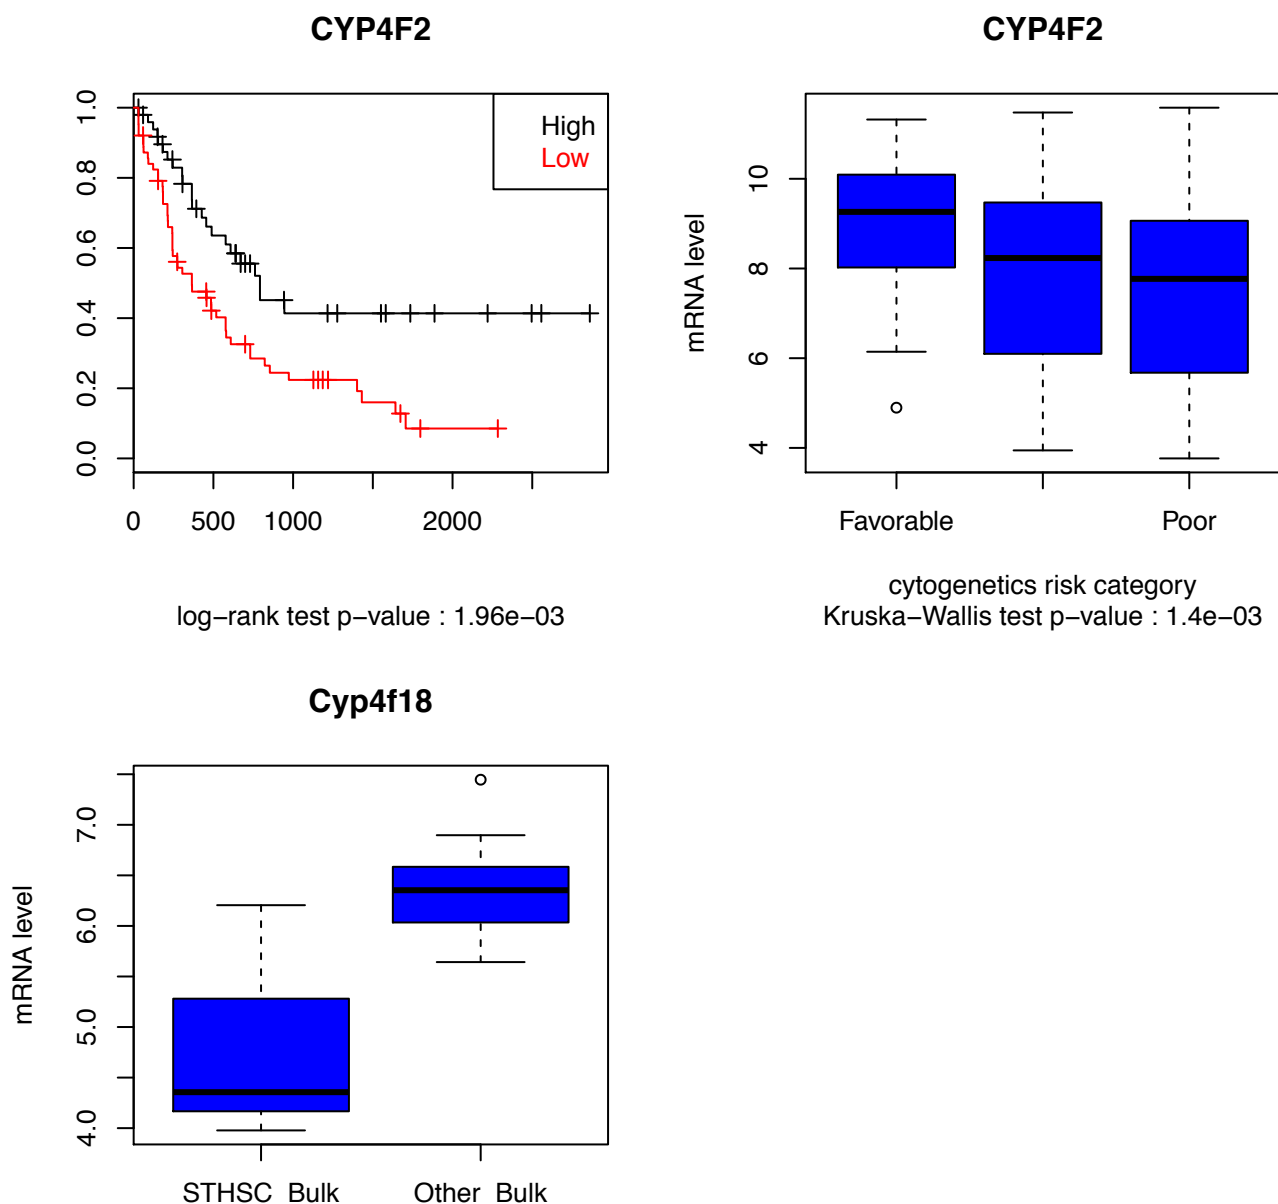

**Supplementary Figure 3 (cont'd). Differentially expressed genes in HSC-derived AML versus progenitor-derived AML are predictive of outcome in human AML** (top left panel) Kaplan-Meier analysis of overall survival of human AML patients with high and low expression of the annotated gene. P-values were calculated using log-rank test. (top right panel) Boxplot of mRNA expression level of annotated gene in AML patients with favorable, intermediate and poor cytogenetic-risk. P-values were calculated using the Kruskal-Wallis test. (lower left panel) Boxplot of mRNA expression level in STHSC:MA9 bulk leukemias versus other MA9 bulk tumors (MPP:MA9, CMP:MA9, GMP:MA9).

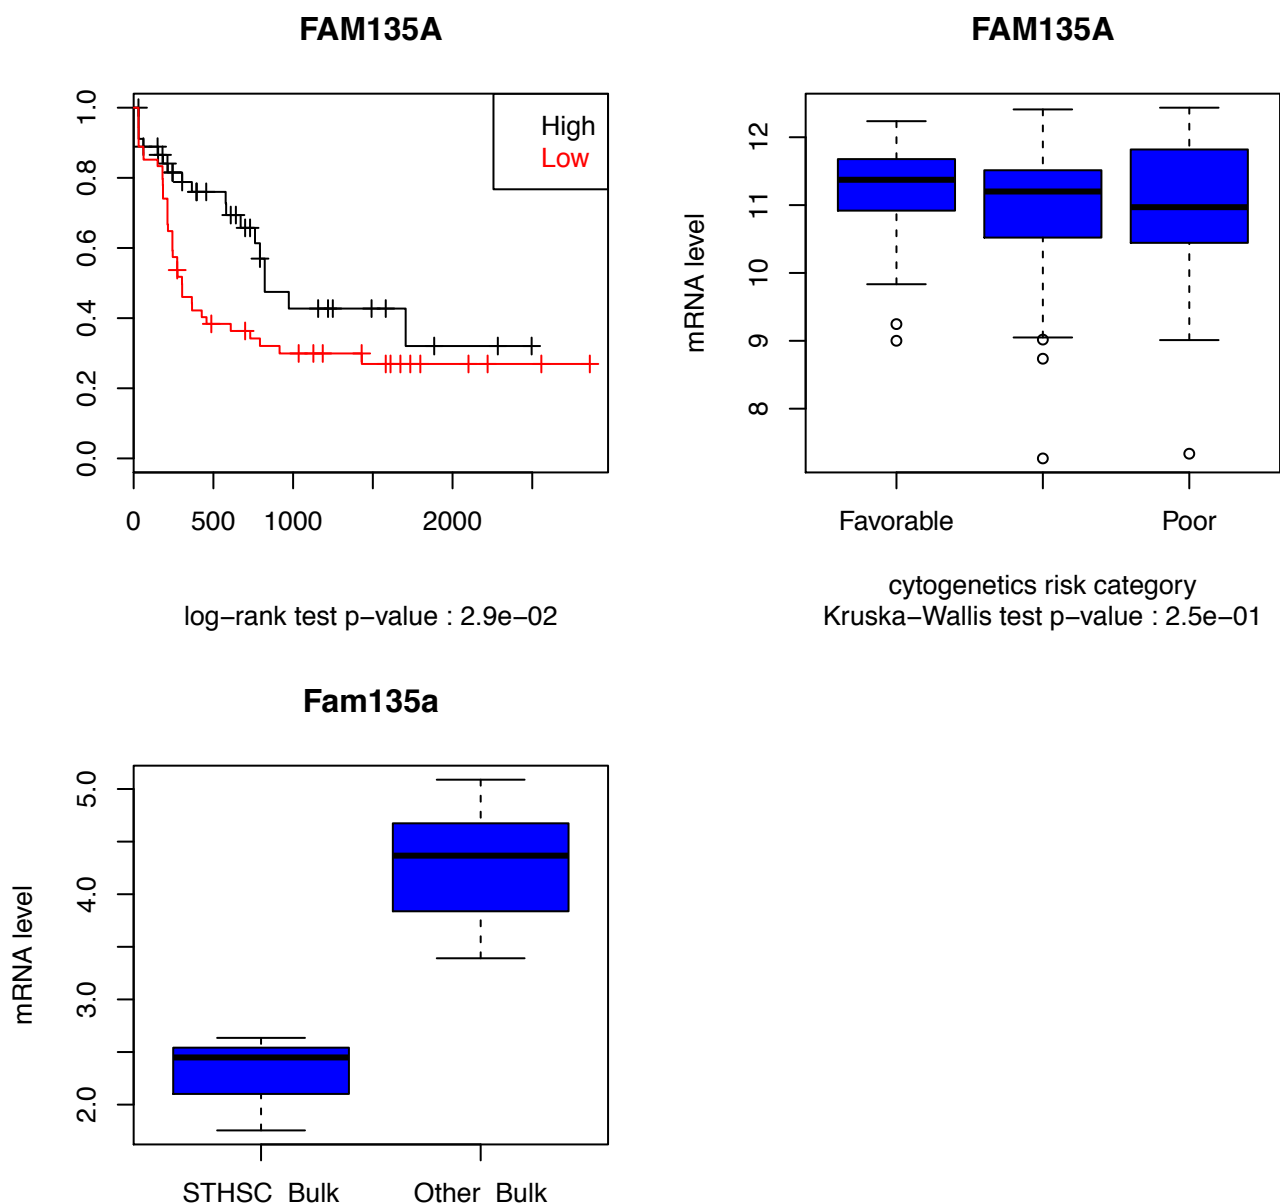

**Supplementary Figure 3 (cont'd). Differentially expressed genes in HSC-derived AML versus progenitor-derived AML are predictive of outcome in human AML** (top left panel) Kaplan-Meier analysis of overall survival of human AML patients with high and low expression of the annotated gene. P-values were calculated using log-rank test. (top right panel) Boxplot of mRNA expression level of annotated gene in AML patients with favorable, intermediate and poor cytogenetic-risk. P-values were calculated using the Kruskal-Wallis test. (lower left panel) Boxplot of mRNA expression level in STHSC:MA9 bulk leukemias versus other MA9 bulk tumors (MPP:MA9, CMP:MA9, GMP:MA9).

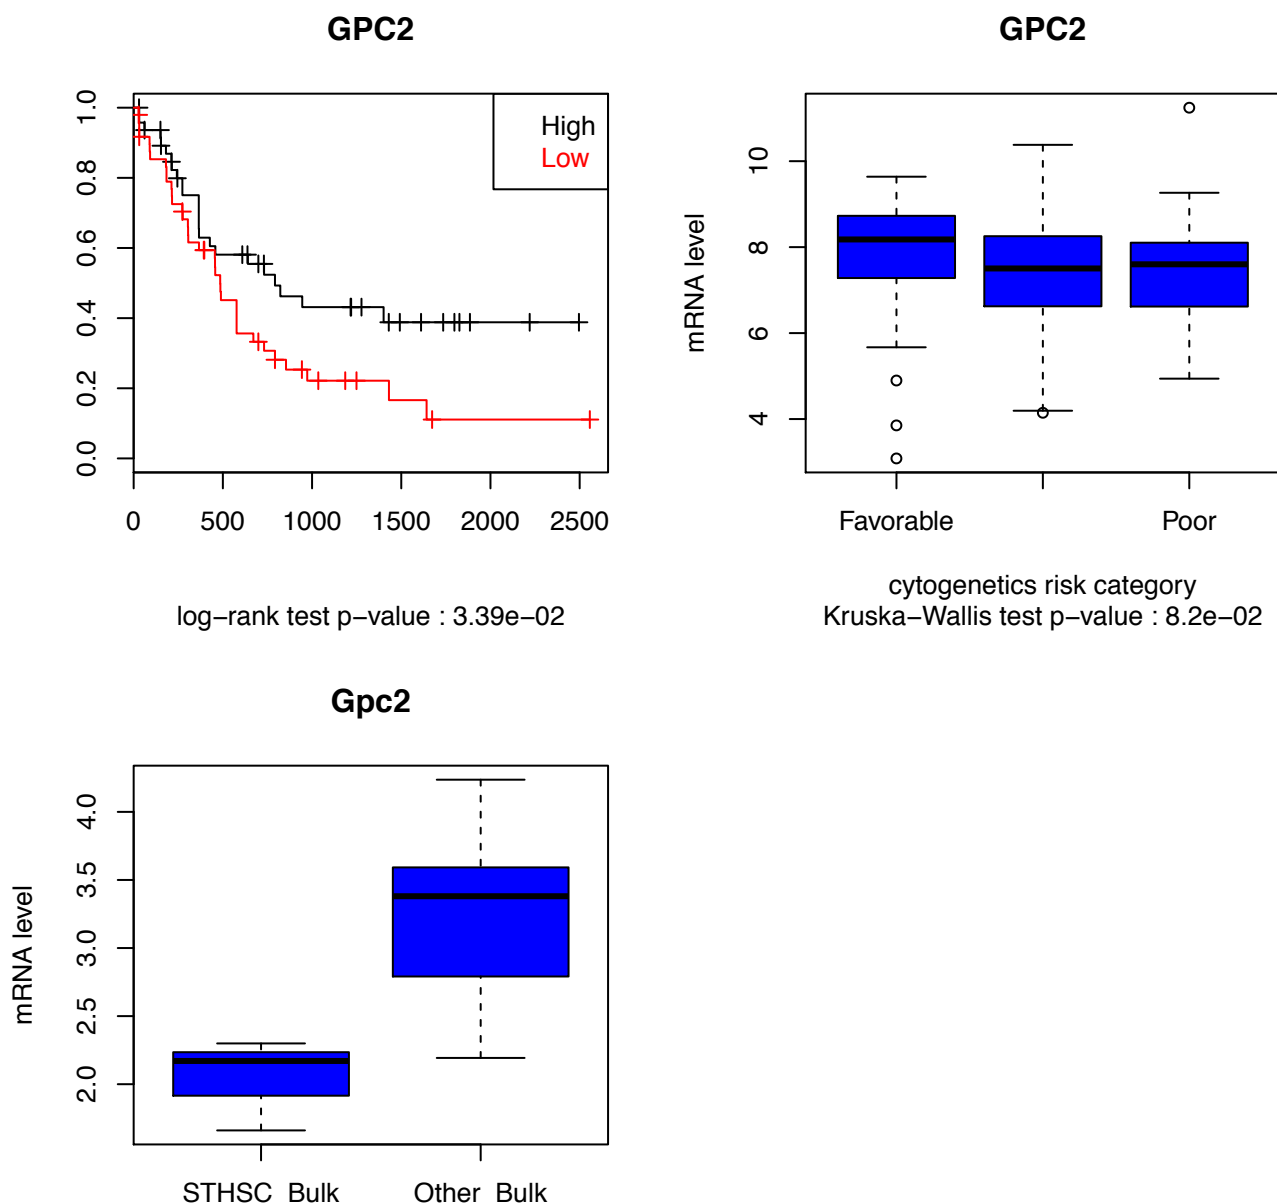

**Supplementary Figure 3 (cont'd). Differentially expressed genes in HSC-derived AML versus progenitor-derived AML are predictive of outcome in human AML** (top left panel) Kaplan-Meier analysis of overall survival of human AML patients with high and low expression of the annotated gene. P-values were calculated using log-rank test. (top right panel) Boxplot of mRNA expression level of annotated gene in AML patients with favorable, intermediate and poor cytogenetic-risk. P-values were calculated using the Kruskal-Wallis test. (lower left panel) Boxplot of mRNA expression level in STHSC:MA9 bulk leukemias versus other MA9 bulk tumors (MPP:MA9, CMP:MA9, GMP:MA9).

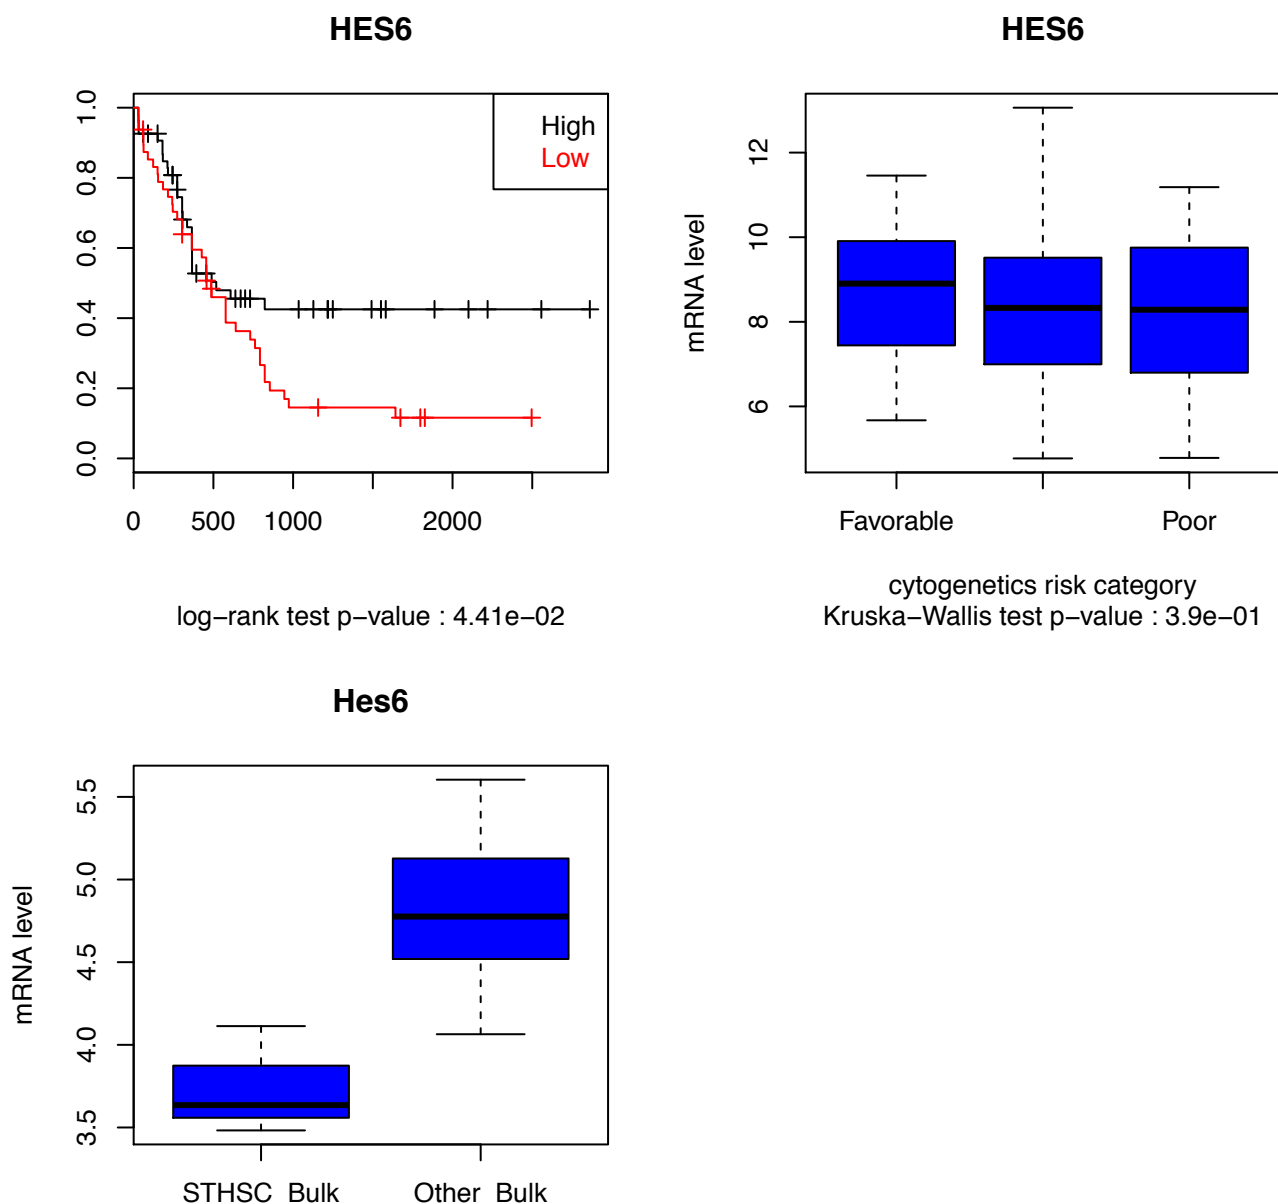

**Supplementary Figure 3 (cont'd). Differentially expressed genes in HSC-derived AML versus progenitor-derived AML are predictive of outcome in human AML** (top left panel) Kaplan-Meier analysis of overall survival of human AML patients with high and low expression of the annotated gene. P-values were calculated using log-rank test. (top right panel) Boxplot of mRNA expression level of annotated gene in AML patients with favorable, intermediate and poor cytogenetic-risk. P-values were calculated using the Kruskal-Wallis test. (lower left panel) Boxplot of mRNA expression level in STHSC:MA9 bulk leukemias versus other MA9 bulk tumors (MPP:MA9, CMP:MA9, GMP:MA9).

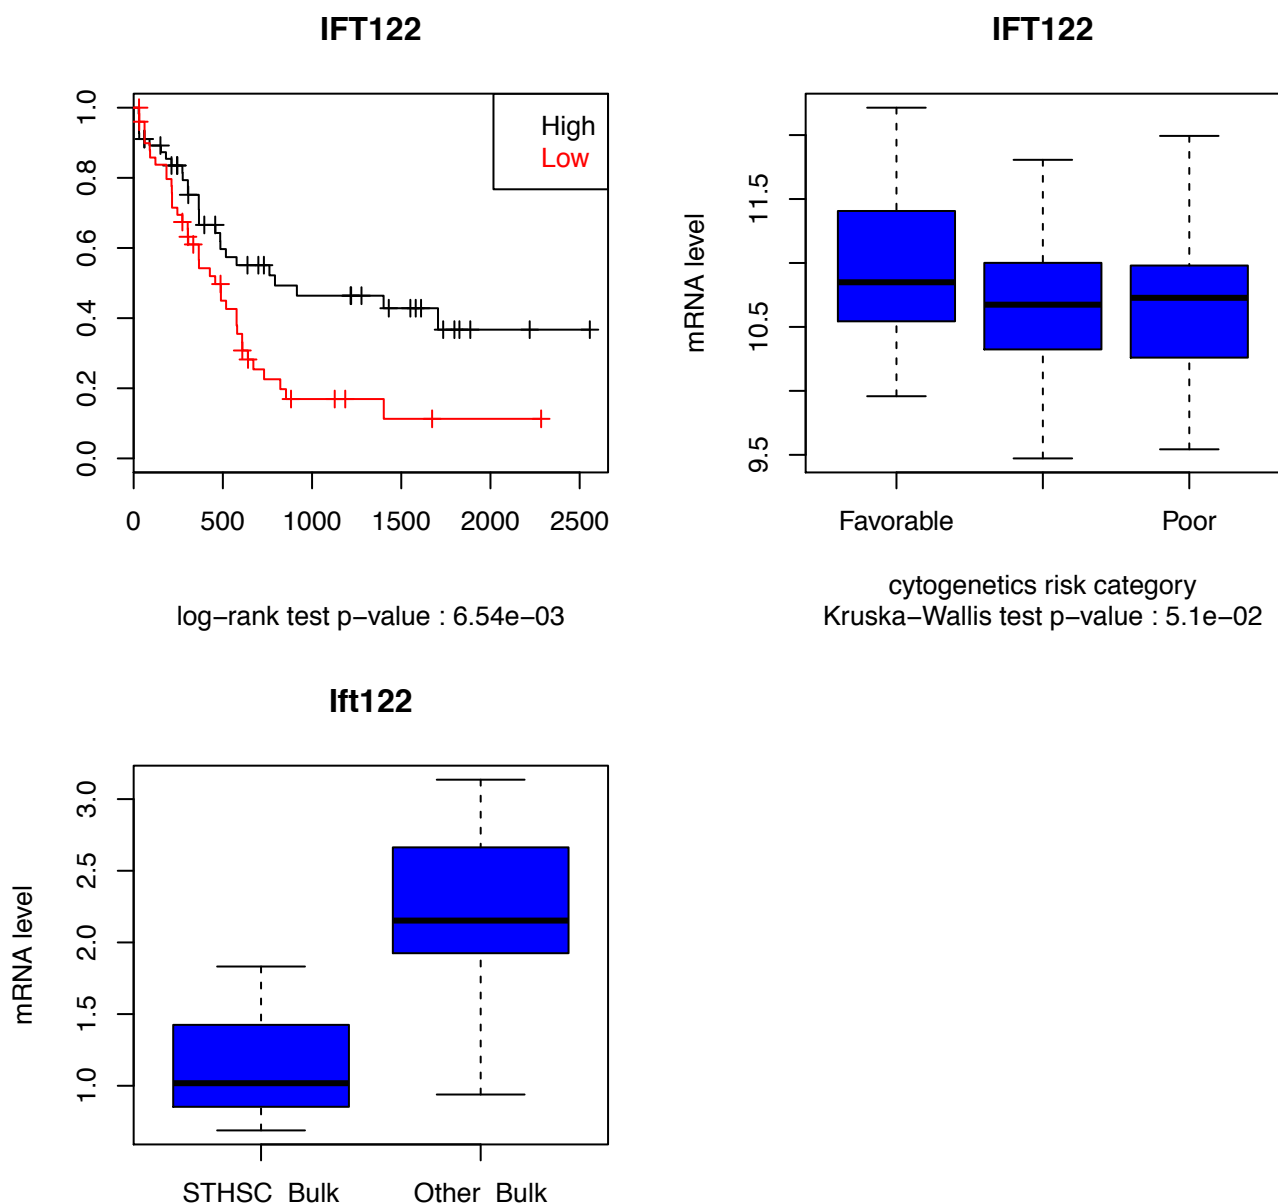

**Supplementary Figure 3 (cont'd). Differentially expressed genes in HSC-derived AML versus progenitor-derived AML are predictive of outcome in human AML** (top left panel) Kaplan-Meier analysis of overall survival of human AML patients with high and low expression of the annotated gene. P-values were calculated using log-rank test. (top right panel) Boxplot of mRNA expression level of annotated gene in AML patients with favorable, intermediate and poor cytogenetic-risk. P-values were calculated using the Kruskal-Wallis test. (lower left panel) Boxplot of mRNA expression level in STHSC:MA9 bulk leukemias versus other MA9 bulk tumors (MPP:MA9, CMP:MA9, GMP:MA9).

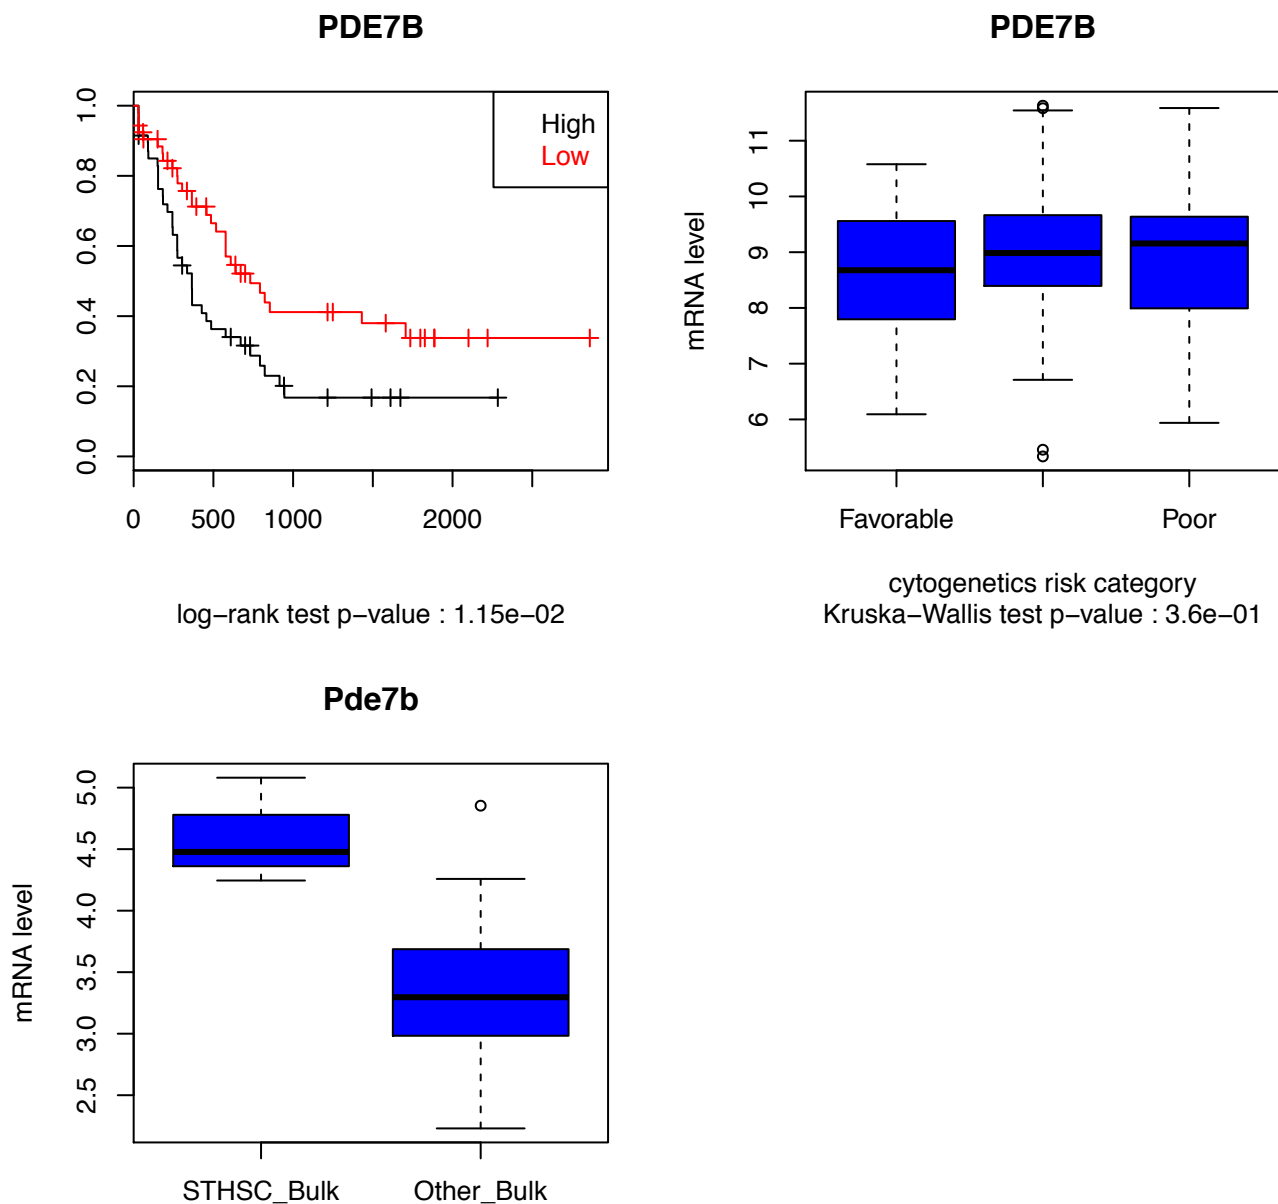

**Supplementary Figure 3 (cont'd). Differentially expressed genes in HSC-derived AML versus progenitor-derived AML are predictive of outcome in human AML** (top left panel) Kaplan-Meier analysis of overall survival of human AML patients with high and low expression of the annotated gene. P-values were calculated using log-rank test. (top right panel) Boxplot of mRNA expression level of annotated gene in AML patients with favorable, intermediate and poor cytogenetic-risk. P-values were calculated using the Kruskal-Wallis test. (lower left panel) Boxplot of mRNA expression level in STHSC:MA9 bulk leukemias versus other MA9 bulk tumors (MPP:MA9, CMP:MA9, GMP:MA9).

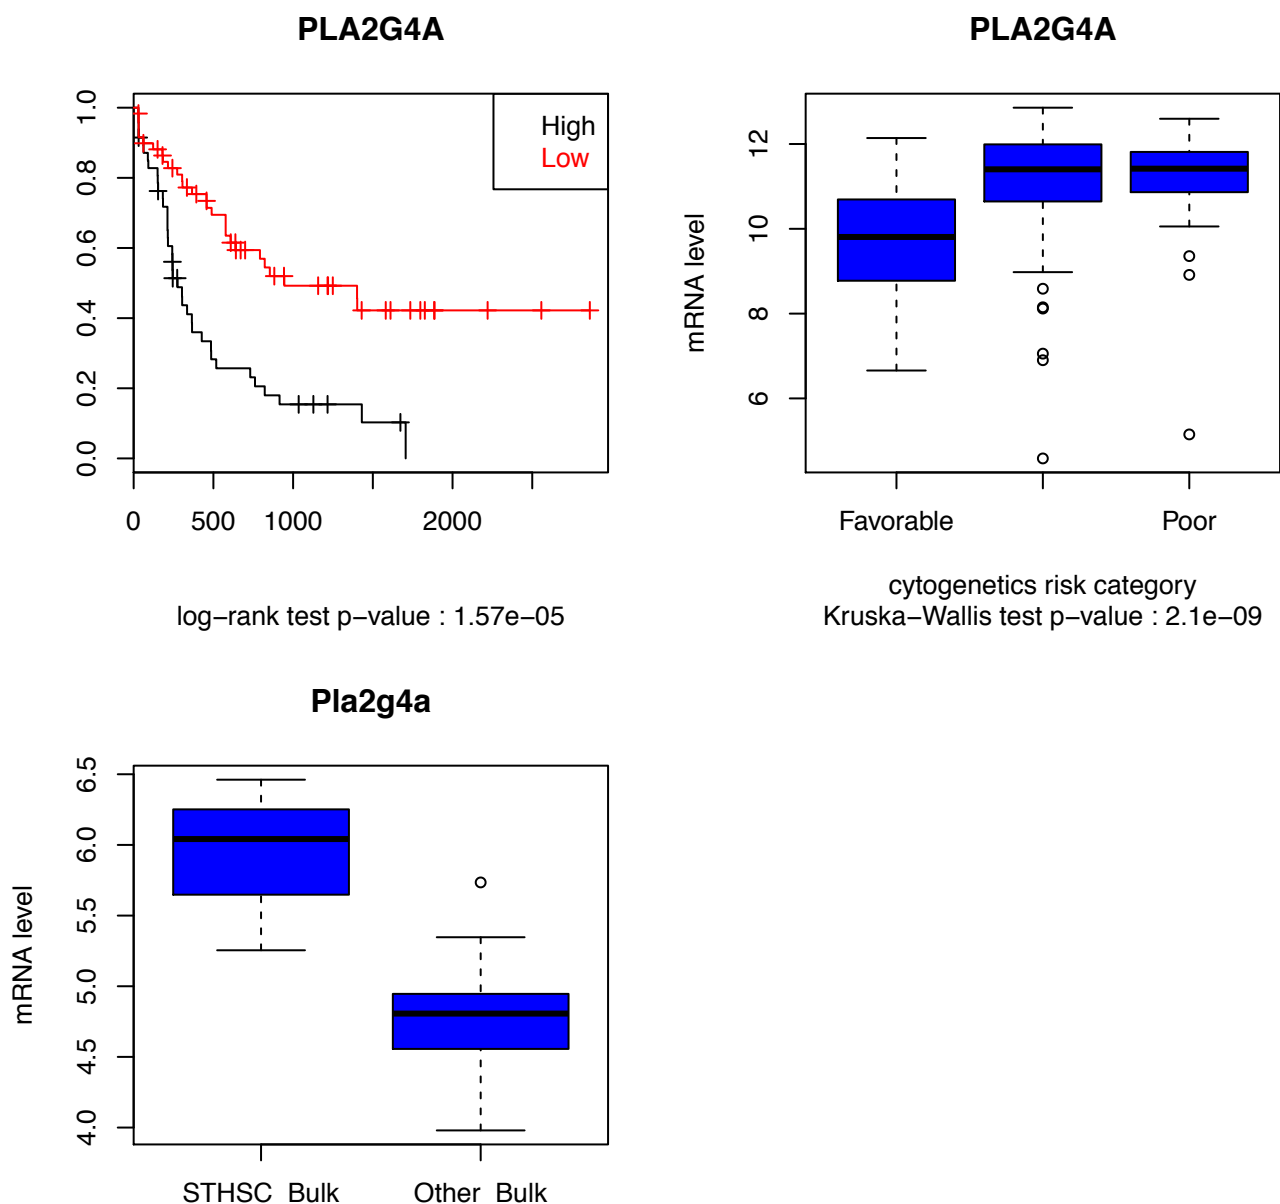

**Supplementary Figure 3 (cont'd). Differentially expressed genes in HSC-derived AML versus progenitor-derived AML are predictive of outcome in human AML** (top left panel) Kaplan-Meier analysis of overall survival of human AML patients with high and low expression of the annotated gene. P-values were calculated using log-rank test. (top right panel) Boxplot of mRNA expression level of annotated gene in AML patients with favorable, intermediate and poor cytogenetic-risk. P-values were calculated using the Kruskal-Wallis test. (lower left panel) Boxplot of mRNA expression level in STHSC:MA9 bulk leukemias versus other MA9 bulk tumors (MPP:MA9, CMP:MA9, GMP:MA9).

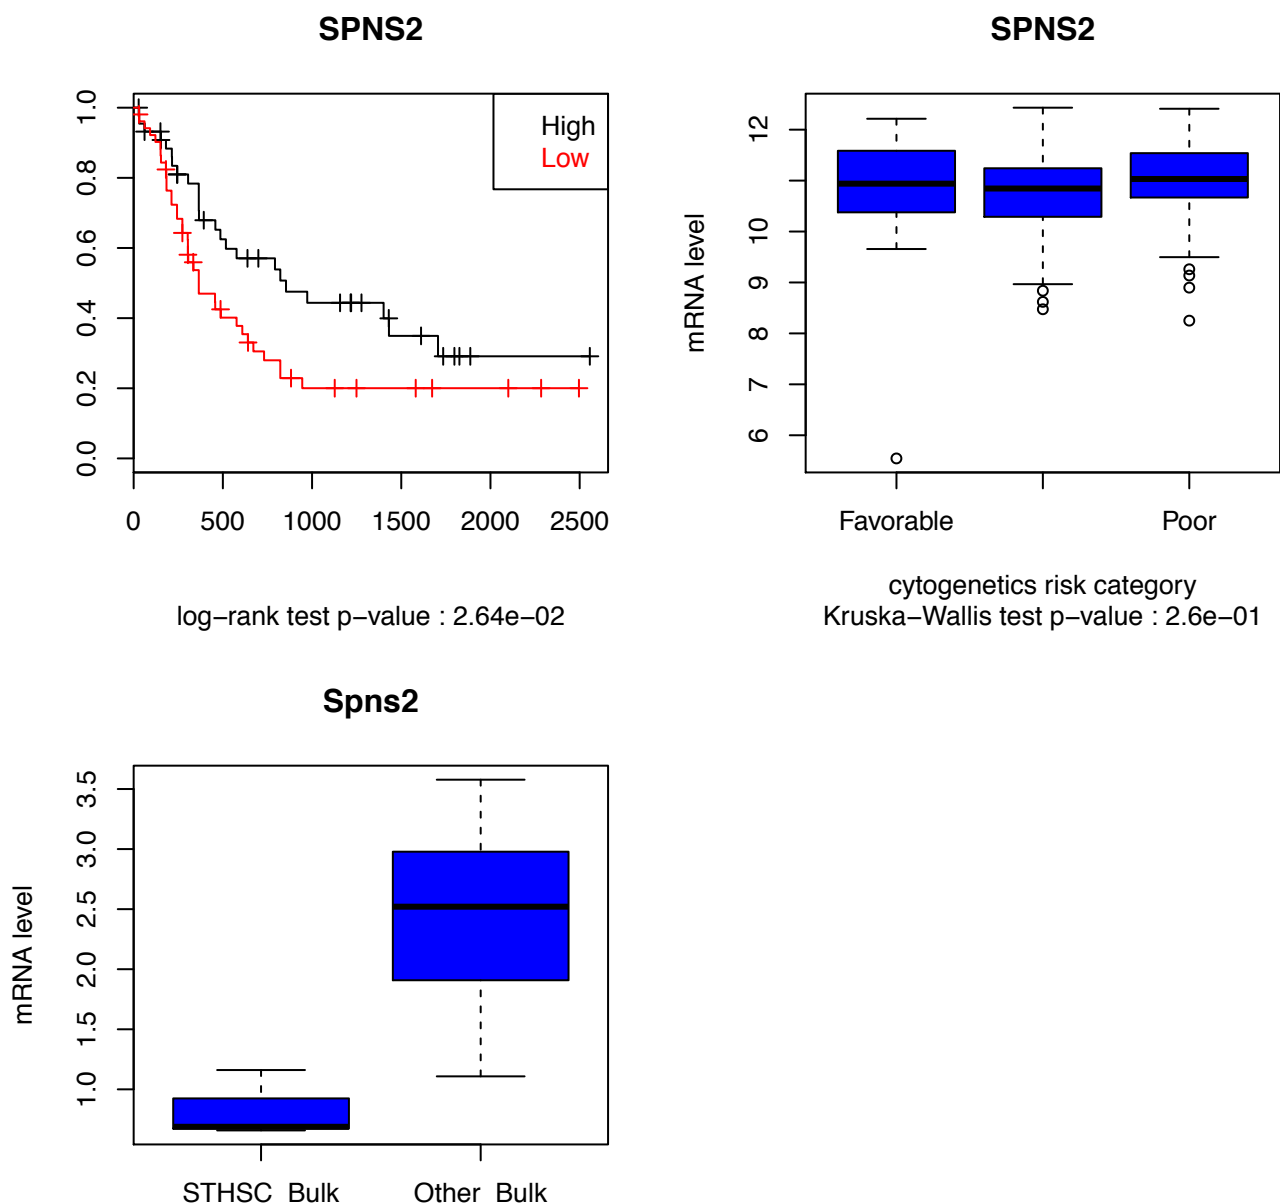

**Supplementary Figure 3 (cont'd). Differentially expressed genes in HSC-derived AML versus progenitor-derived AML are predictive of outcome in human AML** (top left panel) Kaplan-Meier analysis of overall survival of human AML patients with high and low expression of the annotated gene. P-values were calculated using log-rank test. (top right panel) Boxplot of mRNA expression level of annotated gene in AML patients with favorable, intermediate and poor cytogenetic-risk. P-values were calculated using the Kruskal-Wallis test. (lower left panel) Boxplot of mRNA expression level in STHSC:MA9 bulk leukemias versus other MA9 bulk tumors (MPP:MA9, CMP:MA9, GMP:MA9).

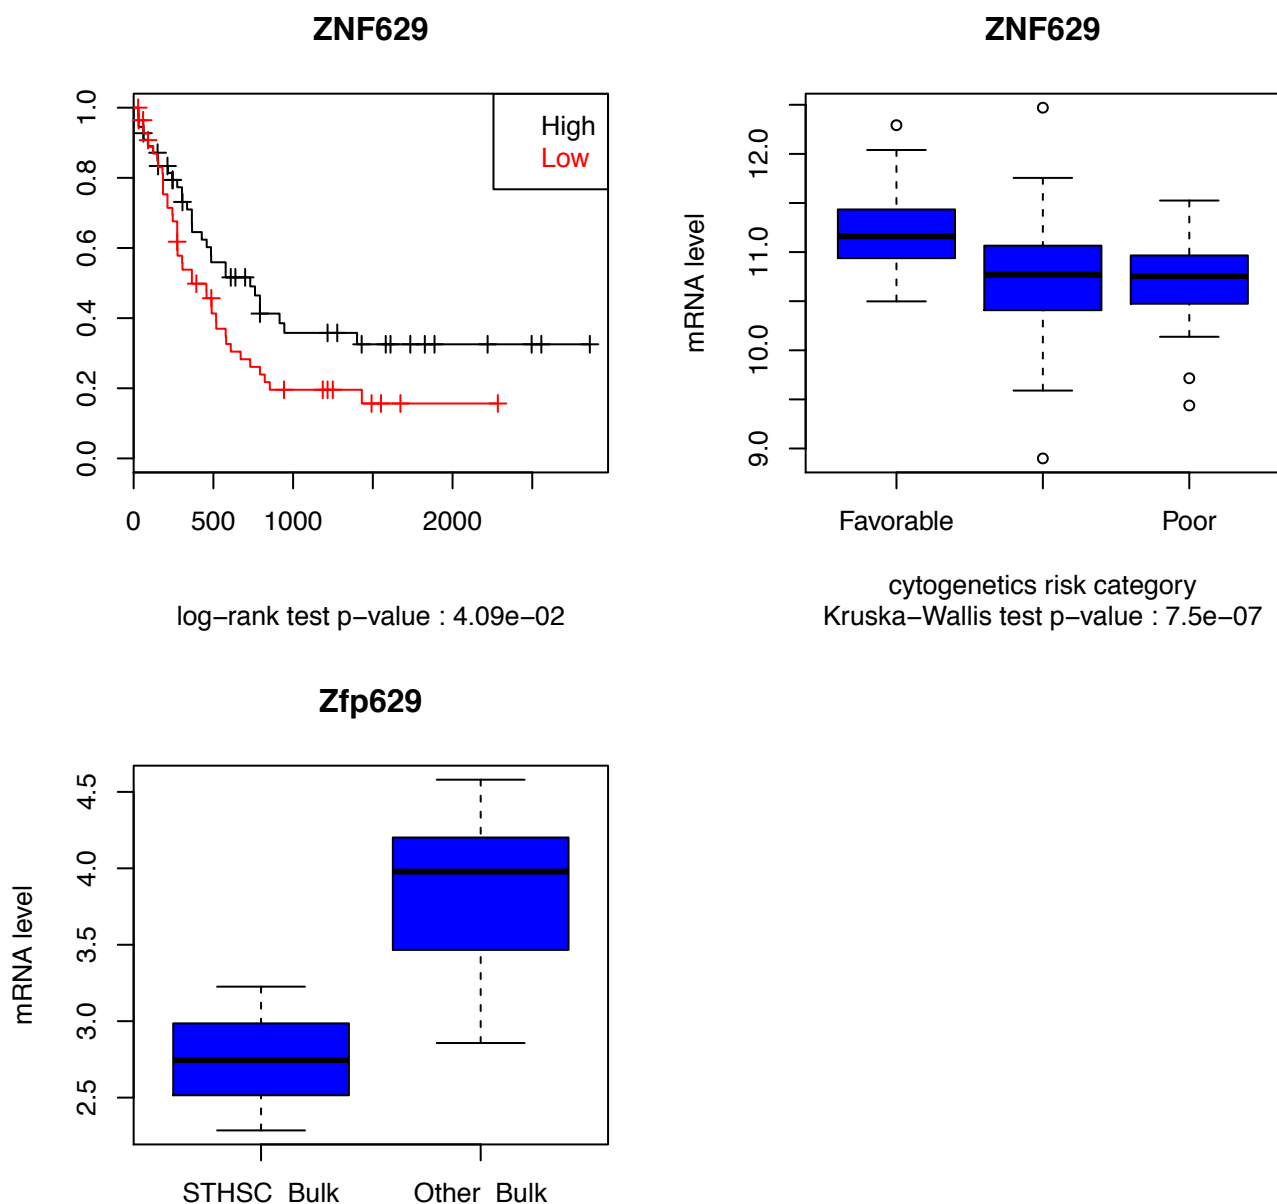

**Supplementary Figure 3 (cont'd). Differentially expressed genes in HSC-derived AML versus progenitor-derived AML are predictive of outcome in human AML** (top left panel) Kaplan-Meier analysis of overall survival of human AML patients with high and low expression of the annotated gene. P-values were calculated using log-rank test. (top right panel) Boxplot of mRNA expression level of annotated gene in AML patients with favorable, intermediate and poor cytogenetic-risk. P-values were calculated using the Kruskal-Wallis test. (lower left panel) Boxplot of mRNA expression level in STHSC:MA9 bulk leukemias versus other MA9 bulk tumors (MPP:MA9, CMP:MA9, GMP:MA9).

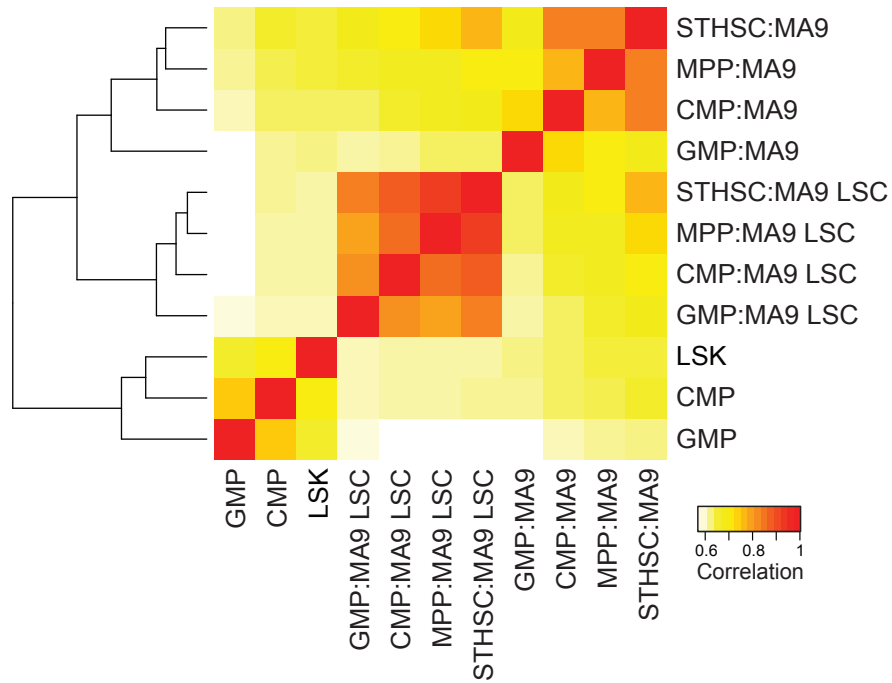

**Supplementary Figure 4. ATAC-seq profiles of leukemia stem cells versus bulk leukemia cells**  
Heatmap of Pearson correlation analysis of open chromatin regions in LSCs derived from distinct cells-of-origin and their normal cellular counterparts (LSK;  $n = 3$ , CMP;  $n = 3$ , GMP;  $n = 2$ , STHSC:MA9;  $n = 2$ , MPP:MA9;  $n = 2$ , CMP:MA9;  $n = 2$ , GMP:MA9;  $n = 2$ , STHSC:MA9 LSC;  $n = 1$ , MPP:MA9 LSC;  $n = 1$ , CMP:MA9 LSC;  $n = 1$ , GMP:MA9 LSC;  $n = 1$ ). LSK; Lin<sup>-</sup> Sca-1<sup>+</sup> c-Kit<sup>+</sup>, includes ST-HSC and MPP cells. Each sample was obtained from an individual mouse.

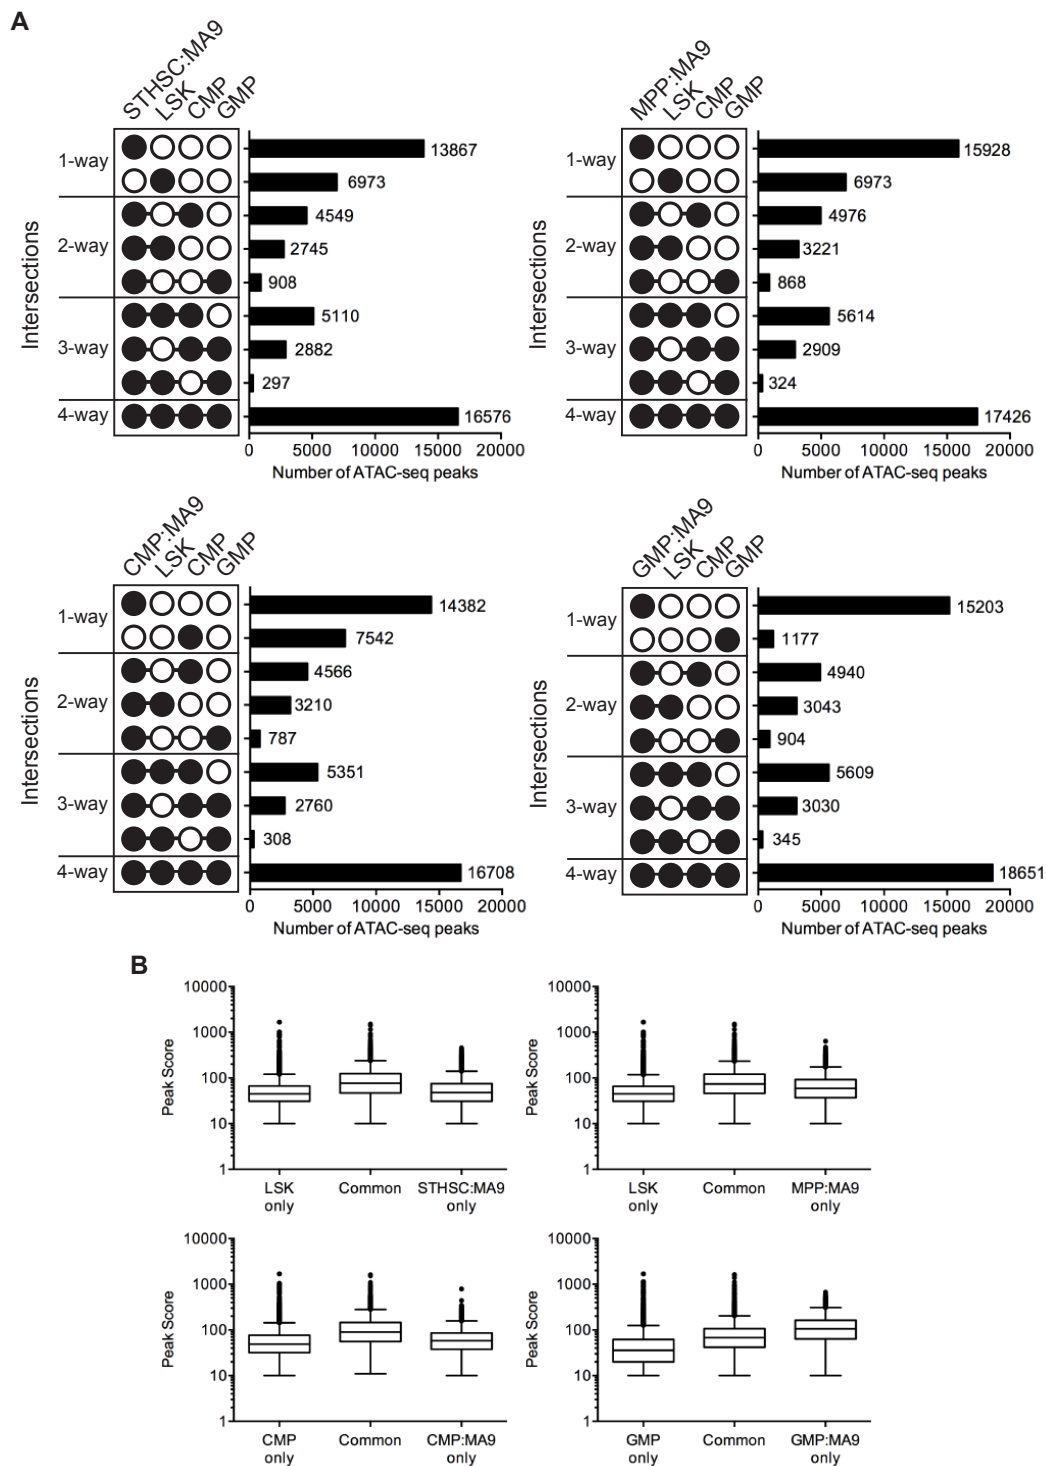

**Supplementary Figure 5. Global chromatin remodeling occurs during MLL-AF9 transformation**  
 (A) Number of intersecting ATAC-seq peaks of each leukemia subtype with all normal cell types (LSK;  $n = 3$ , CMP;  $n = 3$ , GMP;  $n = 2$ , STHSC:MA9;  $n = 2$ , MPP:MA9;  $n = 2$ , CMP:MA9;  $n = 2$ , GMP:MA9;  $n = 2$ ). Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments. LSK; Lin<sup>-</sup> Sca-1<sup>+</sup> c-Kit<sup>+</sup>, includes ST-HSC and MPP cells. Calculated numbers exclude peaks found in non-selected cell subsets. (B) Tukey-style box-and-whisker plots for unique and overlapping ATAC-seq peak scores (LSK;  $n = 3$ , CMP;  $n = 3$ , GMP;  $n = 2$ , STHSC:MA9;  $n = 2$ , MPP:MA9;  $n = 2$ , CMP:MA9;  $n = 2$ , GMP:MA9;  $n = 2$ ). Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments. Boxes denote 25<sup>th</sup> to 75<sup>th</sup> percentiles.

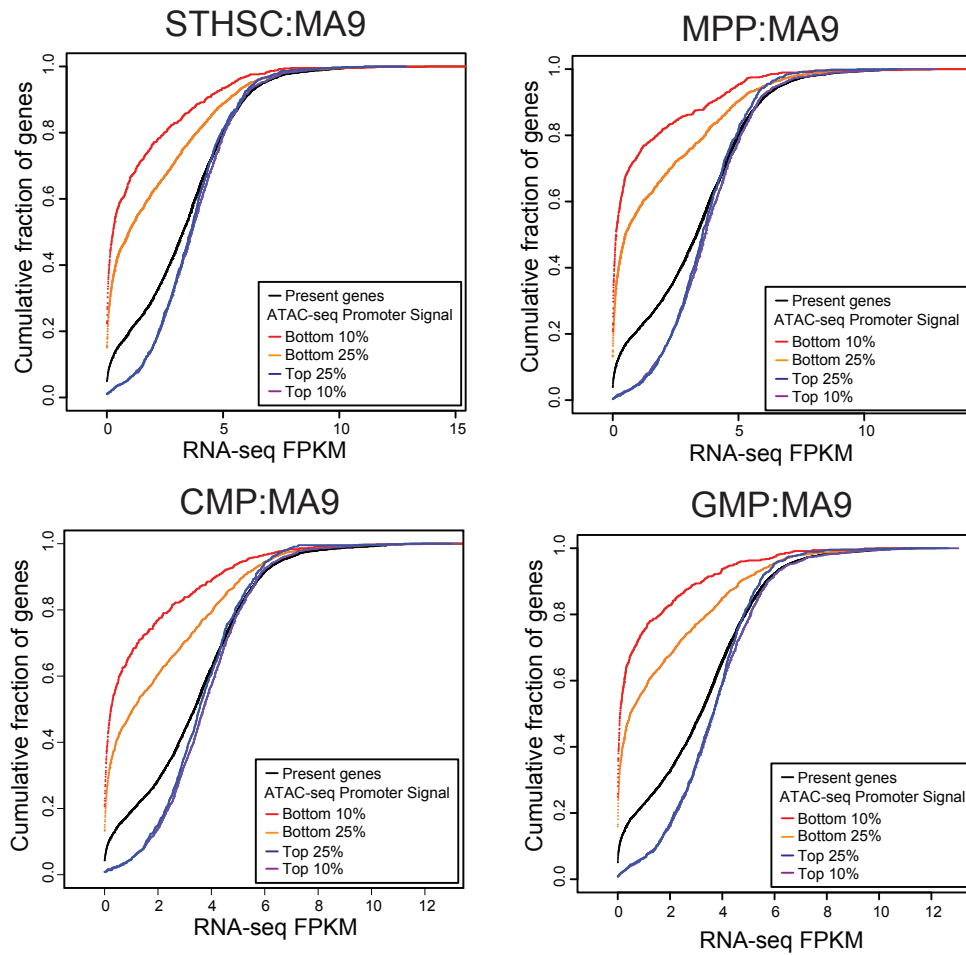

**Supplementary Figure 6. Relationship between open chromatin at promoters and local transcript expression** RNA-seq FPKM values of genes for which promoter ATAC-seq peak values fall within the bottom 10% of ATAC-seq peaks (red line), the bottom 25% (orange line), all transcripts (black line), top 25% (blue line) and top 10% (purple line). Analysis of single samples are shown. Trends were replicated once with independent biological replicates.

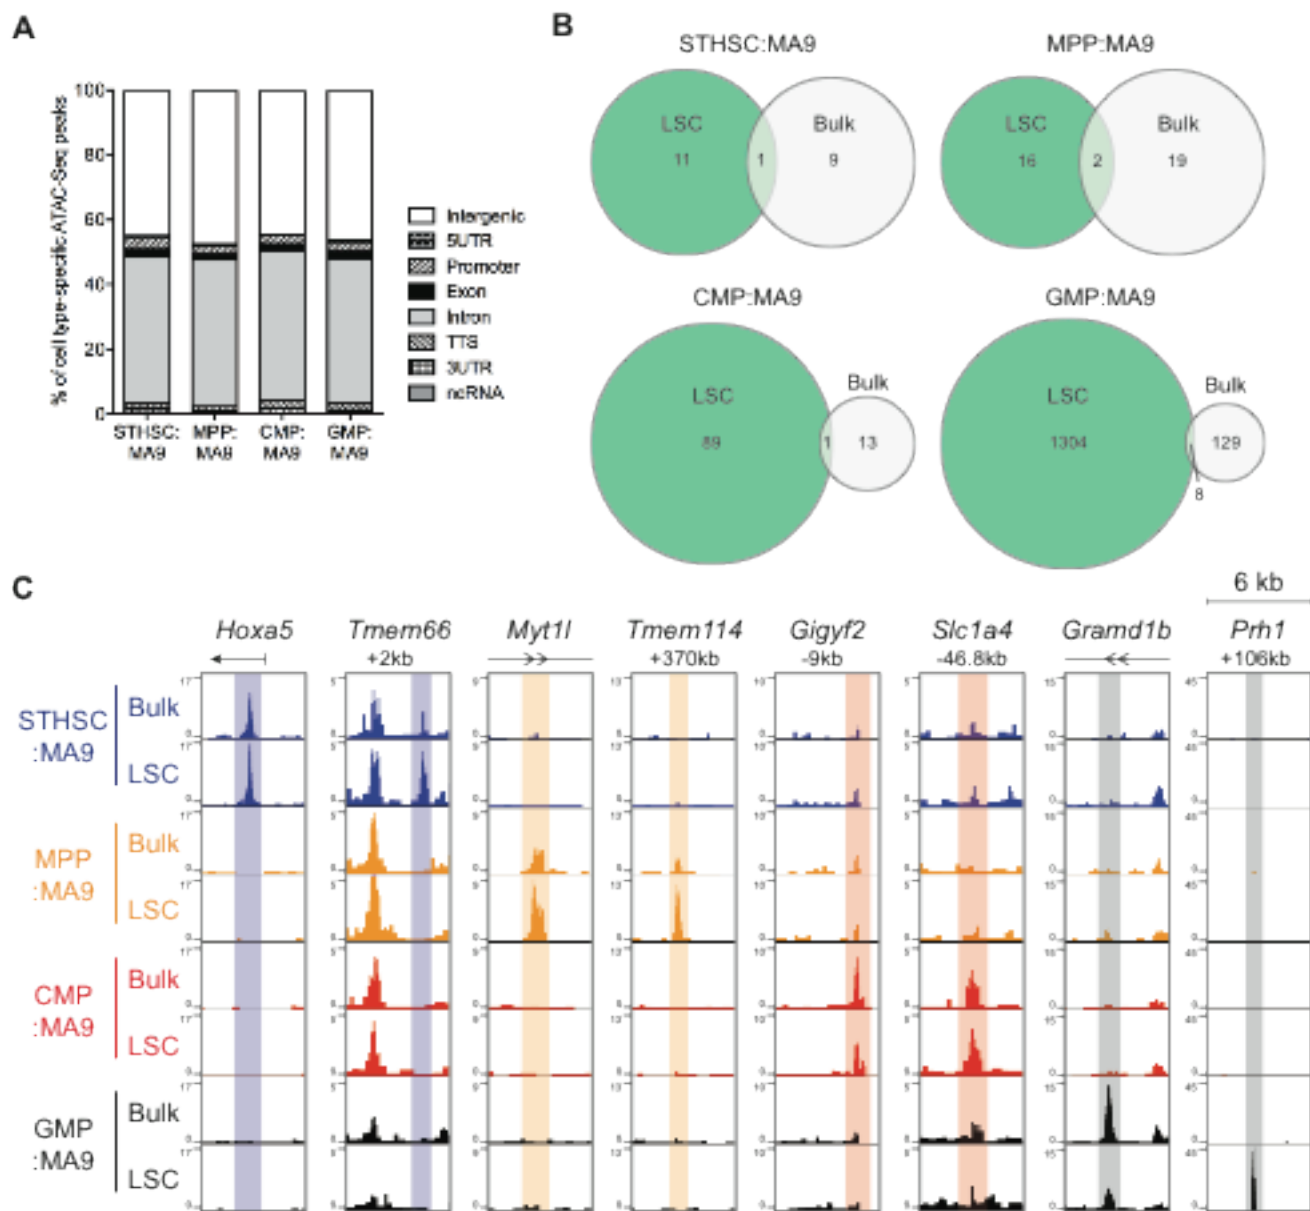

**Supplementary Figure 7. Open chromatin regions in bulk AML cells and LSCs** (A) Percentage of unique ATAC-seq peaks in bulk leukemias distributed across annotated genomic features (STHSC:MA9;  $n = 2$ , MPP:MA9;  $n = 2$ , CMP:MA9;  $n = 2$ , GMP:MA9;  $n = 2$ ). Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments. Bars denote mean. (B) Overlap of unique peaks identified in bulk leukemia and LSC samples based on cell-of-origin (STHSC:MA9;  $n = 2$ , STHSC:MA9 LSC;  $n = 2$ , MPP:MA9;  $n = 2$ , MPP:MA9 LSC;  $n = 2$ , CMP:MA9;  $n = 2$ , CMP:MA9 LSC;  $n = 2$ , GMP:MA9;  $n = 2$ , GMP:MA9 LSC;  $n = 2$ ). Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments. (C) Normalized ATAC-seq profiles of *in vivo*-derived primary bulk leukemias and LSCs, showing open chromatin regions nearest *Hoxa5*, *Tmem66*, *Myt1l*, *Tmem114*, *Gifyf2*, *Slc1a4*, *Prh1*, and *Gramd1b* in 6kb regions. Single samples are shown. Trends were replicated once with independent biological replicates.

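Specific regions of the bulk leukaemias (n=2 each) were 46.2% intronic, 42.2% intergenic and 6.77% promoter in STHSC:MA9. In MPP:MA9 they were 46.3% intronic, 44.6% intergenic and 5.16% promoter. In CMP:MA9 they were 47.0% intronic, 41.8% intergenic and 5.23% promoter. In GMP:MA9 they were 45.3% intronic, 43.2% intergenic and 5.95% promoter. The remaining 4.84%, 3.97%, 6.01% and 5.55% were exonic. The ATAC-seq peaks of LSCs were not analysed here.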

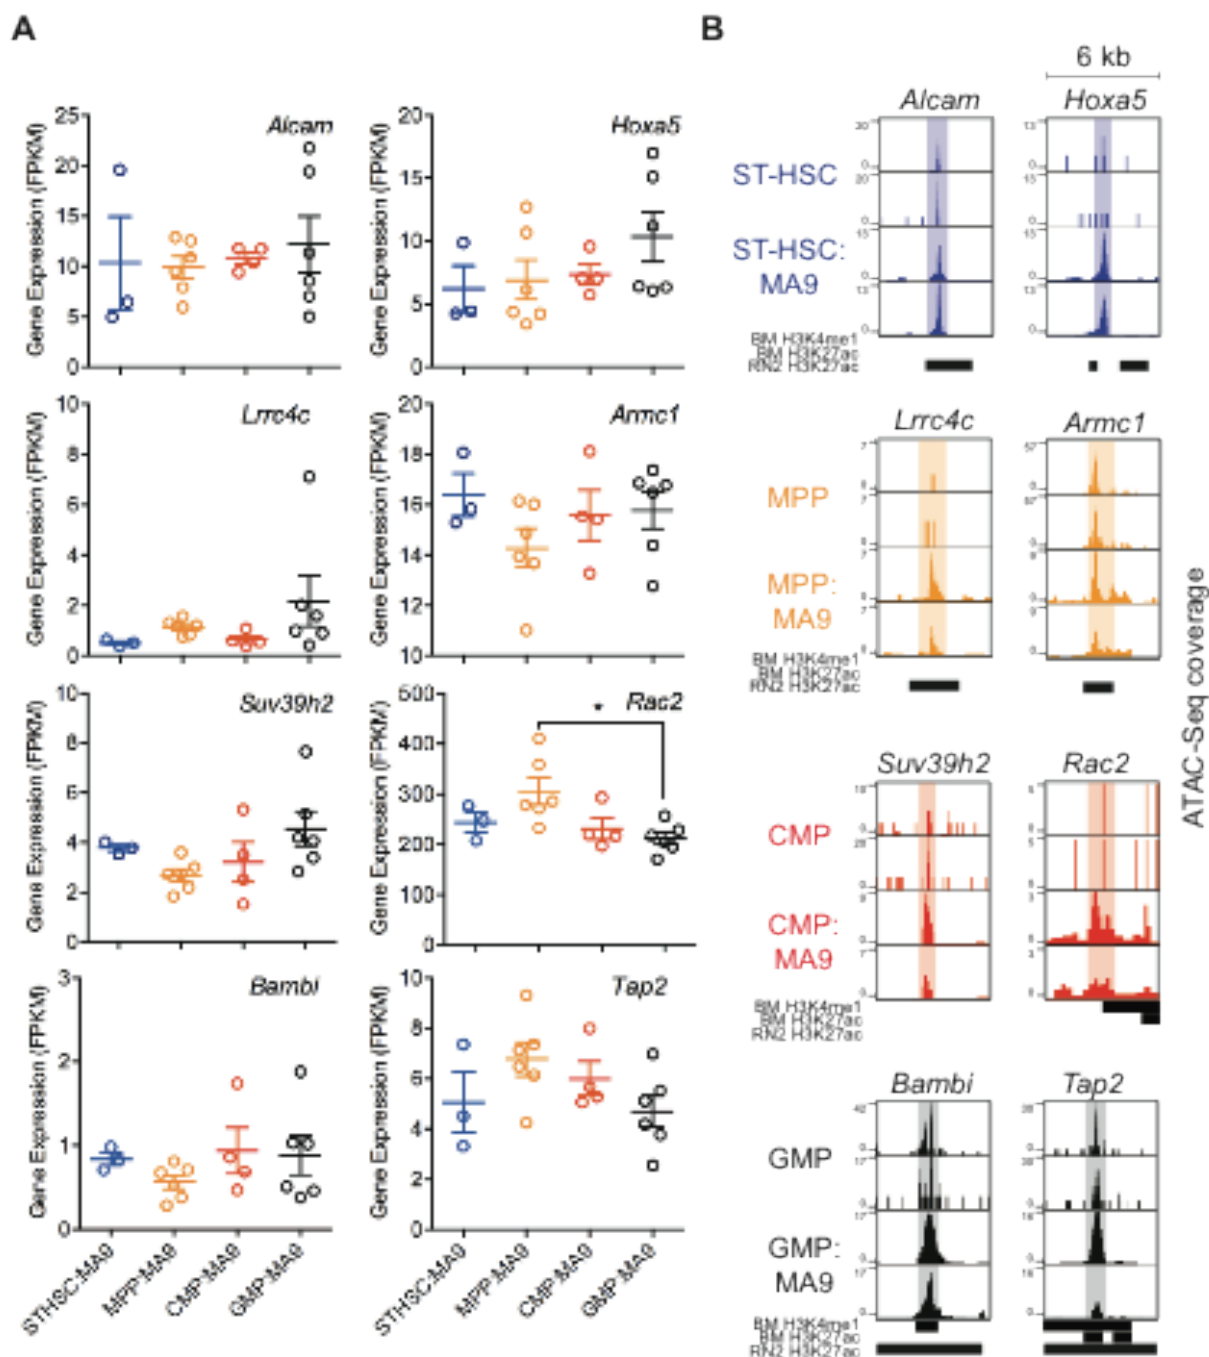

**Supplementary Figure 8. Open chromatin regions in bulk AML cells and normal cells-of-origin**

(A) Local transcript production (RNA-seq FPKM) nearest to the loci possessing unique open chromatin peaks in bulk leukemias based on cell-of-origin (STHSC;  $n = 5$ , MPP;  $n = 6$ , CMP;  $n = 5$ , GMP;  $n = 5$ , STHSC:MA9;  $n = 3$ , MPP:MA9;  $n = 6$ , CMP:MA9;  $n = 4$ , GMP:MA9;  $n = 6$ ). Each sample was obtained from an individual mouse. Data were collected from two biological replicate experiments. Center bars indicate mean. Error bars indicate s.e.m. Kruskal-Wallis test for *Rac2*;  $P = 0.0199$ . Dunn's multiple comparisons test; \*  $P < 0.05$ . (B) Normalized ATAC-seq profiles of *in vivo*-derived primary bulk leukemias and their respective cells-of-origin, showing open chromatin regions nearest *Alcam*, *Hoxa5*, *Lrrc4c*, *Armc1*, *Suv39h2*, *Rac2*, *Bambl* and *Tap2* in 6kb regions. Biological replicates of each are shown. Shown at bottom are H3K4me1 and H3K27ac ChIP-seq peak regions in normal murine bone marrow (BM) and H3K27ac peak regions in an MLL-AF9/Nras<sup>G12D</sup> murine AML cell line (RN2).

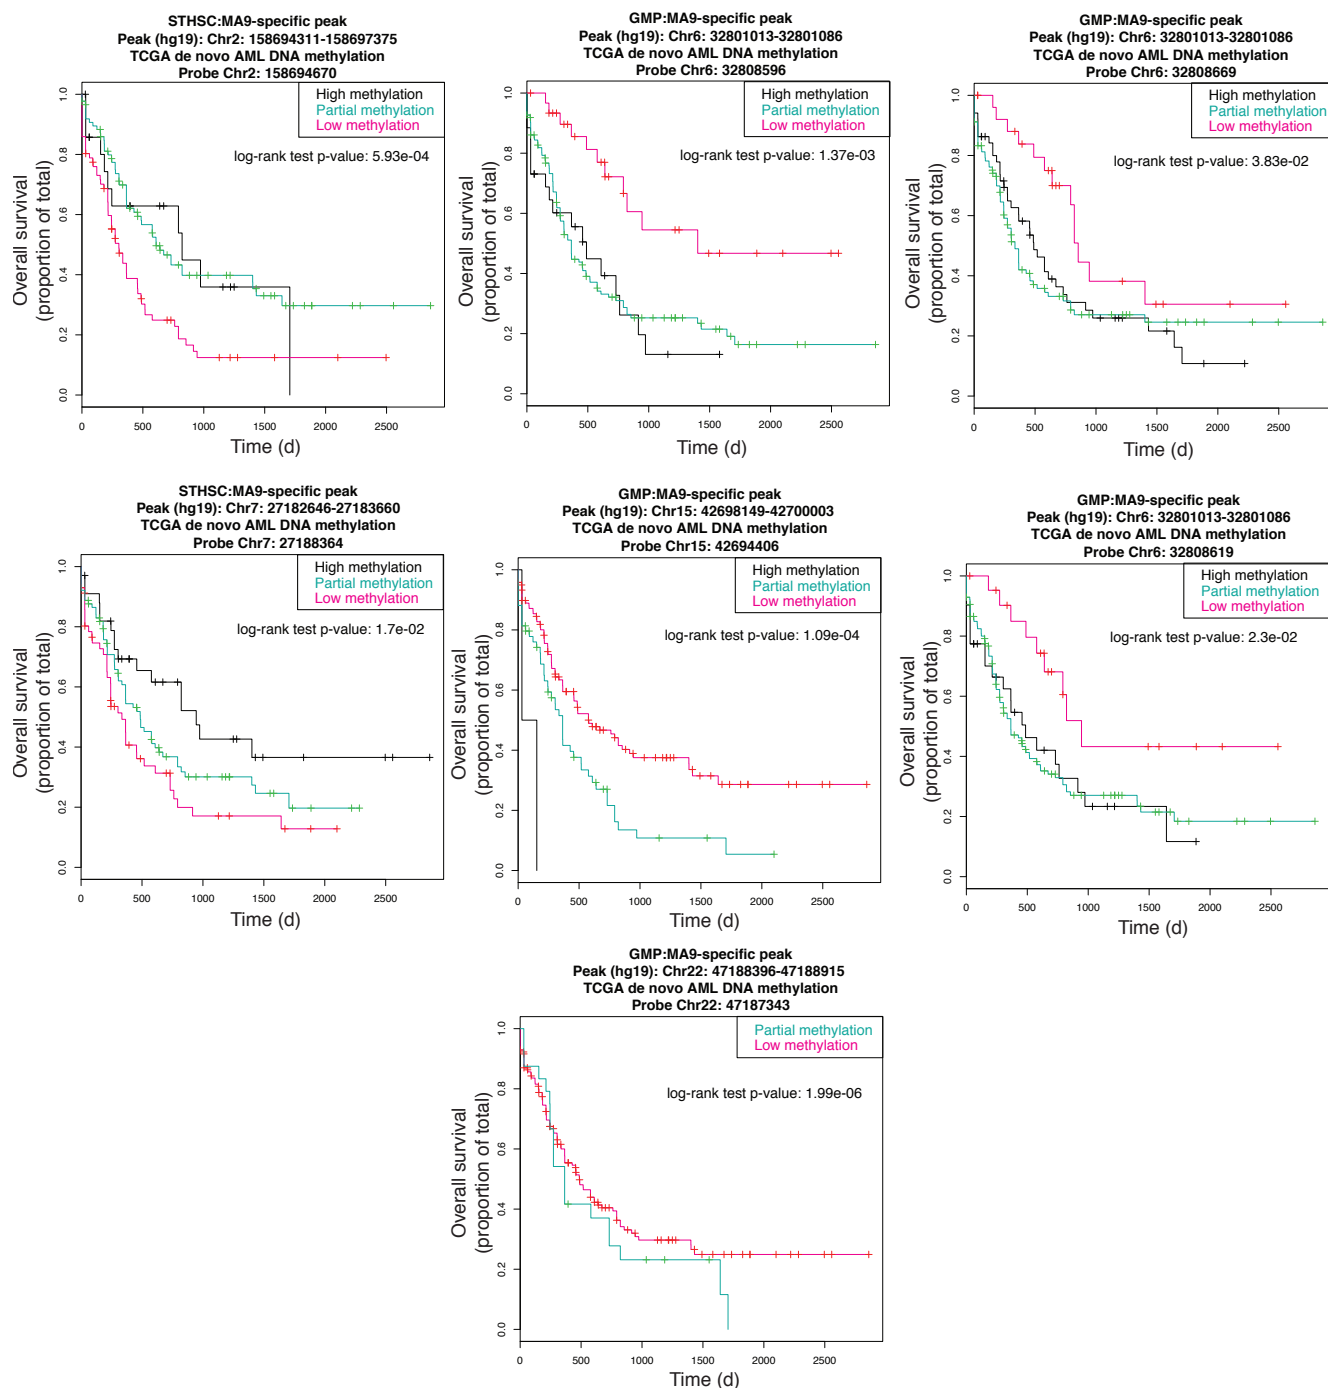

**Supplementary Figure 9. DNA methylation loci predictive of outcome in human TCGA AML data and proximal to cell-of-origin-specific open chromatin regions** Overall survival of human AML patients based on DNA methylation status of the CpG probe shown ( $n = 200$ ). Log-rank test  $P$  values are denoted on each graph.

**Supplementary Table 1. Log-rank (Mantel-Cox) test p values for all pair-wise comparisons of overall survival in mice transplanted with MA9 cell lines as shown in Figure 1C**

|                | 100K MA9 (LT) | 100K MA9 (ST) | 100K MA9 (MPP) | 100K MA9 (CMP) | 100K MA9 (GMP) |
|----------------|---------------|---------------|----------------|----------------|----------------|
| 100K MA9 (LT)  |               | 0.002         | 0.002          | 0.019          | 0.0116         |
| 100K MA9 (ST)  | 0.002         |               | 0.0086         | 0.1822         | 0.012          |
| 100K MA9 (MPP) | 0.002         | 0.0086        |                | 0.4692         | 0.012          |
| 100K MA9 (CMP) | 0.019         | 0.1822        | 0.4692         |                | 0.7419         |
| 100K MA9 (GMP) | 0.0116        | 0.012         | 0.012          | 0.7419         |                |

**Supplementary Table 2. Limiting dilution transplantation data to determine initiating cell frequency**

| Dose (Cells) | Transplanted | Engrafted | Group    |
|--------------|--------------|-----------|----------|
| 1000         | 5            | 1         | MA9(LT)  |
| 10000        | 5            | 3         | MA9(LT)  |
| 100000       | 5            | 5         | MA9(LT)  |
| 1000         | 5            | 0         | MA9(ST)  |
| 10000        | 5            | 3         | MA9(ST)  |
| 100000       | 5            | 5         | MA9(ST)  |
| 1000         | 5            | 1         | MA9(MPP) |
| 10000        | 5            | 2         | MA9(MPP) |
| 100000       | 5            | 5         | MA9(MPP) |
| 1000         | 5            | 0         | MA9(CMP) |
| 10000        | 5            | 0         | MA9(CMP) |
| 100000       | 5            | 3         | MA9(CMP) |
| 1000         | 5            | 0         | MA9(GMP) |
| 10000        | 5            | 0         | MA9(GMP) |
| 100000       | 5            | 5         | MA9(GMP) |

**Supplementary Table 3. Pearson's chi-square test p values for all pair-wise comparisons of limiting dilution leukemia initiating cell frequency as shown in Figure 1E**

|           | MA9 (LT) | MA9 (ST) | MA9 (MPP) | MA9 (CMP) | MA9 (GMP) |
|-----------|----------|----------|-----------|-----------|-----------|
| MA9 (LT)  |          | 0.685    | 0.566     | 0.000643  | 0.0501    |
| MA9 (ST)  | 0.685    |          | 0.878     | 0.00352   | 0.133     |
| MA9 (MPP) | 0.566    | 0.878    |           | 0.00474   | 0.167     |
| MA9 (CMP) | 0.000643 | 0.00352  | 0.00474   |           | 0.168     |
| MA9 (GMP) | 0.0501   | 0.133    | 0.167     | 0.168     |           |

**Supplementary Table 4. Log-rank (Mantel-Cox) test p values for all pair-wise comparisons of overall survival in mice transplanted with MA9-transduced primary cells as shown in Figure 2B**

|           | STHSC:MA9 | MPP:MA9 | CMP:MA9 | GMP:MA9 |
|-----------|-----------|---------|---------|---------|
| STHSC:MA9 |           | 0.2319  | 0.0358  | <0.0001 |
| MPP:MA9   | 0.2319    |         | 0.1634  | <0.0001 |
| CMP:MA9   | 0.0358    | 0.1634  |         | 0.0086  |
| GMP:MA9   | <0.0001   | <0.0001 | 0.0086  |         |

**Supplementary Table 5. Somatic mutations identified in coding regions of bulk tumor samples**

| Leukemia Cell Type<br>(# samples) | STHSC:MA9<br>(3) | MPP:MA9<br>(6) | CMP:MA9<br>(4) | GMP:MA9<br>(6) |
|-----------------------------------|------------------|----------------|----------------|----------------|
| <i>1700128F08Rik</i>              | -                | 2 <sup>a</sup> | -              | -              |
| <i>C130026I21Rik</i>              | -                | 1 <sup>b</sup> | -              | -              |
| <i>Csde1</i>                      | -                | 1 <sup>c</sup> | -              | -              |
| <i>Ctsa1</i>                      | -                | 1 <sup>d</sup> | -              | -              |
| <i>Eef1b2</i>                     | -                | 1 <sup>e</sup> | -              | -              |
| <i>Fam111a</i>                    | -                | 1 <sup>f</sup> | -              | -              |
| <i>Fibp</i>                       | -                | 1 <sup>g</sup> | -              | -              |
| <i>Gm21092</i>                    | -                | 1 <sup>h</sup> | -              | -              |
| <i>Gm340</i>                      | -                | 1 <sup>i</sup> | -              | -              |
| <i>Hist1h2br</i>                  | 1 <sup>j</sup>   | -              | -              | -              |
| <i>mt-Co1</i>                     | -                | 1 <sup>k</sup> | -              | -              |
| <i>Odc1</i>                       | -                | 1 <sup>l</sup> | -              | -              |
| <i>Prdx5</i>                      | -                | 1 <sup>m</sup> | -              | -              |
| <i>Prex1</i>                      | -                | 1 <sup>n</sup> | -              | -              |
| <i>Samhd1</i>                     | -                | 1 <sup>o</sup> | -              | -              |
| <i>Sec61b</i>                     | -                | 1 <sup>p</sup> | -              | -              |
| <i>Sephs1</i>                     | -                | 1 <sup>q</sup> | -              | -              |
| <i>Setdb1</i>                     | -                | 1 <sup>r</sup> | -              | -              |
| <i>Sf3b3</i>                      | -                | 1 <sup>s</sup> | -              | -              |

<sup>a</sup>p.TyrTyr141\* (stop), p.TyrTyrLeu141\* (stop); <sup>b</sup>p.Arg56\* (LOF, NMD); <sup>c</sup>p.Glu740\* (LOF, NMD);

<sup>d</sup>p.ThrSer2\* (LOF, NMD); <sup>e</sup>p.Glu111\* (LOF, NMD); <sup>f</sup>transcript variant; <sup>g</sup>p.Glu217\* (LOF, NMD);

<sup>h</sup>p.Lys208\* (stop); <sup>i</sup>p.Glu791\* (stop); <sup>j</sup>p.MetPro1? (LOF); <sup>k</sup>p.Ter6Serext\*? (stop lost); <sup>l</sup>p.Trp356\* (LOF, NMD);

<sup>q</sup>p.Gly156\* (LOF, NMD); <sup>r</sup>p.Gln445\* (LOF, NMD); <sup>s</sup>p.Gln651\* (LOF, NMD)

How the deposited data were processed for this re-analysis (not part of the article)

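Open chromatin was measured by ATAC-seq in 8 bulk leukaemias, n=2 for each of STHSC:MA9, MPP:MA9, CMP:MA9 and GMP:MA9, with condition and replicate taken from the sample labels and the legend of Fig. 5. The authors sorted 50000 leukaemia cells per sample, aligned the reads to mm9 with bowtie2, kept uniquely mapped reads, removed duplicates and called broad peaks with MACS2 per sample, with reads extended to 200 bp around the cut site and without pooling replicates. The deposited pileup is the signal of extended reads over a peak, not scaled for read depth. The deposited fold enrichment is the ratio of the pileup to the background expected in the same sample, each with 1 added. The deposited −log10 p and −log10 q values come from MACS2 and test a peak against the background of its own sample, so they rise with depth. A peak score of 10 times the −log10 q value was computed from them.

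Reads per sample were not listed and were estimated from the background pileup, the extension length and the effective mouse genome size preset in MACS2. The estimates ran from 28.4 to 48.7 M, with a median of 39.5 M, and are approximate; the share of reads in peaks rests on them and on the pileup summed over peaks. Peaks numbered from 49320 to 90952 per sample, with a median of 61099.5, and each of the samples had 2 or 3 peaks on mitochondrial DNA. A weak region called in a sample with many reads in peaks can fall below the threshold in another, and no interval can be given for an uncalled region because its reads are unknown.

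Peaks sharing at least 1 bp were merged, the largest value of the overlapping peaks was taken for each sample, and 0 was used where none was called. Consensus peaks of a leukaemia were the intersections of its replicates, after the use of bedtools intersect in the paper's methods. The merging and intersection were checked against bedtools 2.31.1. Correlations between samples and exclusive regions were tested by exact permutation of the samples, over every pairing or the 28 choices of 2 samples, and over 24 pairings or 16 choices with the replicate number as a block. Differential regions were tested with limma 3.58.1 in R 4.3.3 with a trend in the prior variance, on log2(fold enrichment + 1), for 2 samples against 6, over the 80357 regions called in at least 2 samples, at a Benjamini-Hochberg false discovery rate of 0.1. The 2-against-6 design follows the sheets of Supplementary Data 2. On simulated data with 200 changed regions, each changed by a large multiple of the median SD and placed among regions called in all 8 samples, the limma test recovered 100% and made 18 false calls; regions with uncalled samples were not simulated. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

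Genomic features came from the GENCODE annotation of mm9, by peak centre, in the order promoter, exon, intron and intergenic. The loci named in the text are those of Fig. 5b, the locus of each leukaemia with the largest positive fold in Supplementary Data 2, and the regions around Mina and Crybg3; this rule was set in advance, and taking the listed locus nearest to each gene was decided later. For Alcam, every listed STHSC:MA9 locus within 2 Mb was kept, a limit also chosen later. Alternatives were another measure (fold enrichment, log2 of the score, ranks), stricter peaks with a −log10 q of at least 5, an equal number of peaks per sample, autosomes only, union or 50% reciprocal overlap of replicates, other normalizations, pseudocounts, thresholds and filters for limma, another promoter definition, the replicate block, and leaving out each sample in turn. Annotation by protein-coding transcripts only was added after seeing the data. Normal cells, LSCs, RNA-seq, ChIP-seq and human methylation data were not analysed here.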

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

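The tests of sequencing depth, of pileup on chromosome 19 and of GC content between samples on chromosomes 16 and 19 were chosen only after the result was seen. The designs, the rule for which loci to name and the alternatives were set before the data were examined, except that the annotation by protein-coding transcripts, the use of the listed locus nearest to each gene and the 2 Mb limit for Alcam were decided later. Of 26 measures compared between the 8 samples, among them the share of peaks on each of 20 chromosomes, 3 had a sample whose gap to its nearest neighbour exceeded Dixon's critical value at the 0.05 level; 1.3 would do so by chance. The paper gives an approximate depth of sequencing; the 3 measures that follow were not found in its text.

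GMP:MA9 replicate 1 held 36.3% of its estimated reads in peaks, and the nearest sample, STHSC:MA9 replicate 2, held 24.1%. Sequencing depth is not a likely cause, since the estimated read number of GMP:MA9 replicate 1 ranked 5 among the 8 samples. GMP:MA9 replicate 2 had the lowest share, 13.2%, so the cell of origin does not separate the samples on this measure. The preparation of the library and the mix of cells were not tested, and the high share cannot be told apart from either.

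Chromosome 16 held 3.75% of the peaks of GMP:MA9 replicate 1, against 3.62% in the nearest sample. With an equal number of peaks per sample the share was 3.76%, still above the 3.51% to 3.64% of the other samples, so the number of peaks called does not account for it. Against the number predicted from GC content, the ratio of called regions on chromosome 16 was 1.04, within the 0.950 to 1.12 of the other autosomes of this sample, as an effect of GC content would give, but a range this wide could not exclude so small an excess. Between samples the same ratio was the highest, 1.04 against 1.00 to 1.03 on chromosome 16 in the other samples, but its gap to the nearest sample was 0.360 of the range, below Dixon's critical value, where that of the share was 0.532. GC content may thus account for part of the excess, and what is left of it does not stand apart from the other samples. No biological explanation was tested.

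Chromosome 19 held 2.28% of the peaks of GMP:MA9 replicate 2, against 2.79% in the nearest sample, MPP:MA9 replicate 1. The ratio of called regions to the number predicted from GC content was 0.819 on chromosome 19 and 0.967 to 1.04 on the other autosomes. GC content, as predicted here, thus does not account for the low share. In the other samples the ratio on chromosome 19 was 1.02 to 1.17, so the prediction misses this chromosome there too, in the opposite direction. An effect of GC content outside this prediction cannot be excluded. Between samples the gap of GMP:MA9 replicate 2 was 0.563 of the range, still above the critical value. At regions called in all 8 samples, the median log2 pileup of this sample relative to the others was -0.092 on chromosome 19 and 0.025 to 0.14 on the other autosomes. A loss of part of chromosome 19 in part of the cells may therefore be a candidate explanation, but the pileup test does not separate it from any other cause of fewer reads on this chromosome, and no copy number was measured. The other replicate of GMP:MA9 does not show it, so the cell of origin does not separate the samples here either.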

How the results depend on the processing

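No test in this part was chosen only after the result was seen, except the annotation by protein-coding transcripts, which was added after seeing the data. The difference between replicate pairs and other pairs stayed below 0 and past no threshold under the 7 alternative measures and peak sets, from -0.0192 to -0.00733; with each sample left out it ran from -0.0255 to 0.0284, and it was above 0 only without GMP:MA9 replicate 1 (0.00483) or replicate 2 (0.0284). With the replicate number as a block, the exact permutation tests gave p=0.833 for this difference, p=0.125 for the mean r of GMP:MA9 and p=0.792 for the exclusive regions; the test of the mean r cannot go below 0.0625 in that design, which it reached with fold enrichment and with log2(score + 1) (0.0714 for each without the block), so it shows no stability. The pairing check gave -0.0742.

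The correlations of STHSC:MA9 with MPP:MA9, CMP:MA9 and GMP:MA9 were 0.648, 0.653 and 0.590 with fold enrichment, 0.587, 0.601 and 0.525 with log2(score + 1), 0.830, 0.811 and 0.798 with Spearman's rho, and 0.854, 0.846 and 0.804 with 50% reciprocal overlap. They were 0.950, 0.938 and 0.941 over regions called in both leukaemias and 0.891, 0.871 and 0.875 with stricter peaks, both of which put CMP:MA9 below GMP:MA9, and 0.960, 0.952 and 0.943 with the union of replicates; with an equal number of peaks they were 0.917, 0.904 and 0.895. With each sample left out they ran from 0.887 to 0.947 for MPP:MA9, 0.905 to 0.938 for CMP:MA9 and 0.840 to 0.924 for GMP:MA9; the cause was not tested.

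Specific regions of STHSC:MA9, MPP:MA9, CMP:MA9 and GMP:MA9 numbered 1814, 1822, 2457 and 2014 with stricter peaks, with 19746 common, and 2450.0, 2178, 3763 and 1753 with an equal number of peaks; CMP:MA9 then had the most in both, and GMP:MA9, which had the most before, had the fewest in the latter. With the union of replicates they numbered 5007 in STHSC:MA9, 11076 in MPP:MA9, 3625 in CMP:MA9 and 24519 in GMP:MA9, with 51933 common. With 50% reciprocal overlap they numbered 2929, 4074, 3883 and 3914 in the same order, with 18969 common. MPP:MA9 then had the most. Regions absent from all 6 other samples numbered 146, 293, 107 and 858 in STHSC:MA9, MPP:MA9, CMP:MA9 and GMP:MA9. With each sample left out, the counts ran from 816 to 14902 in STHSC:MA9, 1036 to 17364 in MPP:MA9, 445 to 8717 in CMP:MA9 and 2167 to 36340.0 in GMP:MA9, where a leukaemia left with 1 sample had no intersection; the sum of exclusive regions ran from 647 to 1787. Stricter peaks left 19 loci of Supplementary Data 2 with a peak in both own samples and in no other. The cause was not tested.

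The intergenic, intronic and promoter shares were 37.5%, 39.1% and 17.0% over the peaks of each sample, 34.1%, 30.4% and 32.8% with promoters within 2 kb, and 31.6%, 31.1% and 30.2% with stricter peaks. Protein-coding transcripts gave 39.1% intergenic and 18.1% promoter. With each sample left out they ran from 35.8% to 36.3%, 36.5% to 38.1% and 19.3% to 21.1%; the cause was not tested.

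Differential regions of STHSC:MA9 numbered 0 at a false discovery rate of 0.05 (2925 at an unadjusted p under 0.05), with quantile normalization (2410), 4 groups (2153), the replicate block (2747), no scaling (3439) and the peak score (2372). They numbered 60 with a pseudocount of 0.1, 178 over regions called in both samples of a leukaemia (a filter that itself uses the leukaemia labels), 14 with stricter peaks and 60 with an equal number of peaks. Those of MPP:MA9 numbered 9 at a false discovery rate of 0.05, and 0 with quantile normalization (2355 at an unadjusted p under 0.05), 4 groups (2272), the replicate block (2228) and the peak score (2059); they numbered 338 with a pseudocount of 0.1, 302 over regions called in both samples of a leukaemia, 69 with stricter peaks and 301 with an equal number of peaks. Those of CMP:MA9 numbered 104 with quantile normalization, 99 with 4 groups, 567 with a pseudocount of 0.1 and 98 with the peak score. Those of GMP:MA9 numbered 0 with quantile normalization (4435 at an unadjusted p under 0.05) and over all regions (3580), 174 with stricter peaks and 381 with an equal number of peaks. With the replicate block, CMP:MA9 had 279 and GMP:MA9 780. Leaving out each of the 6 samples of the other leukaemias gave 0 to 1 regions for STHSC:MA9 (at least 1997 at an unadjusted p under 0.05), 0 to 725 for MPP:MA9 (at least 1577), 28 to 459 for CMP:MA9 and 841 to 1244 for GMP:MA9; leaving out an own sample left 1 and gave no call. The cause was not tested.

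The log2 difference at Tap2 reversed to -0.39 with a pseudocount of 0.1, to -0.24 without STHSC:MA9 replicate 1 and to -0.24 without CMP:MA9 replicate 1, with a range of -0.24 to 0.18 across the 6 fits that each left out a sample; it kept its direction at 0.96 with an equal number of peaks, 0.68 with the peak score and 0.45 with quantile normalization. Among the other results at single loci and intersections, 133 moved, 17 came to pass the threshold and 2 no longer passed it, while 313 kept their side or stayed within their spread. The depth limits what an uncalled region can show: the number of reads there is unknown, and the samples differ in the share of reads in peaks, from 13.2% to 36.3%.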

Differences from the paper's values

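No test in this part was chosen after the result was seen. For STHSC:MA9 with CMP:MA9, r was 0.920 and the paper's value is 0.906; of the alternatives set before the data were examined, an equal number of peaks (0.904) and leaving out STHSC:MA9 replicate 1 (0.908), STHSC:MA9 replicate 2 (0.912), CMP:MA9 replicate 1 (0.905) or CMP:MA9 replicate 2 (0.908) closed the gap, and the others did not. For STHSC:MA9 with GMP:MA9, r was 0.912 and the paper's value is 0.862, a wider gap that lies within the SD of 0.0526 between pairs of single samples; that SD is large because of GMP:MA9 replicate 1, whose r with the STHSC:MA9 samples was 0.810 and 0.871, against 0.933 and 0.903 for GMP:MA9 replicate 2. For STHSC:MA9 with MPP:MA9, r was 0.931 and the paper's value is 0.914, within the SD of 0.0175. Regions common to the 4 leukaemias numbered 32781, against about 15000 in Fig. 5a, read by eye. Stricter peaks (19746) and 50% reciprocal overlap (18969) came within 1.5 times that value, and the other alternatives set before the data were examined did not. The other intersections compared with Fig. 5a were within 1.5 times its values without any alternative. Both alternatives took some of them out of that range. Stricter peaks gave 1822 specific regions in MPP:MA9, against about 3800. With 50% reciprocal overlap, STHSC:MA9 with CMP:MA9 had 2095, against about 970. Neither alternative thus accounts for the figure as a whole.

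Differential regions numbered 1205 in all, and the paper's number is 182; none of the alternatives set before the data were examined closed the gap, the nearest being 104 with quantile normalization. STHSC:MA9 had 26 against the paper's 10, with 14 under stricter peaks, the only such alternative that closed the gap in count. The regions differ all the same: all 14 were lower, whereas 6 of the listed loci have a positive fold and 4 a negative one. MPP:MA9 had 23 against the paper's 21. All 23 were lower, whereas 19 of the listed loci have a positive fold. The 26 and 23 regions included none of the loci listed for these leukaemias. CMP:MA9 had 369 against the paper's 14, and none of the alternatives closed the gap; the lowest count, 28, came without STHSC:MA9 replicate 2. GMP:MA9 had 787 against the paper's 137, with 174 under stricter peaks, the only alternative that closed the gap. The authors tested reads within peaks, whereas the values here are the fold enrichment of called peaks with 0 for uncalled regions. The highest estimated number of reads was 48.7 M, and the paper's upper value for uniquely aligned reads is 30 M. No alternative was set for this estimate. The libraries were sequenced as paired ends, and it is not known whether the estimate counts both ends of a pair. The 2 values may therefore be in different units, and the gap cannot be interpreted.

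The paper presents the Tap2 locus as specific to GMP:MA9; a peak was called there in GMP:MA9 replicate 1 and in 4 samples of the other leukaemias, and none in GMP:MA9 replicate 2. It presents the Bambi locus as a differential peak of GMP:MA9. A peak was called there in all 8 samples, with a mean score of 154 in GMP:MA9 and 58.1 in the others. STHSC:MA9 replicate 2 scored 101 there, above the 82.1 of GMP:MA9 replicate 2.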

Other observations

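The tests of pileup on chromosome 11 and of GMP:MA9 replicate 2 against means without GMP:MA9 samples were chosen only after the result was seen; the other tests were chosen before their values were computed, although the chromosome pattern itself was noticed in the data.

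The low mean correlation of GMP:MA9 with the other leukaemias (0.871) may rest in part on GMP:MA9 replicate 1, but these samples do not show that it rests on GMP:MA9 replicate 1 alone. GMP:MA9 replicate 2 had a mean r of 0.906 with the samples of the other leukaemias, and replicate 1 had 0.836. The means of the other samples ran from 0.879 to 0.911, but these include their low correlations with replicate 1; with GMP:MA9 samples left out they ran from 0.891 to 0.930, and 5 of the 6 were above that of replicate 2. With n=2, a difference between these mice cannot be told apart from a difference between their libraries, and replicate 1 also held the largest share of reads in peaks (36.3%). Its mean r with the samples of other leukaemias was the lowest of the 8.

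Shared regions show the same sample standing apart. GMP:MA9 replicates 1 and 2 shared 761 regions called in no other sample. GMP:MA9 replicate 1 shared more with MPP:MA9 replicate 1 (2239), STHSC:MA9 replicate 2 (2190), MPP:MA9 replicate 2 (1312) and CMP:MA9 replicate 1 (1081). It shared fewer with CMP:MA9 replicate 2 (701) and STHSC:MA9 replicate 1 (268). It also had the most peaks, 90952, and the number of such regions was not corrected for that.

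The count of differential regions was compared with that of every choice of 2 of the 8 samples. As many regions or more were found for 22 of 28 choices for STHSC:MA9, 23 of 28 for MPP:MA9, 14 of 28 for CMP:MA9 and 7 of 28 for GMP:MA9, the labelled choice included, and for 14, 15, 9 and 5 of the 16 choices that part a replicate 1 and a replicate 2 from the rest. Over all choices the count ran from 0 to 2604, with a median of 339. The counts of this test on called peaks are thus in line with arbitrary groupings of these samples, and they do not bear on the authors' test of reads within peaks.

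Chromosome 11 held 5.91% of the peaks of MPP:MA9 replicate 1, against 6.42% in the nearest sample, a gap that did not reach Dixon's critical value. The ratio of called regions to the number predicted from GC content was 0.925 on chromosome 11 and 0.962 to 1.07 on the other autosomes. GC content, as predicted here, thus does not account for it. The prediction missed chromosome 18 by more in CMP:MA9 replicates 1 and 2 (0.885 and 0.891). An effect of GC content outside this prediction therefore cannot be excluded. The median log2 pileup relative to the other samples was -0.078 on chromosome 11 and -0.039 to 0.098 on the other autosomes. This is not particular to MPP:MA9 replicate 1: chromosome 11 was also the lowest autosome by pileup in GMP:MA9 replicate 1 (-0.20) and STHSC:MA9 replicate 2 (-0.067), and the highest in GMP:MA9 replicate 2 (0.14) and CMP:MA9 replicate 2 (0.065). A loss of part of chromosome 11 in part of the cells is a hypothesis that these values could fit. The ratio of called regions on chromosome 11 was 1.03 in GMP:MA9 replicate 1 and 1.01 in STHSC:MA9 replicate 2, which weakens it. Their shares of peaks on chromosome 11, 6.42% and 6.49%, were however the lowest after that of MPP:MA9 replicate 1. The comparison between samples thus does not decide the question, and no copy number was measured.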
